# Plasma-treated water applied as a foliar spray promotes root growth in barley

**DOI:** 10.1186/s12870-025-07394-w

**Published:** 2025-09-22

**Authors:** Andrea Krüger, Stefan Schlömer, Stefan Simm, Jessica Bold, Christine Stöhr

**Keywords:** Cell elongation, *Hordeum vulgare*, Plasma-treated water, RNA-seq, Root architecture

## Abstract

**Background:**

Plasma-treated water (PTW) contains reactive oxygen and nitrogen species and can therefore induce mild oxidative stress in plants. In a previous study, PTW treatment of leaves resulted in both short- and long-term systemic signalling effects. In this study, we analysed the adaptive response of the barley leaf and root transcriptome triggered by PTW treatment under short- and long-term conditions to further understand the regulatory mechanisms and the mode of action of PTW.

**Results:**

The application of PTW to the leaves resulted in stronger long-term transcriptional changes in the roots. PTW treatment significantly increased root biomass, while it had no effect on shoot growth. In roots, the altered gene expression indicated that the signalling of auxin, ethylene, brassinosteroids and gibberellin was stimulated, while cytokinin signalling was impeded. Many genes encoding cell wall modifying enzymes, structural proteins and receptor kinases were upregulated in the roots in long-term response to PTW. In addition, foliar treatment with PTW led to changes in root architecture: root length, surface area, diameter and number of forks increased in the long term, as did the content of soluble phenolic compounds.

**Conclusions:**

All these changes indicate that PTW treatment affected root growth possibly by promoting cell elongation. Thus, PTW could be a suitable stimulant to improve the root growth of plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-025-07394-w.

## Background

Plasma-treated water (PTW) is produced by a low-temperature plasma source operating under atmospheric air conditions in combination with water. This PTW is a viable option for the controlled generation of a variety of reactive oxygen and nitrogen species (RONS) [1] and has been shown to be a potential priming agent [2]. As membrane lipids are considered the primary target of RONS [3, 4], lipid peroxidation can produce malondialdehyde (MDA) and signalling lipids (e.g. oxylipins). These signalling lipids can activate defence responses at the transcriptional level and act as stress mitigators [5]. In addition, MDA can be a gene activator in stress acclimatisation as long as its concentration is properly balanced [6]. The formation of MDA is a symptom of environmentally stressed plants. Another symptom and defence mechanism is the increased synthesis and structural modification of lignin to prevent membrane damage due to lipid peroxidation [7]. To this end, the phenylpropanoid metabolism is generally stimulated under stress and produces phenolic compounds with antioxidant activity based on the number and localization of functional groups [8], enabling them to quench RONS. The key enzyme phenylalanine ammonia lyase (PAL) is considered an indicator of stress conditions and thus, a biochemical marker indicating the activation of plant defences. Irrigation of tomato plants with PTW for up to 5 weeks enhanced the expression of PAL [9].

As these effects of RONS have already been described, it is also shown that many of the RONS generated in PTW have only a very short half-life, while hydrogen peroxide (H_2_O_2_), nitrite (NO_2_^−^), and nitrate (NO_3_^−^) are frequently detected in conjunction with a drop in pH [10]. This could mean that RONS can act as a priming stimulus leading to increased stress tolerance by inducing a mechanism to remember past stress events and to respond faster or more strongly to recurrent stress in plants [11]. Epigenetic processes determine the durability of this memory. Long-term stress memory is particularly useful for younger plants, as it can help them to allocate their resources between growth and defence [12]. The RONS generated by cold plasma may be involved in the activation of biochemical and molecular processes that promote plant growth and sustainability [13]. PTW induced a rapid and sustained increase in cytosolic Ca^2+^ in *Arabidopsis thaliana*, while the separate administration of nitrate, nitrite, and hydrogen peroxide at the same doses did not induce any detectable Ca^2+^ changes [14]. Thus, the complex mixture of different RONS in PTW is likely the cause of the long-lasting Ca^2+^ elevation and could be a crucial factor for the induction of a primed state.

PTW treatments have been shown to enhance root development and improve nutrient availability and uptake (reviewed by Konchekov et al. [15]). Tobacco plants grown in PTW exhibited an increase in both the length of the primary root and root hairs and in cotyledon size due to cell elongation [16]. Maize and pea plants showed increased root growth after seed treatment with PTW and additional positive growth effects when irrigated with PTW [17]. Wheat grains watered in PTW with a low dose of reactive species displayed significantly stimulated root and shoot length growth [18]. Root and shoot length of barley seedlings increased significantly compared to the control after growing in PTW for 18 days [19]. While most studies used seed treatment or irrigation with PTW, one possible method of administering PTW is foliar application to promote uptake of water and solutes through the cuticle or stomata of plant leaves [20]. Penetration of the cuticle could occur through polar pores: at high humidity, water molecules dock to hydrophilic polysaccharides. This leads to swelling of the cuticle and to a continuous connecting water film between the leaf surface and the epidermis, creating pores large enough to allow NO_3_^-^ to pass through. On the other hand, hydrophilic particles can enter by diffusion along the walls of the stomatal pores. Both diffusion ways contribute equally to the penetration of dissolved substances. Wettability is a prerequisite for penetration into the foliage [21]. Plasma activation of water was shown to increase the wettability of a glass surface by lowering the contact angle between the water and the surface increasing the contact area [22]. Furthermore, a possible acidification of the leaf surface can increase the permeability of the cuticle for anions [23].

Previously, we investigated the short- and long-term effects of PTW on the ascorbate-glutathione cycle in barley leaves and roots in the absence of stress and under waterlogging conditions [2]. PTW treatment of leaves affected all components of the ascorbate-glutathione cycle in barley leaves and roots. This systemic signalling effect occurred both in the short- and long-term and was stronger under stress conditions. To further understand the regulatory mechanisms and the mode of action of PTW in this phenotypic behaviour, we used RNA-seq to analyse screenshots of the transcriptome to obtain a more holistic view. Therefore, we investigated changes in terms of short- and long-term differences as well as directly administered organs (leaves) and indirectly affected organs (roots) in barley. In barley, the primary root system composed of embryonically formed primary and seminal roots is small and only important at early developmental stages [24]. Post-embryonically, a fibrous root system develops from shoot-born roots, the so-called adventitious roots or crown roots. All root types have the ability to form lateral roots. Every aspect of root development is linked to the action of auxin. NO and H_2_O_2_ can be downstream signalling molecules in the auxin signalling cascade in the induction of adventitious roots, and NO may be an upstream signal for H_2_O_2_ production [25]. These small molecules promote adventitious root formation by regulating antioxidants, water balance and photosynthetic systems, as well as by influencing auxin distribution. Both NO and H_2_O_2_ are components of the PTW used in this study [26]. Here, a small amount of PTW was applied as a foliar spray to serve as a signal and to avoid a fertilization effect. We intended to validate previous results in this system in order to establish PTW as a robust technology for plant stress priming.

## Materials and methods

### Production of plasma-treated water

The alternating current driven cold atmospheric plasma system used in this study consisted of a pin-to-liquid discharge configuration with four metal electrodes located approximately 3 mm from the water surface [27]. Deionized water was mixed with 7.5% (v/v) tap water prior to plasma treatment, as a sufficient ion concentration (≥ 80 µS cm^−1^) was required to ignite the plasma between the electrodes and the water surface. A water mixture of 900 ml was treated for 20 min and applied to the plants 5–10 min after treatment. This plasma treatment resulted in the accumulation of hydrogen peroxide, nitrite and nitrate ions in µmolar concentrations, and significant amounts of NO were detected released from agitated PTW into the gas phase [26]. The pH value of the PTW was 3.8.

### Plant material and cultivation

The seeds of *Hordeum vulgare* cv. KWS Kosmos were pre-germinated in Petri dishes on filter paper soaked in 0.5 mM calcium sulphate for 2 days in the dark. Each seedling was placed in a pot (⌀ 12 cm) with a homogeneous mixture of coarse-grained and fine-grained quartz sand in a ratio of 2:1 (v/v). The plants were grown in the greenhouse in a light/dark cycle of 14/10 hours at an air temperature of 22/18°C. Depending on weather conditions, sunlight was supplemented with light from high-pressure sodium lamps for the plants grown for RNA-seq and metabolite measurements. For root system architecture analysis, plants were grown under broadband LED lamps (VYPR, Fluence). Pots were rotated twice a week to ensure uniform growing conditions. All plants were watered daily with a defined nutrient solution containing 5 mM nitrate [26]. All experiments were performed in accordance with relevant regulations and guidelines.

### PTW application on barley plants

One group of plants was sprayed with PTW on three consecutive days at the two-leaf stage (BBCH 12 according to Meier [28]). Another group of plants was sprayed with a mixture of deionized water with 7.5% (v/v) tap water (as the water used for PTW generation) instead of PTW as a control on the same three consecutive days. Each treatment consisted of two sprays of water on the leaves from one side and again turned 180°. For the four sprays 1.7 ml of water was used.

### Plant harvest for RNA isolation

Plants were harvested in the morning one day after PTW treatment (short-term, BBCH 12, that was 22 days after sowing) and four weeks after PTW treatment (long-term, BBCH 28, that was 49 days after sowing). The first fully developed leaves and whole roots were pooled from 5 plants each to obtain three biological replicates per group. Samples were shock-frozen in liquid nitrogen and homogenized using a sterile, ice-cooled mortar and pestle. Total RNA was extracted from 100 mg of frozen leaf or 250 mg of frozen root powder using the NucleoSpin RNA Plant and Fungi Kit (Macherey-Nagel, Germany) according to the manufacturer’s instructions. RNA concentration was quantified photometrically using a NanoDrop and RNA integrity was tested on a 1% agarose gel (Supplementary Fig. S1 & S2).

### Plant harvest for metabolite assays

Barley plants were harvested in the morning at BBCH growth stages 12, 22, 26 and 28 [28]. The first and second fully developed leaves and the roots were harvested, ground in liquid nitrogen and stored at − 80 °C. The frozen tissue powder was treated with specific extraction reagents for each assay.

### Biomass and root system architecture

The fresh weight was determined separately for shoot and root after bisecting the plant at BBCH growth stages 22, 26 and 28. Roots were first rinsed in deionized water and attached sand was carefully removed with a soft brush. Then, the roots were cautiously dried prior to weight measurements. For morphological analysis, the root system of a single plant was spread out in a petri dish (⌀ 14 cm) filled with water to avoid excessive overlapping of the roots. In the analysis, nodal and seminal roots were not differentiated. Images were captured with EpsonScan Scanner Perfection with contrast set to −25% and brightness set to −25%. Background noise and grains of sand were removed using GIMP version number 2.10.22. Prior to WinRhizo analysis, the images were colour inverted and rendered with − 50% highlight shaders to obtain black root images on a clear white background. The determination of root hierarchy and architecture was performed with WinRhizo version 2016a Pro. The precision scale was set to standard and crossing detection to normal.

### RNA sequencing and bioinformatic analysis

Total RNA was shipped to Novogene (Cambridge, UK) to generate an mRNA library after poly-A enrichment. High-throughput sequencing was then performed on Illumina NovaSeq 6000 instruments with three replicates per treatment, organ and time point. The sequencing depth was between ~ 39 mio. and 56 mio. read-pairs (paired-end sequencing; Supplementary Table S1). The raw data are available in the GEO under the accession GSE294408 and the Project PRJNA1249405. Mapping of reads to the barley genome (Hordeum Vulgare MorexV3, Phytozome) was performed using NextGenMap [29]. Parameter settings included –very-sensitive and –no-unal beside the standard parameter. In general, ~ 50% of all reads could be mapped to the genome and were used for gene counting using featureCounts (version 2.0.4) [30] via the R package. Parameter settings were adjusted to GTF featureType “gene” and attrType “gene_id” for unstranded reads. The gtf-file was downloaded from the Phytozome (Hordeum Vulgare Morex V3) and used for the counting. About 80% of all mapped reads were assigned to barley genes. About 20,000 genes were found per leaf sample and 23,000 genes per root sample (out of more than 39000 genes in the barley genome according to Hansson et al. [31]).

Differentially expressed genes (DEGs) were determined using DESeq2 [32] with standard parameters between control and PTW treatment independently for organs and time points. The DEGs were divided into PTW upregulated (positive log2FC) and control upregulated (negative log2FC). The use of the R package enhancedVolcano led to the generation of Volcano plots. The mean expressions calculated from the three biological replicates per treatment, organ and time point were used for Principal Component Analysis (PCA). For this analysis R with RStudio was used together with the libraries prcomp and factoextra. The contributions and values of individuals (genes) and variables (samples) to single principal components as well as the variance explanation of principal components were calculated. Visualization of the PCA plots was performed with ggplot (R library) and Sigma Plot (Systat Software GmbH, Erkrath, Germany). When adjusted p-values were set to < 0.05, 12 DEGs were identified in the leaves and 6 DEGs in the roots one day after PTW treatment, while four weeks later, 232 DEGs in leaves and 3460 DEGs in roots were detected. For further DEG analysis the│Log2FC│was set to ≥ 1 (corresponding to a minimum fold change of 2). In this way, the DEGs should be adjusted for most genes that might show mismatched results (as 93% of these genes have a fold change of less than 2 according to Coenye [33]). Non-matching in this context means that DEGs would show different patterns of differential expression when using different methods (e.g., qPCR). A Gene Set Overrepresentation Analysis (GSOA) of the selected DEGs was performed with G: Profiler (https://biit.cs.ut.ee/gprofiler/gost) [34] of the organism *Hordeum vulgare* subsp. *vulgare* (MorexV3_pseudomolecules_assembly) using the False Discovery Rate to select significant gene ontologies (GO) with all expressed genes in both samples of the comparison as a background list. These lists were uploaded to R version 4.2.2 and selected by GO source (bp, cc, mf) with a cutoff of *p* < 0.05. The gene ratio was calculated with intersection size/term size. The data frame was converted to an enrichResult object using the R package multienrichjam (version 0.0.64.900) [35] and dotplots were generated using the dotplot function of the package clusterProfiler [36, 37].

### Measurement of thiobarbituric acid-reactive substances

Lipid peroxidation was determined and calculated in terms of thiobarbituric acid-reactive substances (TBARS) corresponding to MDA equivalents. To measure TBARS, the method described in Savchenko et al. [38] was applied with slight modifications. 0.1 g of frozen leaf or root powder was macerated in 1 ml of 0.5% (w/v) trichloroacetic acid. The samples were incubated on ice for 20 min, and then centrifuged at 18,000 g at 4 °C for 15 min. Subsequently, 0.2 ml of the supernatant was mixed with 0.4 ml of 20% trichloroacetic acid containing 0.65% thiobarbituric acid, and the samples were incubated at 95 °C for 30 min, rapidly cooled on ice, and centrifuged at 15,000 g at 4 °C for 5 min. The absorbance spectrum of the supernatant was measured at 532 nm on a plate reader and corrected for non-specific absorbance by subtracting the value of absorbance at 600 nm and 440 nm [39, 40]. The concentration of TBARS was expressed in nmol g^–1^ FW using the extinction coefficient for MDA of 155 mM^−1^ cm^−1^.

### Measurement of the content of soluble phenolic compounds

The analysis of phenolic compounds was performed using reverse-phase high-performance liquid chromatography (HPLC) with detection at 230 nm. Phenolic compounds were extracted from 0.1 g of frozen leaf or root powder in 1 ml of pure methanol. Sonication was performed at 42 °C and 100% amplitude with activated degas function for 15 min. Partially extracted leaf samples were subjected to two further extraction cycles, averaging about 3 ml for leaves and 1 ml for roots in total. The samples were sedimented by centrifugation at 18,000 g and 4 °C for 5 min. From the pooled extracts, 1 ml of supernatant was evaporated in a vacuum concentrator at room temperature in the dark for 90 min. The residues were mixed with 1 ml of solvent A (0.3% phosphoric acid in ultrapure water), then filtered through 0.22 μm PES filters. The prepared samples were stored on ice in the dark until injection into a Rheodyne sample injector model 7161. The HPLC system setup consisted of a Merk Hitachi L-6200 A Intelligent Pump, coupled with a Merk Hitachi L-4250 UV-Vis detector. A Phenomenex LC Column (Gemini 5 μm C18 110 Å), Size 150 × 4.6 mm was used with a Phenomenex SecurityGuard Cartridge Kit, Analytical Standard KJ0-4282 for analysis. The column oven temperature was maintained at 30 °C at a flow rate of 0.8 ml/min. Running buffers consisted of solvent A and solvent B (80% acetonitrile and 0.3% phosphoric acid in ultrapure water) and were mixed according to a gradient protocol [41]. Data acquisition and analysis was performed using Clarity chromatography software from DataApex, version 8.4.0.47. Compounds were identified and quantified by comparison with authentic pure HPLC-grade standards.

### Determination of soluble protein content

Soluble proteins from 0.25 g of frozen leaf or root powder were extracted in 1 ml of 100 mM MES/KOH buffer (pH 6.0) containing 40 mM KCl, 2 mM CaCl_2_, 2% (w/v) PVPP, and 1 mM ascorbic acid, by incubation on ice for 10 min (occasionally shaking) and centrifugation at 24,000 g at 4 °C for 10 min. The protein content of the supernatant was determined using bovine serum albumin as a reference [42].

### Statistical analysis

Biological replicates are seeds of *Hordeum vulgare* cv. KWS Kosmos. They were pre-germinated at the same time and then separated in distinct pots and treated equally except for the control versus PTW treatment. Metabolite and root system data are presented as mean ± standard deviation (SD). Data were statistically analysed using student’s t test in Excel. For the DEG and GSOA analyses we used Benjamini-Hochberg for adjusting the p-values based on the provided implemented tests by DESeq2 and clusterProfiler.

## Results & discussion

### Mild stress by PTW treatment of leaves led to short-term lipid peroxidation in leaves and roots

The RONS contained in PTW are known to cause mild oxidative damage to macromolecules such as phospholipids [3]. The degree of lipid peroxidation was measured as an indicator of the effect of PTW treatment. Lipid peroxidation in terms of thiobarbituric acid-reactive substances was significantly increased in both leaves and roots one day after PTW treatment (Supplementary Table S2, Supplementary Fig. S3). This indicates both a direct response in the leaves and a systemic signalling effect. As expected, no significant changes in lipid peroxidation were observed four weeks after PTW treatment. Lipids as signalling molecules in the form of oxylipins have been reported to upregulate glutathione S-transferase (GST) and influence ascorbate and glutathione levels [43]. 

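Glutathione S-transferases, which couple glutathione to reactive or toxic compounds, gave one call in the comparisons of PTW with control plants. GSTU20 (2HG0214670), named after its Arabidopsis ortholog in Supplementary Table S1, rose 2.65-fold (95% CI 1.71 to 4.10, adjusted p = 0.0494) in the roots 1 day after PTW treatment, with a mean normalized count of 167 in the authors' deposited table. A second glutathione S-transferase gene (1HG0051770) had a ratio of PTW to control of 2.00 (95% CI 1.44 to 2.77, adjusted p = 0.00167) in the roots 4 weeks after treatment. Its adjusted p was under 0.05, but its log2 fold change was just below the threshold of 1, so it was not called. For neither gene was a difference of the treatment effect between the harvests found (adjusted p = 0.275 for GSTU20 and 0.441 for 1HG0051770). The call of GSTU20 was lost under a Holm adjustment, which keeps the chance of any false call under 0.05.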

One GST gene *(GSTU20)* was upregulated in roots as a short-term response to PTW treatment and another as a long-term response (Supplementary Table S1). The stimulation of the antioxidant system was demonstrated in a previous study: PTW increased the content of ascorbate and glutathione in barley leaves and roots [2]. 

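Lipoxygenases oxidize unsaturated fatty acids at the start of oxylipin and jasmonate synthesis. Of the genes that Supplementary Table S1 names as lipoxygenases, both of those tested in roots rose 4 weeks after PTW treatment, and in leaves 1 of 3 did. The study had picked the genes that rose in these same comparisons, so their direction is not independent evidence. The root gene 2HG0206860 rose 3.25-fold (95% CI 2.12 to 4.99, adjusted p = 1.53e-05) and 7HG0679840 rose 2.00-fold (95% CI 1.29 to 3.11, adjusted p = 0.0277). Their mean normalized counts in the authors' deposited table were 390.3 and 209. As a list, the 3 lipoxygenase genes with enough counts did not move together 1 day after treatment (adjusted p = 0.612 in leaves and 0.612 in roots, limma's cameraPR, 70 list tests).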

In leaves, the lipoxygenase pathway was stimulated in the long term (Fig. 2).

### Gene expression was more differentially regulated in both organs in the long term after PTW treatment

To determine which processes are regulated by PTW in the short and long term we analysed the general transcriptomic adjustment in barley leaves and roots in response to the PTW treatment. 

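RNA was sequenced from 24 libraries, 3 for each combination of organ (leaf or root), treatment (control or PTW) and harvest (22 or 49 days after sowing), and each library pooled RNA of 5 plants. On days 19, 20 and 21 the leaves had received the spray, so the harvests fell 1 day and 4 weeks after the last treatment. The sample labels describe the control spray as deionized water, while the paper describes it as deionized water with 7.5% tap water. The paper's Supplementary Table S1 gives 39.2 to 56.7 M raw read pairs per library. The counts used in the tests are the smaller number of read pairs that this table lists as assigned to genes. In leaves 22 days after sowing these were 14.4 to 16.4 M (median 16.2) in control and 14.7 to 16.2 M (median 15.8) in PTW libraries, and at 49 days 15.0 to 21.0 M (median 16.2) and 15.2 to 16.9 M (median 15.7). In roots at 22 days they were 16.9 to 22.0 M (median 19.6) in control and 17.9 to 18.2 M (median 18.0) in PTW libraries, and at 49 days 18.7 to 19.9 M (median 18.9) and 16.8 to 18.0 M (median 17.7). The authors mapped the reads to the barley MorexV3 genome with NextGenMap, counted them per gene with featureCounts (version 2.0.4) and compared PTW with control by DESeq2 for each organ and harvest. Each of the 4 deposited tables of comparisons holds, for 35106 genes, a mean normalized count, a log2 fold change of PTW over control with its standard error, a Wald statistic, a p-value and an adjusted p. From these, fold changes and their 95% confidence intervals were computed here as the log2 fold change ± 1.96 standard errors, and the Wald p-values were adjusted again by Benjamini-Hochberg over genes with a mean count of at least 10. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, thresholds that were set before the data were examined. Fold changes are PTW over control throughout, and a fall is given as control over PTW. Each comparison rests on 3 libraries against 3, so the p-values measure the spread among these pools of plants, and values per library were not analysed here. Gene names are those of the paper's Tables 1 to 5 and Supplementary Table S1, many of them taken from an Arabidopsis ortholog.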

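Gene expression differed more between leaves and roots than between ages or treatments. The mean normalized counts of the 8 groups were recovered from the authors' deposited tables (mean count and log2 fold change) and compared over 19521 genes on a log2 scale. The first principal component held 84.6% of the variance and separated the leaf groups (scores -1.58 to -1.34) from the root groups (1.41 to 1.4997). Across genes, control leaves and control roots correlated at r = 0.491 22 days and r = 0.514 49 days after sowing. PTW and control plants correlated at r = 0.983 and 0.977 in leaves and at 0.991 and 0.980 in roots, in the order of the harvests. Genes are not independent replicates, and with one mean per group the spread between libraries does not enter these values.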

Major variances within the dataset could be identified by applying PCA (Supplementary Fig. S4): Transcriptomic changes based on the two organs leaf and root correlated with the largest variation (94%). 

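Plant age was the next largest difference among the group means. The second component held 7.23% of the variance and set the plants harvested 22 days after sowing (scores 0.297 to 0.569) apart from those harvested at 49 days (-0.553 to -0.231) in leaves and in roots. The third component, with 5.31%, also followed age but in opposite directions in the organs: leaves moved from -0.256 to 0.203 and roots from 0.466 to -0.478 in control plants. PTW and control plants at 49 days separated on the fourth component (1.08% of the variance), with scores of -0.288 and 0.290 in leaves and -0.148 and 0.121 in roots. The decomposition of group means was added after the data were seen, and no test is attached to it.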

4% of the variation within the data sets seem to be caused by plant age. Independent PCA analyses of short- and long-term effects for leaves and roots allowed an explanation of > 60% variation between treatment and control for long-term in both organs. For detailed analysis of differentially expressed genes (DEGs), we performed a DEseq2 analysis separately for leaf and root samples for each time point (Supplementary Fig. S5). Based on the distribution of log2FC and the literature [33], we decided to focus on the DEGs with an │Log2FC│ ≥ 1 and adjusted p-value < 0.05 (Supplementary Table S1) to find DEGs with the largest effects after PTW treatment.

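Shortly after the sprays the transcriptomes of PTW and control plants differed in few genes. The leaf genes encode a mutarotase, an extensin-type protein, an arabinogalactan protein, a wall glycoprotein, an asparaginase, a nitrate and peptide transporter family member and a heavy metal transport protein, 2 of them higher and 5 lower in PTW plants. The root genes encode 3 vacuolar iron transporter-like proteins, a dirigent protein, GSTU20 and a bHLH transcription factor, all higher. No leaf gene was called in roots and no root gene in leaves. With so few calls, independent lists would share 1.33e-04 higher and 0 lower genes, so that lack of overlap says nothing on organ specificity. Of the called genes with enough counts in both organs (6 from leaves and 2 from roots), none showed a difference of the treatment effect between the organs. Over all 15094 genes tested in both organs, 1 gene differed at an adjusted p under 0.05 and 713 at an unadjusted p under 0.05. The tests covered 16310 genes in leaves and 19875 in roots, of which 866 and 887 had an unadjusted p under 0.05. Among genes given a simulated change of 2-fold, 25 of 67 were called in leaves and 20 of 67 in roots, a size that lies at the threshold on the fold change itself. At a simulated log2 change of 2 the calls were 61 of 67 and 60 of 67. Against a null of an absolute log2 fold change of at most 1, the calls came to 0 in leaves and 1 in roots, and rescaling the Wald statistics to an empirical null gave 21 calls in roots.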

One day after PTW treatment (short term), only 7 DEGs were identified in the leaves and 6 DEGs in the roots (Fig. 1). In the leaves, 2 genes were upregulated and 5 were downregulated. In the roots, all 6 genes were upregulated. 

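In leaves 4 weeks after treatment, genes for a germin-like protein, aquaporins and protochlorophyllide reductase were higher in PTW plants, and genes for a peptidylprolyl isomerase, an acid invertase and a stress-induced protein were lower. Of 17052 genes tested, 205 rose and 111 fell. A germin-like protein gene (7HG0665050), of a family of apoplastic glycoproteins, rose 9.21-fold (95% CI 6.10 to 13.9, adjusted p = 7.51e-22), and 2 aquaporin-like genes rose, 4HG0412910 15.2-fold (95% CI 3.44 to 67.0, adjusted p = 0.0191) and 5HG0500800 8.96-fold (95% CI 2.95 to 27.2, adjusted p = 0.00870). Protochlorophyllide reductase (2HG0209470), an enzyme of chlorophyll synthesis, rose 8.47-fold (95% CI 4.67 to 15.3, adjusted p = 6.52e-09). A ring finger protein gene (3HG0297680) rose 20.0-fold (95% CI 8.81 to 45.5, adjusted p = 3.48e-09), and an ammonium transporter gene (1HG0072140) rose 4.08-fold (95% CI 2.32 to 7.18, adjusted p = 2.46e-04). Among the genes that fell were a peptidylprolyl isomerase (2HG0160560, 14.7-fold, 95% CI 8.44 to 25.6, adjusted p = 1.18e-17), a low-temperature-induced 65 kDa protein (1HG0049040, 12.8-fold, 95% CI 5.61 to 29.3, adjusted p = 1.01e-06), an acid invertase, which splits sucrose (7HG0635300, 4.00-fold, 95% CI 3.07 to 5.23, adjusted p = 1.91e-20), and a histone H2B gene (7HG0739380, 9.94-fold, 95% CI 4.36 to 22.7, adjusted p = 2.12e-05). These 10 genes had mean normalized counts of 72.9 to 7313 in the authors' deposited table. An unadjusted p under 0.05 was reached by 1975 genes. The number of calls fell to 93 under a Holm adjustment, to 175 with Wald statistics rescaled to an empirical null (scale 1.14) and to 11 in the test against an absolute log2 fold change of at most 1.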

Four weeks after PTW treatment (long term), 181 DEGs were identified in the leaves, of which 114 were upregulated and 67 were downregulated. 

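In roots 4 weeks after treatment, genes for a receptor-like kinase, a germin-like protein and a response regulator were among those with the largest increase in PTW plants, and genes for an Agamous-type MADS-box factor and a metal-chelate transporter among those with the largest decrease. Of 20180 genes tested, 408 rose and 331 fell. Among the called genes with a mean count of at least 50 and the largest rise were a leucine-rich repeat receptor-like kinase (7HG0666770, 7.15-fold, 95% CI 4.21 to 12.1, adjusted p = 4.20e-10), a germin-like protein (6HG0604640, 6.81-fold, 95% CI 3.03 to 15.3, adjusted p = 2.98e-04) and a response regulator of the kind that acts in hormone or clock signalling (3HG0328340, 5.62-fold, 95% CI 3.26 to 9.68, adjusted p = 2.87e-07). The Agamous-type MADS-box gene (6HG0612320) fell 7.00-fold (95% CI 4.94 to 9.92, adjusted p = 1.72e-23), a gene of the RCC1 family (3HG0302120) fell 8.99-fold (95% CI 5.25 to 15.4, adjusted p = 4.88e-12), and a MOB kinase activator-like gene (6HG0546250) fell 8.42-fold (95% CI 4.12 to 17.2, adjusted p = 1.97e-06). YSL12 (2HG0199650), of a family of metal-chelate transporters, fell 23.5-fold (95% CI 3.52 to 157, adjusted p = 0.0184), and a ubiquinol oxidase (2HG0213170) fell 2.27-fold (95% CI 1.55 to 3.32, adjusted p = 0.00128). The authors' deposited table puts the mean normalized counts of these 8 genes at 59.2 to 4406. At an unadjusted p under 0.05 there were 5010 genes. The Wald statistics in roots were spread 1.71 times as wide as the standard normal, against 1.14 times in leaves at the same harvest. Rescaled to that empirical null, 21 genes were called (9 higher and 12 lower), and 193 were called under a Holm adjustment and 10 against an absolute log2 fold change of at most 1.

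**Figure D1:**
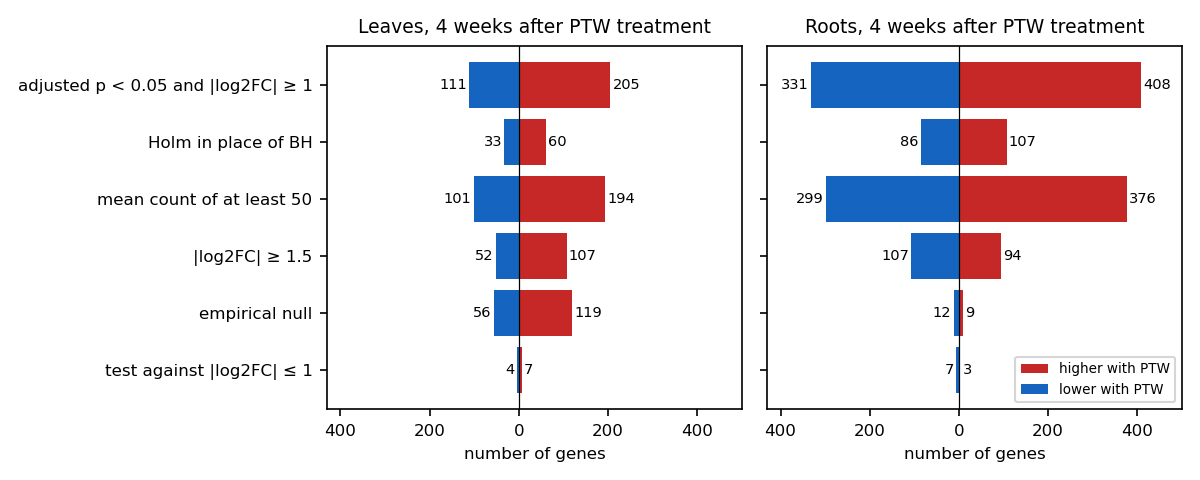
Number of differentially expressed genes in leaves and roots 4 weeks after PTW treatment, under each way of calling them. Roots gave 739 and leaves 316 calls at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and 21 and 175 with the empirical null.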

In the roots, 812 DEGs were detected, of which 472 were upregulated and 340 were downregulated. 

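A response regulator, a CONSTANS-like gene and peroxidases were among the genes higher in both organs 4 weeks after PTW treatment, and heat shock genes among those lower in both. A response regulator (3HG0328340) rose 11.9-fold (95% CI 5.37 to 26.6, adjusted p = 9.22e-07) in leaves, and a CONSTANS-like zinc finger gene (7HG0673610), of a family linked to day length, rose 5.89-fold (95% CI 3.27 to 10.6, adjusted p = 2.24e-06) in leaves and 3.80-fold (95% CI 2.47 to 5.84, adjusted p = 5.86e-07) in roots. An endo-1,3-β-glucanase (1HG0059470), the peroxidases 2HG0112640 and 2HG0215280, a pectin methylesterase inhibitor (7HG0725310), a metal tolerance protein (6HG0617950) and an amino acid transporter (6HG0603010) also rose in both organs. The heat-shock protein gene 6HG0621200 fell 53.6-fold (95% CI 9.76 to 294, adjusted p = 7.17e-04) in leaves and 7.73-fold (95% CI 4.61 to 12.9, adjusted p = 2.11e-11) in roots, and 4 of the shared genes that fell are heat shock or chaperone genes. A Myb-related gene (7HG0699010), a bHLH gene (5HG0509430), a Dof zinc finger gene (2HG0111280) and CPK1 (5HG0517140) fell in both organs as well. In all, 13 genes rose and 19 fell in both organs, against 2.17 and 1.88 expected for independent lists over the 15796 genes tested in both (Fisher's exact test, odds ratio 6.77, adjusted p = 1.69e-06 for genes that rose, and odds ratio 12.9, adjusted p = 3.87e-13 for genes that fell; 12 overlap tests). One gene was called in opposite directions (1HG0072060, higher in leaves and lower in roots). Genes do not respond independently of each other, which Fisher's exact test does not allow for. Under settings chosen after seeing the files, a Holm adjustment left 2 shared genes that rose and 2 that fell. The empirical null left 0 and 1, and the test against an absolute log2 fold change of at most 1 left 0 and 0.

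**Figure D2:**
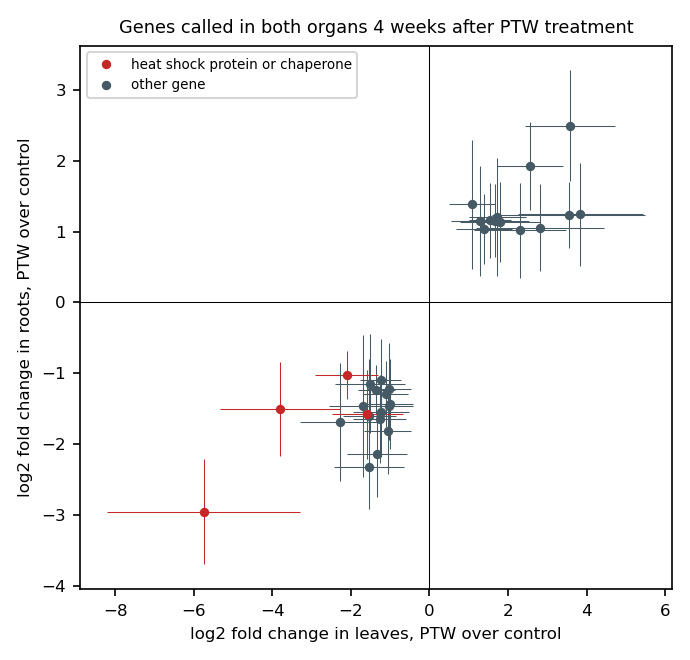
Log2 fold change in roots against leaves 4 weeks after PTW treatment for the genes called in the same direction in both organs. These 32 genes lie in the quadrants of equal sign.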

Among the DEGs, there was an overlap of 15 genes between leaves and roots four weeks after PTW treatment, all of which showed the same regulation in both organs (6 upregulated and 9 downregulated). 

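The gene 2HG0214850 encodes a vacuolar iron transporter-like protein. It rose 2.14-fold (95% CI 1.60 to 2.87, adjusted p = 0.00154) in roots 1 day after PTW treatment and 2.37-fold (95% CI 1.78 to 3.18, adjusted p = 2.06e-06) 4 weeks after it, with mean normalized counts of 939 and 1218 in the authors' deposited tables. Its effect did not differ measurably between the harvests (log2 difference 0.15, adjusted p = 0.915). With 6 short-term and 393 long-term calls of higher genes among the 19349 root genes tested at both harvests, 0.122 shared higher genes would be expected (Fisher's exact test, adjusted p = 0.348). In leaves a heavy metal transport protein gene (5HG0511040) fell at both harvests. Over the root genes tested at both harvests, the fold changes of the harvests correlated at r = 0.150 (0.0527 with no filter on the mean count), and 417 of 681 long-term calls (61.2%, 95% Wilson CI 57.5 to 64.8) had the same sign at 1 day. Genes are not independent replicates.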

Only 1 DEG (a vacuolar iron transporter-like protein) from the short-term samples was also detected in the long-term samples of root. Thus, application of PTW to the leaves resulted in largely organ-specific responses with stronger long-term transcriptional changes in the roots.

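Most genes called in one organ 4 weeks after PTW treatment were not called in the other, yet for most of them no difference between the organs was found. Of 450 genes called in roots only and tested in both organs, 68 (15.1%) had an effect that differed between roots and leaves, as had 82 of 242 (33.9%) called in leaves only. This test recovered 14 of 67 genes at a simulated log2 difference of 1 and 51 of 67 at 2. A difference that was not found is therefore no evidence of an equal effect in both organs. Another 253 of the 739 root genes had a mean count under 10 in leaves and were not compared. Over the 15796 genes tested in both organs the effect differed for 277, with 135 higher and 142 lower in roots relative to leaves, and for 230 of these the fold changes had opposite signs. Examples are an acid invertase (7HG0635300), a peptidylprolyl isomerase (2HG0160560) and a patatin-like gene (1HG0012620), which were higher in roots relative to leaves, and the ubiquinol oxidase 2HG0213170, which was lower. Among leaf-called genes, 195 of 275 (70.9%, 95% Wilson CI 65.3 to 76.0) had the same sign in roots. Genes are not independent replicates, so that interval does not measure the spread between the pools of plants. The fold changes of the organs correlated across genes at r = 0.195. Between harvests, 152 of 680 genes called in roots at 4 weeks only had an effect that differed from that at 1 day, as had 79 of 287 in leaves. Under a Holm adjustment 28 genes differed between the organs. From the numbers of DEGs and their small overlap, the paper concludes that the responses were largely organ-specific, with stronger long-term changes in the roots.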

**Fig. 1:**
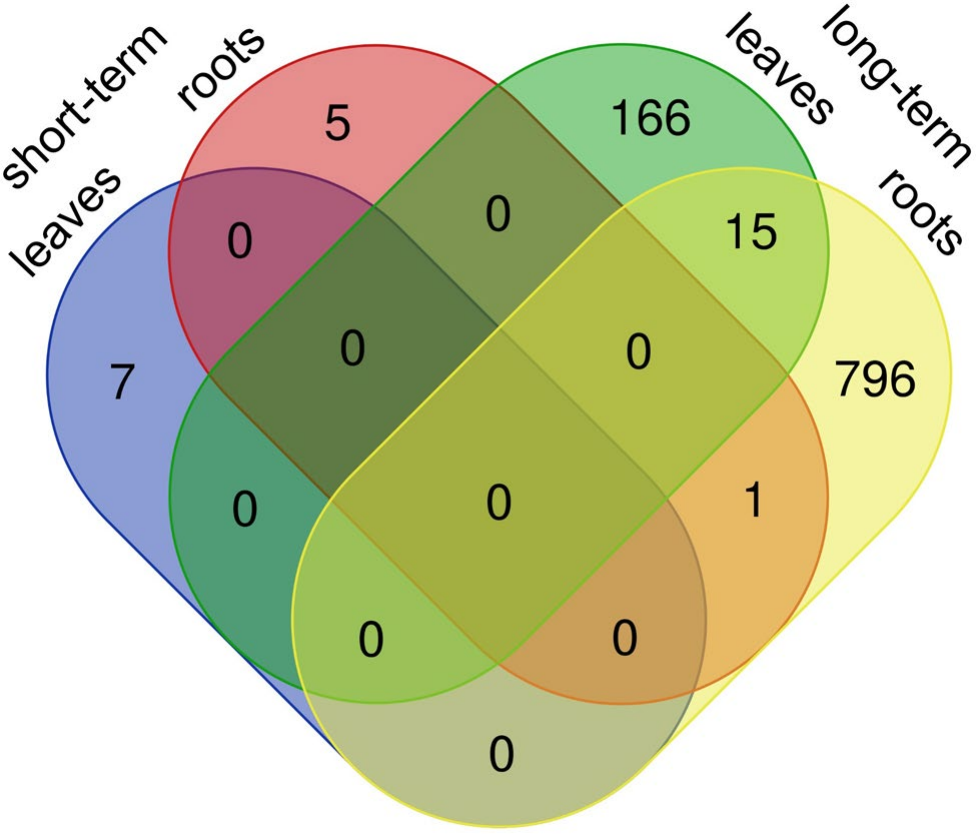
Venn diagramm representing DEGs with│Log2FC│ ≥ 1 and adjusted p-value < 0.05 between PTW-treated and control samples in barley leaves and roots one day (short-term) or four weeks (long-term) after treatment.

### Short-term effects of PTW treatment on DEGs in leaves and roots indicate alteration of cell wall and N-related processes

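In leaves 1 day after PTW treatment a gene of sugar metabolism and a gene of a wall protein rose. The gene 2HG0173120 encodes a mutarotase, which interconverts the anomers of aldose sugars, and rose 2.43-fold (95% CI 1.62 to 3.64, adjusted p = 0.0284). The gene 6HG0548320, which Supplementary Table S1 describes as a Pollen Ole e 1 allergen and extensin family protein, rose 2.40-fold (95% CI 1.60 to 3.61, adjusted p = 0.0333). Extensins are structural glycoproteins of the wall. In the authors' deposited table the mean normalized counts were 229 for the mutarotase and 120.2 for the extensin gene. Neither call held under a Holm adjustment or in the test against an absolute log2 fold change of at most 1. At 4 weeks after treatment the mutarotase had a ratio of PTW to control of 1.51 (95% CI 0.893 to 2.56, adjusted p = 0.621) in leaves.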

DEG analysis showed that one day after PTW treatment (short term), only 2 genes were upregulated in the leaves (Supplementary Table S1): one gene encoding an aldose epimerase (mutarotase) and one encoding an extensin. Mutarotase converts α-D-glucose to β-D-glucose and vice versa and may be involved in the conversion of sucrose to cellulose. Both genes are associated with cell wall processes [44]. 

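Genes of transport, nitrogen metabolism and the cell wall were lower in leaves 1 day after PTW treatment. The heavy metal transport protein gene 5HG0511040 fell 2.20-fold (95% CI 1.54 to 3.15, adjusted p = 0.0284) and was lower also 4 weeks after treatment (2.85-fold, 95% CI 1.58 to 5.16, adjusted p = 0.0262), the one leaf gene called at both harvests. Its mean normalized counts were 202 and 182 in the authors' deposited tables. The other lower genes encode a fasciclin-like arabinogalactan protein, a vegetative cell wall protein, an asparaginase and a member of the NRT1/PTR transporter family. For the 5 of the 7 leaf genes called at this harvest only and tested at both, no difference between the harvests was found, and over all leaf genes 99 of 15868 differed. A Holm adjustment kept 2 of these calls, both of genes that fell.

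**Figure D3:**
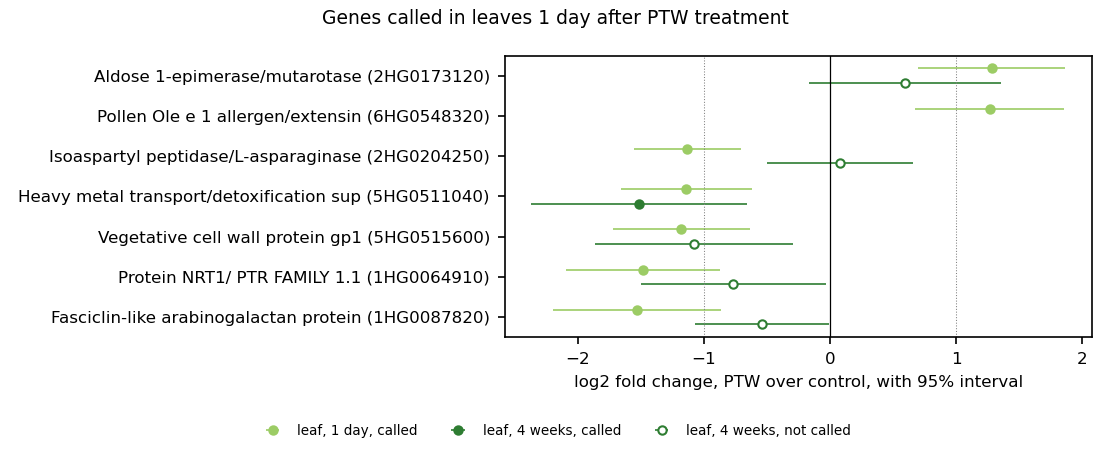
Log2 fold change of PTW over control with its 95% confidence interval for the 7 genes called in leaves 1 day after treatment, shown at both harvests. Filled symbols are called, open symbols are not, and a missing point stands for a mean count under 10.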

Five genes were downregulated in the leaves. 

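The fasciclin-like arabinogalactan protein gene 1HG0087820, of a family of wall and plasma membrane glycoproteins linked to cell expansion, fell 2.89-fold (95% CI 1.82 to 4.59, adjusted p = 0.0177) in leaves 1 day after PTW treatment. The gene 5HG0515600, named in Supplementary Table S1 after the vegetative cell wall protein gp1, fell 2.26-fold (95% CI 1.55 to 3.29, adjusted p = 0.0302). These genes had mean normalized counts of 79.8 and 368 in the authors' deposited table. Their effect in leaves did not differ measurably from that in roots at the same harvest (log2 difference of root minus leaf 1.60, adjusted p = 0.146 and 1.17, adjusted p = 0.541). The pectin enzyme genes fixed as a list did not move together in leaves at this harvest (median log2 fold change -0.28, adjusted p = 0.376, 11 members), but were lower with the log2 fold change in place of the Wald statistic (adjusted p = 0.0220).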

The downregulation of genes encoding an arabinogalactan protein and another unspecified cell wall glycoprotein again shows a short-term effect of PTW treatment on cell wall processes. Interestingly, one downregulated gene encodes a heavy metal transport protein that has a ferredoxin-like fold and could be involved in redox processes. The down-regulation of an asparaginase and an NRT gene indicates that the plants interpreted the PTW foliar spray as an N-signal, as PTW contains nitrate, nitrite and NO [26]. 

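Genes for the use and the transport of nitrogen were lower in PTW leaves 1 day after treatment. Asparaginase (2HG0204250, ortholog ASPGB1), which releases ammonium from asparagine, fell 2.19-fold (95% CI 1.63 to 2.94, adjusted p = 0.00138), and NRT1/PTR family 1.1 (1HG0064910), of the family that carries nitrate and peptides, fell 2.79-fold (95% CI 1.83 to 4.26, adjusted p = 0.00956). The authors' deposited table gives them mean normalized counts of 1404 and 122. At 4 weeks neither passed the test in leaves (ratios of PTW to control 1.05, 95% CI 0.706 to 1.57, adjusted p = 0.977 and 0.589, 95% CI 0.355 to 0.977, adjusted p = 0.387), and their effects at the 2 harvests did not differ measurably (adjusted p = 0.0889 and 0.807). Another 5 nitrate and ammonium transporter genes, not picked by the study in this comparison, did not move together (adjusted p = 0.448, with a test direction down and a median log2 fold change of 0.05). The paper reasons that the plants read the spray as a nitrogen signal, since PTW contains nitrate, nitrite and NO.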

Asparaginase degrades asparagine to ammonia for use in amino acid biosynthesis. Thus, PTW treatment mainly affected cell wall adaptation and N metabolism in the leaves.

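Vacuolar iron transporter-like proteins move iron into the vacuole, and their genes were higher in roots 1 day after PTW treatment. The vacuolar iron transporter-like genes 2HG0192940 and 2HG0192950, both with the ortholog VTL2, rose 3.13-fold (95% CI 2.07 to 4.72, adjusted p = 3.75e-04) and 2.62-fold (95% CI 1.87 to 3.66, adjusted p = 1.95e-04). They lie side by side in the numbering of the genes and may share reads, so whether both changed is uncertain. A bHLH transcription factor gene (2HG0177600) rose 2.15-fold (95% CI 1.52 to 3.04, adjusted p = 0.0494). The median log2 fold change of all 6 genes called was 1.40, and no gene fell at this threshold. For the bHLH gene the effect was lower at 4 weeks than at 1 day (log2 difference -1.94, adjusted p = 5.29e-05). The authors' deposited table gives these 3 genes mean normalized counts of 195 to 379.7. The 3 iron handling genes not picked by the study in roots at 4 weeks did not move together there (median log2 fold change 0.50, adjusted p = 0.409). Without a filter on the mean count 4 of the 6 calls remained, and in the test against an absolute log2 fold change of at most 1 only the dirigent protein gene did.

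**Figure D4:**
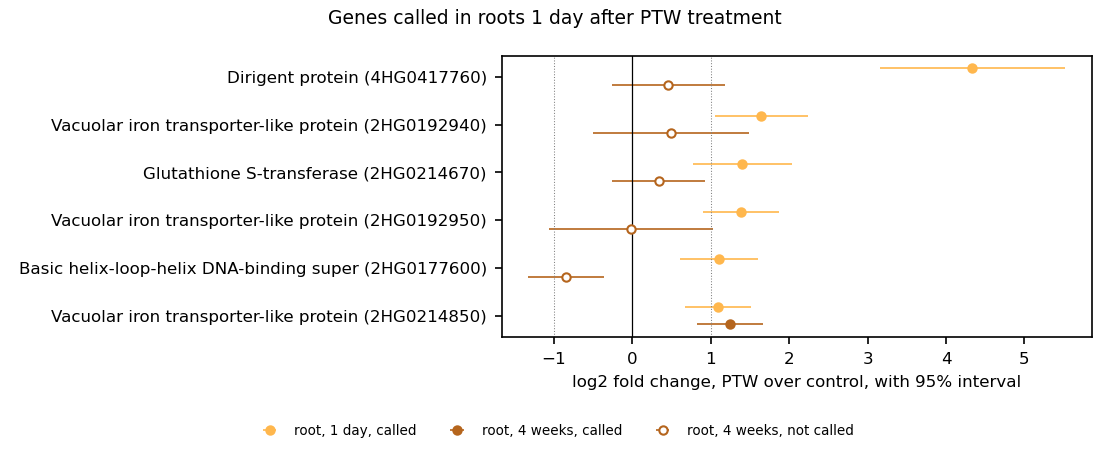
Log2 fold change of PTW over control with its 95% confidence interval for the 6 genes called in roots 1 day after treatment, shown at both harvests. Filled symbols are called, open symbols are not, and a missing point stands for a mean count under 10.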

In the roots, 6 genes were upregulated one day after PTW treatment, 3 of which encode vacuolar iron transporter-like proteins (Supplementary Table S1). VTL2, a vacuolar iron (uptake) transporter-like protein, may be involved in redox processes together with GSTU20, which may also have dehydroascorbate reductase activity. It has also been reported that the expression of *GSTU20* was upregulated after cold plasma treatment of blueberries along with the expression of other antioxidant enzyme genes, which delayed postharvest fruit senescence [45]. The BHLH DNA-binding protein belongs to a transcription factor family. Dirigent proteins (DIR) impart stereoselectivity in the biosynthesis of lignans [46]. The barley genome displays a high variability of DIR genes involved in abiotic stress responses [47]. In cabbage, DIR are also involved in abiotic stress responses and lead to higher levels of acid-soluble lignin under waterlogging [48]. In roots, DIR assist in the assembly and lignification of the Casparian strip of the endodermis as a diffusion barrier [49]. 

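Dirigent proteins guide the coupling of monolignols into lignans and lignin. One day after PTW treatment the dirigent protein gene 4HG0417760 rose 20.2-fold (95% CI 8.90 to 45.9, adjusted p = 1.34e-08) in roots, the largest rise among the 6 genes called there. The mean normalized count of 4HG0417760 at 1 day was under 50. With a minimum of 50 it was not tested, and the 5 other calls remained. At 4 weeks the gene had a ratio of PTW to control of 1.38 (95% CI 0.833 to 2.28, adjusted p = 0.458), and its effect was lower at 4 weeks than at 1 day (log2 difference -3.87, adjusted p = 5.29e-05). Of the 3 dirigent protein genes of Table 4 at 4 weeks, 4HG0345560 rose 2.38-fold (95% CI 1.42 to 3.98, adjusted p = 0.0167) and 2 did not pass the test. The ratios of these were 2.92 (95% CI 1.30 to 6.54, adjusted p = 0.0733) for 5HG0480940 and 2.76 (95% CI 1.14 to 6.70, adjusted p = 0.133) for 7HG0748530. Adjusted over the list alone all 3 rose, which is not independent evidence, since the study chose the list on these samples. The 4 genes at 4 weeks had mean normalized counts of 20.2 to 2373 in the authors' deposited table. The call of 4HG0345560 was lost under a Holm adjustment.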

The expression levels for 3 DIR were also increased as a long-term response in the roots (Table 4). The enhanced expression of DIR-encoding genes again shows an influence on cell wall processes.

### PTW treatment influenced different biological processes including homeostasis and signalling of phytohormones in leaves and roots in the long term

GO term analysis for biological processes showed that PTW had a different effect on leaves and roots in the long term (four weeks after PTW treatment). In leaves, the main regulated processes were the lipoxygenase pathway, positive regulation of developmental growth, protein folding and response to temperature and other abiotic stimuli (Fig. 2a). 

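Both leaf genes of the lipoxygenase pathway, which turns unsaturated fatty acids into oxylipins, were higher 4 weeks after PTW treatment. The lipoxygenase 6HG0573420 (ortholog LOX2) rose 2.58-fold (95% CI 1.91 to 3.47, adjusted p = 5.45e-07). The allene oxide synthase 6HG0542940, whose ortholog in Supplementary Table S1 is the hydroperoxide lyase HPL1 of green leaf volatile synthesis, rose 2.33-fold (95% CI 1.63 to 3.32, adjusted p = 5.23e-04). Mean normalized counts were 5164 and 5419 in the authors' deposited table. The counts were the same when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. The effect on the lipoxygenase gene was higher at 4 weeks than at 1 day by a log2 difference of 1.55 (adjusted p = 1.37e-04), while for the allene oxide synthase gene no difference between the harvests was found (log2 difference 1.14, adjusted p = 0.123). With the empirical null both calls held, and under a Holm adjustment 1 did.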

The lipoxygenase pathway (including lipoxygenase and allene oxide synthase) was upregulated. 

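Of the 2 leaf genes grouped under positive regulation of developmental growth, one rose and one fell 4 weeks after PTW treatment. Nuclear transcription factor Y subunit B (2HG0180020), part of a complex that binds CCAAT boxes, rose 3.56-fold (95% CI 2.13 to 5.95, adjusted p = 2.65e-04). The argos-like gene (4HG0343940), named after an Arabidopsis regulator of organ size, fell 2.39-fold (95% CI 1.46 to 3.94, adjusted p = 0.0274). In the authors' deposited table the mean normalized counts were 156 and 75.1. For neither was a difference between leaf and root found (log2 difference of root minus leaf -1.51, adjusted p = 0.111 and 1.17, adjusted p = 0.141).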

The developmental growth regulation (including nuclear transcription factor Y: up; argos-like protein: down) was regulated in both directions. 

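Chaperones, which hold and refold damaged proteins, were lower in leaves 4 weeks after PTW treatment. HSP70.4 (1HG0073350) fell 7.89-fold (95% CI 4.28 to 14.5, adjusted p = 7.87e-08), another 70 kDa heat shock protein gene (4HG0387870) fell 7.66-fold (95% CI 3.32 to 17.7, adjusted p = 3.65e-04) and 5HG0441860 fell 2.23-fold (95% CI 1.64 to 3.02, adjusted p = 8.58e-05). The DNAJ co-chaperone 1HG0087430 fell 4.30-fold (95% CI 2.46 to 7.50, adjusted p = 8.87e-05) and the ClpB disaggregase 6HG0568470 fell 3.51-fold (95% CI 2.10 to 5.89, adjusted p = 3.65e-04). One member of the group, the heat-shock protein gene 3HG0225500, rose 2.05-fold (95% CI 1.35 to 3.11, adjusted p = 0.0342). Of the 7 genes under protein folding and maturation, 1 rose and 6 fell, and of all 17 heat shock and chaperone genes that Supplementary Table S1 lists for these leaves, 3 rose and 14 fell. Those that rose also include the DnaJ genes 2HG0210480 (20.7-fold, 95% CI 6.61 to 64.8, adjusted p = 6.73e-05) and 7HG0677370 (20.9-fold, 95% CI 5.99 to 73.0, adjusted p = 3.71e-04). Over the list alone the counts did not change, and the list, chosen by the study on these samples, is not independent evidence of its direction. The wider keyword list of heat shock and chaperone genes holds 14 tested members that the study had not picked in leaves. They also fell together (median log2 fold change -1.44, adjusted p = 1.76e-05, cameraPR), and 3 of them were called lower. The study named them because they changed in roots at the same harvest, so this is not independent evidence either. The effect was higher in roots than in leaves, by a difference test, for 4 of the 7 folding genes, and lower at 4 weeks than at 1 day for 6 of them. Of their calls, 6 held under a Holm adjustment and 1 against an absolute log2 fold change of at most 1.

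**Figure D5:**
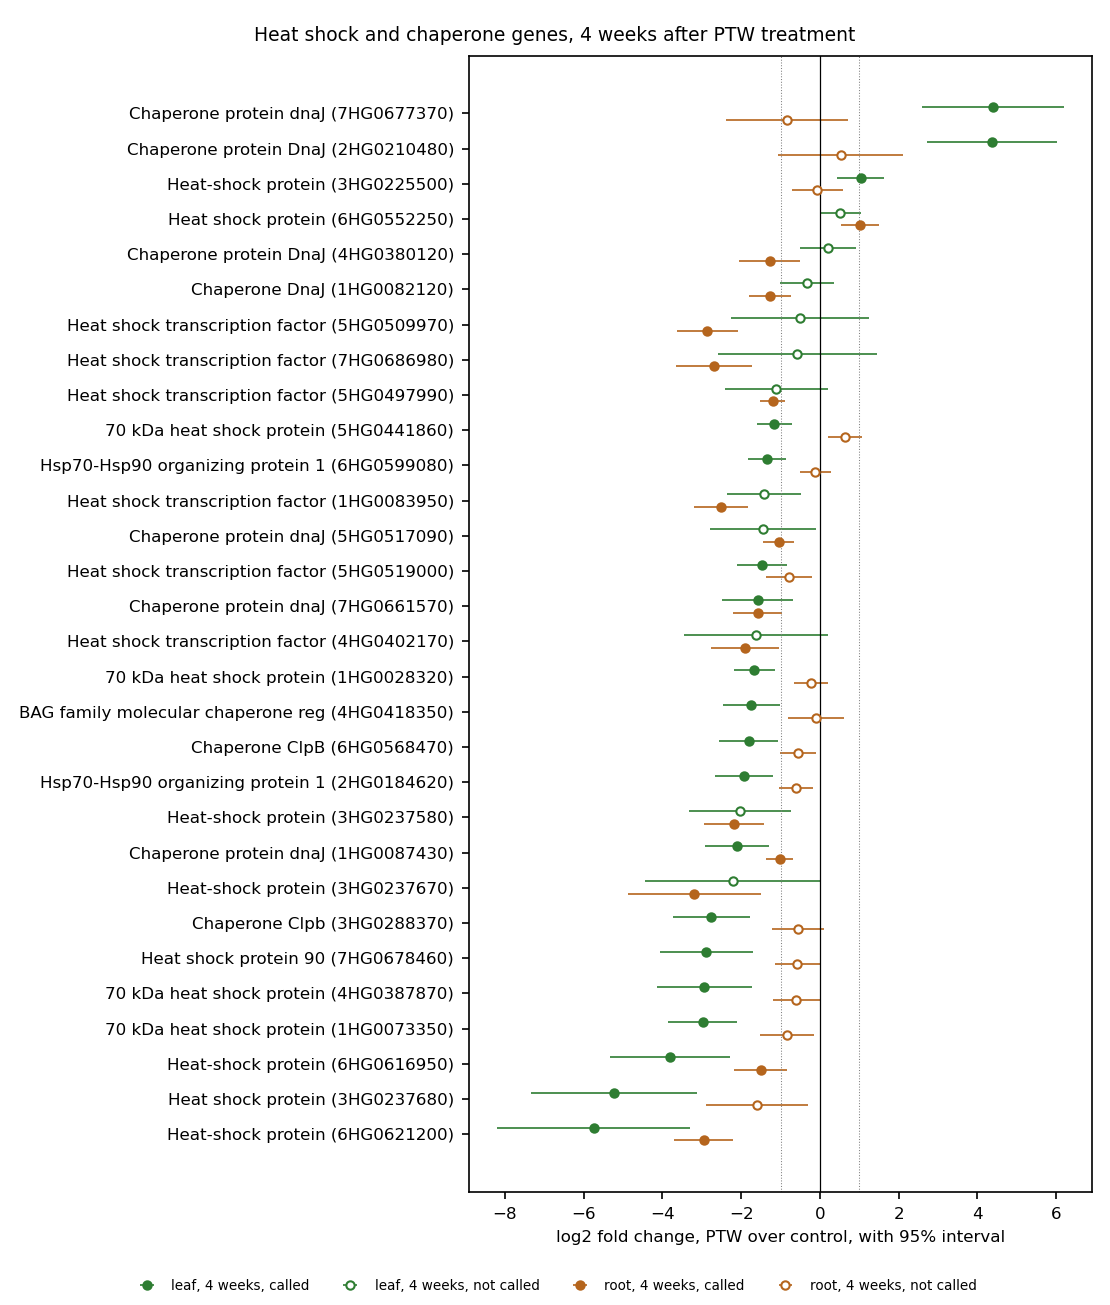
Log2 fold change of PTW over control with its 95% confidence interval for heat shock and chaperone genes in leaves and roots 4 weeks after treatment. Most of the points lie below 0 in both organs, and filled symbols are called.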

Protein folding (including heat shock proteins (HSPs) and chaperones) was downregulated. Furthermore, an affected response to abiotic stimuli was observed, including the response to temperature due to the regulation of zinc-finger proteins, RNA-binding protein, plastid transcriptionally active 5 (majorly upregulated), as well as HSPs, phosphosulfolactate synthase-related protein, RNA-binding protein and dehydrin (majorly downregulated).

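Genes of the response to abiotic stimuli moved both ways in leaves 4 weeks after PTW treatment. Of 12 members, 6 rose, 5 fell and 1 did not pass the test. The RNA-binding protein gene GRP7 (4HG0333810), a clock-regulated gene in Arabidopsis, rose 4.49-fold (95% CI 2.77 to 7.28, adjusted p = 7.94e-07), the B-box zinc finger gene BBX23 (6HG0567630) rose 9.86-fold (95% CI 2.57 to 37.8, adjusted p = 0.0355), the zinc finger gene 7HG0721080 rose 11.0-fold (95% CI 3.43 to 35.6, adjusted p = 0.00515) and PTAC5 (2HG0181530), of the plastid transcription machinery, rose 2.04-fold (95% CI 1.59 to 2.62, adjusted p = 9.37e-06). HSP101 (3HG0288370), a disaggregase needed for heat tolerance, fell 6.76-fold (95% CI 3.45 to 13.2, adjusted p = 1.26e-05), the heat shock protein gene 5HG0489830 fell 7.97-fold (95% CI 3.65 to 17.4, adjusted p = 6.73e-05) and HSA32 (7HG0732330), the phosphosulfolactate synthase-related protein, fell 4.39-fold (95% CI 2.80 to 6.88, adjusted p = 2.03e-07). Dehydrin XERO1 (5HG0516830), a protein of water stress, fell 6.27-fold (95% CI 2.85 to 13.8, adjusted p = 7.86e-04). The RNA-binding protein gene SR45A (4HG0389540) had a ratio of PTW to control of 0.368 (95% CI 0.154 to 0.879, adjusted p = 0.296). When adjusted over the list alone, 6 members were higher and 6 lower, but a list that the study chose on these samples is not independent evidence. The authors' deposited table puts the mean normalized counts of the 9 named genes at 16.8 to 25751. The effect differed between the organs for 5 of 10 members tested in both and between the harvests for 3 of 10. A Holm adjustment kept 7 and the empirical null 9 of the 11 calls.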

In roots, the L-ascorbic acid biosynthetic/metabolic process, xylan catabolic process, thiamine metabolic process, and cellular oxidant detoxification were affected (Fig. 2b). The L-ascorbic acid biosynthetic/metabolic process (L-gulonolactone oxidases) and the xylan catabolic process (including endo-1,3-β-xylanase, β-xylosidase) showed upregulation. In contrast, the response to thiamine metabolic process (including 1-deoxy-D-xylulose-5-phosphate synthase: up & down; thiamine pyrophosphokinase 1: down) and cellular oxidant detoxification (peroxidases: up; response to low sulfur protein: down) showed regulation in both directions. 

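L-gulonolactone oxidases, enzymes of the last step of ascorbate synthesis in animals and of a side route in plants, were higher in roots 4 weeks after PTW treatment. All 5 genes rose, by 2.09-fold to 3.79-fold. The extremes were 5HG0500360 (3.79-fold, 95% CI 2.29 to 6.26, adjusted p = 3.33e-05) and 6HG0551380 (2.09-fold, 95% CI 1.44 to 3.02, adjusted p = 0.00338). Of the 3 genes of xylan breakdown 2 rose: a β-xylanase (5HG0519550), which cleaves the xylan backbone, by 2.63-fold (95% CI 1.51 to 4.58, adjusted p = 0.0127), and a β-xylosidase (4HG0397690), which releases xylose, by 2.42-fold (95% CI 1.49 to 3.92, adjusted p = 0.00818). A further β-xylosidase (6HG0600480) had a ratio of PTW to control of 2.08 (95% CI 1.24 to 3.51, adjusted p = 0.0527). Adjusted over the list alone, all 5 and all 3 genes were higher, and neither list, both chosen by the study on these samples, is independent evidence of its direction. These 8 genes had mean normalized counts of 41.8 to 9255 in the authors' deposited table. No difference between root and leaf was found for the 3 oxidase genes and the 2 xylan genes tested in both organs. Of these 5 oxidase calls, 2 held under a Holm adjustment, 0 with the empirical null and 0 in the test against an absolute log2 fold change of at most 1. None of the xylan calls held under a Holm adjustment.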

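Thiamine genes moved both ways in roots 4 weeks after PTW treatment. Of the 1-deoxy-D-xylulose-5-phosphate synthases, which make a precursor shared by thiamine and plastid isoprenoids, 1HG0085440 rose 3.35-fold (95% CI 2.26 to 4.95, adjusted p = 7.09e-07) and 1HG0062480 fell 2.56-fold (95% CI 1.59 to 4.14, adjusted p = 0.00378). Thiamine pyrophosphokinase TPK1 (1HG0060240), which makes the active cofactor, fell 2.03-fold (95% CI 1.25 to 3.29, adjusted p = 0.0430). PDX1.3 (2HG0158270), an enzyme of vitamin B6 synthesis, rose 3.40-fold (95% CI 2.31 to 4.99, adjusted p = 2.80e-07), and its effect was higher at 4 weeks than at 1 day (log2 difference 1.80, adjusted p = 1.51e-04). Among the 14 genes of oxidant detoxification, 12 peroxidases rose, 1 peroxidase did not pass the test and LSU3 (1HG0050070), a gene induced by sulfur shortage, fell 2.43-fold (95% CI 1.75 to 3.36, adjusted p = 2.04e-05). An adjustment over the detoxification list alone gave 13 higher and 1 lower, without being independent evidence, since the study chose the list on these samples. For 6 of these 14 genes the effect differed between the harvests, 5 being higher and LSU3 lower at 4 weeks. The authors' deposited table puts the mean normalized counts of the 5 genes named here at 134 to 993. A Holm adjustment kept 7 of the 13 detoxification calls, the empirical null 2 and the test against an absolute log2 fold change of at most 1 kept 0.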

The vitamins ascorbate and thiamine are good candidates for communication between chloroplasts and mitochondria, acting as metabolic signals during acclimatisation [50]. The complete list of selected DEGs associated with the main biological processes in barley leaves and roots four weeks after PTW treatment is included in Supplementary Table S1.

**Fig. 2:**
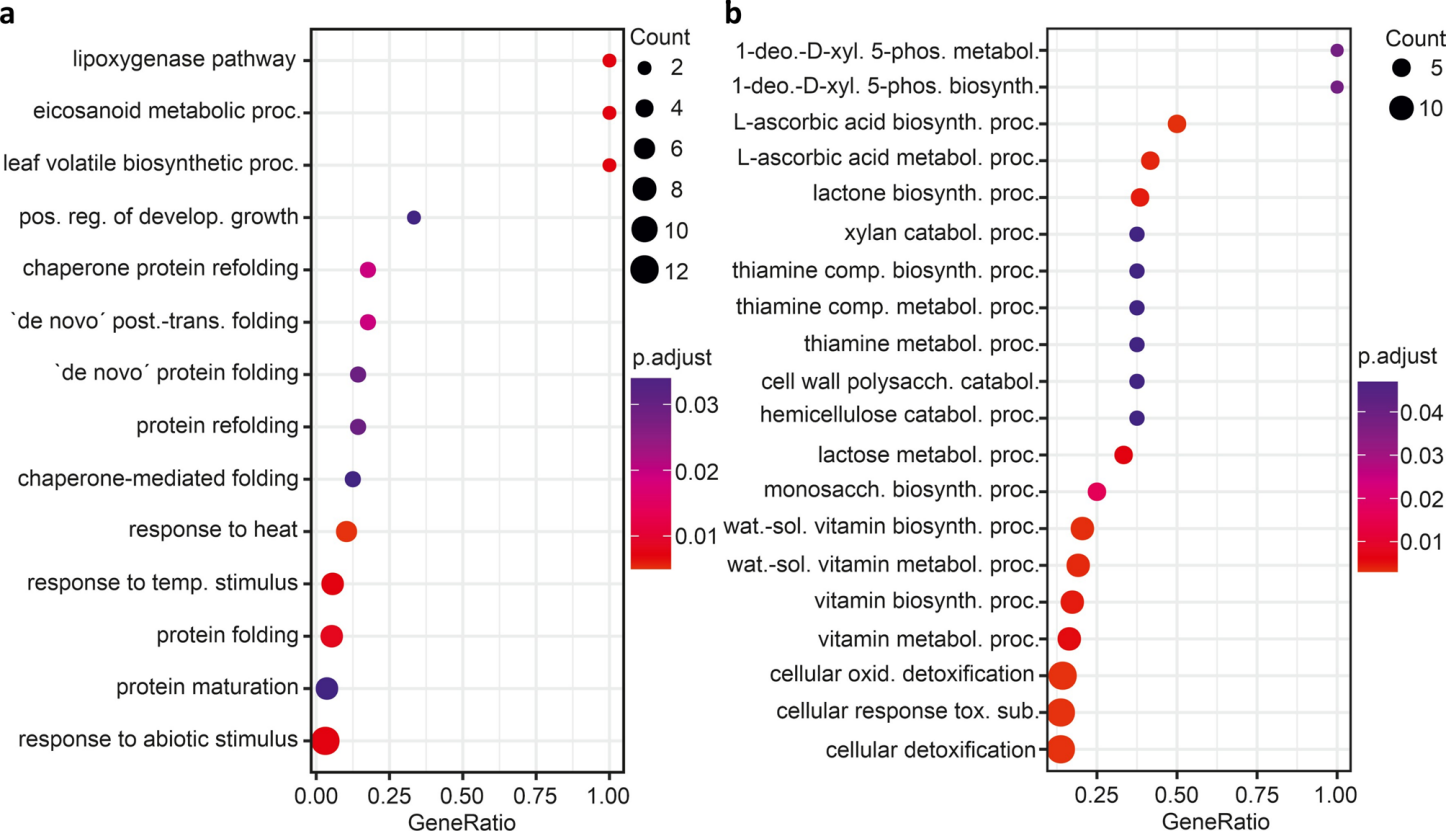
Main GO terms associated with biological processes in barley leaves (**a**) and roots (**b**) four weeks after spraying the leaves with PTW. The GO terms are based on the DEGs of PTW-treated samples compared to control samples under the premise of│Log2FC│ ≥ 1 and adjusted p-value < 0.05. Abbreviations are explained in Supplementary Table S1.

GO term analysis for cellular compartments provided results only for roots, indicating enrichment of genes in the external encapsulating structure, cell wall and extracellular region (Supplementary Fig. S6). Together with enhanced xylan catabolism and expression of peroxidase genes, this points to a long-term effect of PTW on cell wall processes in the roots.

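Across the genes of the cell wall and of phenolic compounds listed for roots (Table 4), most members were higher 4 weeks after PTW treatment. Of 110 genes, 80 rose, 9 fell, 20 did not pass the test and 1 had too few counts to be tested, and the median log2 fold change was 1.26. With this list adjusted by itself, 98 were higher and 10 lower, though the study chose it on these samples and it is not independent evidence. The same genes, tested 1 day after treatment where they were not chosen, were also higher as a set in roots (median log2 fold change 0.15, adjusted p = 2.30e-05), and the effect of single members differed between the harvests for 20 of 109, being higher at 4 weeks for 18. The shift at 1 day was not particular to these genes. Of them 79 of 110 were above 0, and of all genes that the study lists as higher in roots at 4 weeks 319 of 456 were (median log2 fold change 0.15). In leaves the set was lower at 1 day (median log2 fold change -0.25, adjusted p = 0.0303) and did not pass at 4 weeks without the members that the study had picked there (median log2 fold change 0.15, adjusted p = 0.0998, 41 members), except with the log2 fold change in place of the Wald statistic, where it was higher (adjusted p = 0.0127). With an inter-gene correlation of 0.05 in place of 0.01 the test in roots at 1 day kept its call (adjusted p = 0.0417) and that in leaves at 1 day lost it (adjusted p = 0.204), as it did in a rank-based test (adjusted p = 0.160) and with the log2 fold change (adjusted p = 0.110). The effect of 4 of the 43 genes tested in both organs differed between them, and all 4 were higher in roots. With the empirical null 6 of the 89 calls remained, against 27 under a Holm adjustment and 1 in the test against an absolute log2 fold change of at most 1.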

A number of DEGs related to phytohormone homeostasis and signalling were identified four weeks after PTW treatment. Since melatonin is considered a master regulator of phytohormones [51], DEGs related to melatonin were identified in both organs (Tables 1 and 2). In leaves, these DEGs were mainly associated with auxin, ethylene, abscisic acid (ABA) and brassinosteroids (BR) (7 genes; Table 1). In contrast, the DEGs in roots (51 genes) were mainly associated with auxin and cytokinin (Table 2). Other phytohormone-related genes in roots are shown in Supplementary Table S1.

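DAO1, the dioxygenase that oxidizes indole-3-acetic acid to an inactive form, was higher in leaves 4 weeks after PTW treatment, and a 90 kDa heat shock protein was lower. DAO1 (1HG0072100) rose 2.06-fold (95% CI 1.32 to 3.19, adjusted p = 0.0488). HSP81.3 (7HG0678460), a chaperone that stabilizes the auxin co-receptor TIR1 in Arabidopsis, fell 7.37-fold (95% CI 3.24 to 16.7, adjusted p = 3.69e-04). The authors' deposited table puts their mean normalized counts at 217 and 6863. HSP81.3 was affected differently in the organs, with a log2 difference of root minus leaf of 2.31 (adjusted p = 0.0406), and for DAO1 this difference was -0.74 (adjusted p = 0.357). Over the 7 genes of Table 1, 3 rose, 2 fell, 1 did not pass the test and 1 had too few counts. Taken alone, the list gave 4 higher and 2 lower members, and as the study chose it on these samples it is not independent evidence. With the empirical null 4 of the 5 calls held, and under a Holm adjustment 2 did.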

In the leaves (Table 1), a gene encoding a 2-oxoglutarate-dependent dioxygenase (DAO1) that can inactivate indole-3-acetic acid (IAA) was upregulated, and an *HSP81.3* was downregulated. *HSP81.3* has been reported to be inducible by auxin [52]. 

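EGY3 (4HG0339340), a chloroplast membrane protein of the site-2 protease family, fell 4.04-fold (95% CI 2.46 to 6.62, adjusted p = 1.51e-05) in leaves 4 weeks after PTW treatment. SCS (4HG0391600), a calcium-binding inhibitor of SnRK2 kinases in Arabidopsis, rose 2.39-fold (95% CI 1.57 to 3.63, adjusted p = 0.00453). The GRAM domain gene 6HG0597780 had a mean normalized count of 9.04 in the authors' deposited table, under the minimum of 10, and was not tested. EGY3 and SCS had mean normalized counts of 799.9 and 765 there. The effect on EGY3 was lower at 4 weeks than at 1 day (log2 difference -1.95, adjusted p = 0.0109). SCS was affected differently in the organs, with a log2 difference of root minus leaf of -1.41 (adjusted p = 0.0457). The call of SCS was lost under a Holm adjustment.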

A gene encoding an ethylene-dependent gravitropism-deficient and yellow-green-like protein (EGY3) was downregulated, while the genes encoding a GRAM domain-containing protein and a Ca^2+^-binding protein of the EF-hand family (SCS) were upregulated. EGY3 contributes to the maintenance of chloroplastic H_2_O_2_ production for retrograde signalling and is thus involved in the response to abiotic stress [53]. SCS, a Ca^2+^ sensor that interacts with SnRK2, is involved in the response to ABA [54]. A gene encoding a terpene cyclase/mutase (cycloartenol synthase CAS1) was upregulated, which is involved in BR biosynthesis [55]. 

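CAS1 (6HG0557230), cycloartenol synthase, makes the first cyclic precursor of plant sterols. In leaves 4 weeks after PTW treatment its ratio of PTW to control was 3.31 (95% CI 1.37 to 8.01, adjusted p = 0.158), at a mean normalized count of 1033 in the authors' deposited table. It did not pass the test over all genes, while Supplementary Table S1 gives it the paper's adjusted p of 0.0243. The deposited 4-week values do not give the paper's adjusted p values, and the cause of that gap stays open. CAS1 was higher when adjusted over the list alone, a list of 1 gene chosen by the study on these samples, which leaves the p-value unadjusted. In roots its ratio was 0.626 (95% CI 0.331 to 1.18, adjusted p = 0.376), and the difference of root minus leaf was -2.40 (adjusted p = 0.0889) on the log2 scale.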

An O-methyltransferase gene *(ASMT1)* was also upregulated. 

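The gene 7HG0747480 (ortholog ASMT1) encodes an O-methyltransferase of the kind that makes melatonin. It rose 6.76-fold (95% CI 2.97 to 15.4, adjusted p = 7.92e-04) in leaves 4 weeks after PTW treatment, at a mean normalized count of 61.6 over the 6 libraries in the authors' deposited table. Its effect at 4 weeks and at 1 day did not differ measurably (log2 difference 2.18, adjusted p = 0.209). The call held with the empirical null and was lost under a Holm adjustment.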

ASMT1 (N-acetylserotonin O-methyltransferase) is involved in melatonin biosynthesis [56]. Overall, genes encoding enzymes involved in auxin inactivation (DAO1), BR synthesis (CAS1) and ABA response were upregulated in the leaves as a long-term response to PTW treatment.

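In leaves, the hormone-related genes of Table 1 that rose 4 weeks after PTW treatment were DAO1 of auxin inactivation, SCS of the ABA response and the ASMT1 ortholog, and those that fell were HSP81.3 and EGY3. By hormone, 1 of 2 auxin genes rose and 1 fell, the ethylene gene fell, 1 of 2 ABA genes rose and the other was not tested, and the brassinosteroid gene CAS1 did not pass the test. The effect differed between leaves and roots for 2 of the 5 genes tested in both organs (HSP81.3 and SCS) and between the harvests for 2 of 6 (HSP81.3, with a log2 difference of -2.73, adjusted p = 0.00657, and EGY3). The hormone genes that the study listed for roots did not move together in these leaves (median log2 fold change -0.18, adjusted p = 0.714, 36 members).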

**Table 1:** DEGs associated with phytohormone homeostasis and signalling in barley leaves four weeks after PTW treatment

Gene ID	log2FC	Functional protein	Arabidopsis ortholog
Auxin			
HORVU.MOREX.r3.1HG0072100	1.03	2-oxoglutarate-dependent dioxygenase	AT1G14130 (DAO1)
HORVU.MOREX.r3.7HG0678460	−2.89	Heat shock protein 90	AT5G56010 (HSP81.3)
Ethylene			
HORVU.MOREX.r3.4HG0339340	−2.02	Ethylene-dependent gravitropism-deficient and yellow-green-like protein	AT1G17870 (EGY3)
ABA			
HORVU.MOREX.r3.6HG0597780	3.04	GRAM domain-containing protein	AT5G08350
HORVU.MOREX.r3.4HG0391600	1.24	Calcium-binding EF-hand family protein	AT4G38810 (SCS)
Brassinosteroids			
HORVU.MOREX.r3.6HG0557230	1.72	Terpene cyclase/mutase	AT2G07050 (CAS1)
Melatonin			
HORVU.MOREX.r3.7HG0747480	2.75	O-methyltransferase	AT4G35160 (ASMT1)

In the roots (Table 2), one gene for auxin biosynthesis (flavin-containing monooxygenase *YUC5*) and two genes for auxin homeostasis (IAA-amino acid hydrolase *ILL6*, IAA-amido synthetase *GH3.3*) were upregulated. 

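Genes for making, conjugating and releasing auxin were higher in roots 4 weeks after PTW treatment. YUC5 (2HG0207720), the flavin monooxygenase that makes indole-3-acetic acid, rose 2.42-fold (95% CI 1.55 to 3.78, adjusted p = 0.00328). ILL6 (7HG0730040), which frees auxin from amino acid conjugates, rose 2.51-fold (95% CI 1.63 to 3.85, adjusted p = 0.00133), and GH3.3 (3HG0246970), which forms such conjugates, rose 2.04-fold (95% CI 1.54 to 2.72, adjusted p = 1.02e-04). The authors' deposited table puts their mean normalized counts at 192 to 2212. The difference of the effect between 4 weeks and 1 day was 1.14 (adjusted p = 0.260) for ILL6 and 0.64 (adjusted p = 0.294) for GH3.3 on the log2 scale. Over the 11 auxin genes of Table 2, 6 rose, 4 fell and 1 did not pass the test. Adjusted over the list alone, 7 rose and 4 fell, which is not independent evidence, since the study chose the list on these samples. The 10 calls came down to 1 under a Holm adjustment, to 0 with the empirical null and to 0 against an absolute log2 fold change of at most 1.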

GH3.3 is involved in storage, transport, compartmentalization and metabolism of IAA. ILL6 activates inactive auxin conjugates, regulates shoot and root growth and is known to be induced by NO [57]. Genes encoding an auxin efflux carrier (ABCB19) and a protein kinase (PID, positive regulator of cellular auxin efflux) were upregulated, and one gene encoding another auxin efflux carrier (PILS7) was downregulated. 

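ABCB19 (2HG0173190), an auxin efflux carrier of the plasma membrane, rose 2.14-fold (95% CI 1.54 to 2.98, adjusted p = 4.60e-04) in roots 4 weeks after PTW treatment, and PILS7 (5HG0504260), a carrier of the PIN-likes family at the endoplasmic reticulum, fell 3.21-fold (95% CI 1.63 to 6.31, adjusted p = 0.0137). The kinase gene PID (5HG0427840), which directs PIN auxin carriers to their side of the cell, had a ratio of PTW to control of 2.11 (95% CI 1.24 to 3.59, adjusted p = 0.0541) and did not pass the test over all genes, but was higher when adjusted over the list alone. Mean normalized counts were 999, 94.9 and 58.1 in the authors' deposited table, in this order. No difference between root and leaf was found for the 7 auxin genes tested in both organs, nor between the harvests for the 9 tested at both.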

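Auxin response genes moved both ways in roots 4 weeks after PTW treatment. ARF1 (6HG0622400), a transcription factor that binds auxin response elements, rose 3.25-fold (95% CI 1.71 to 6.17, adjusted p = 0.00756), and AIR12 (4HG0400000), a cytochrome b of the plasma membrane, rose 2.45-fold (95% CI 1.34 to 4.47, adjusted p = 0.0400). ARF16 (7HG0731750) fell 2.01-fold (95% CI 1.34 to 3.00, adjusted p = 0.0129), the auxin co-receptor AFB1 (6HG0558630) fell 2.23-fold (95% CI 1.36 to 3.68, adjusted p = 0.0237), and a SAUR gene (5HG0494490), of a family of early auxin-induced genes, fell 2.65-fold (95% CI 1.74 to 4.02, adjusted p = 3.95e-04). The authors' deposited table puts the mean normalized counts of these 5 genes at 64.7 to 875. As a list, auxin response genes did not move together in roots (median log2 fold change 0.04, adjusted p = 0.376) or leaves (median log2 fold change -0.34, adjusted p = 0.175) at 1 day, nor in leaves at 4 weeks (median log2 fold change 0.50, adjusted p = 0.369). No call of these 5 genes held with the empirical null.

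**Figure D6:**
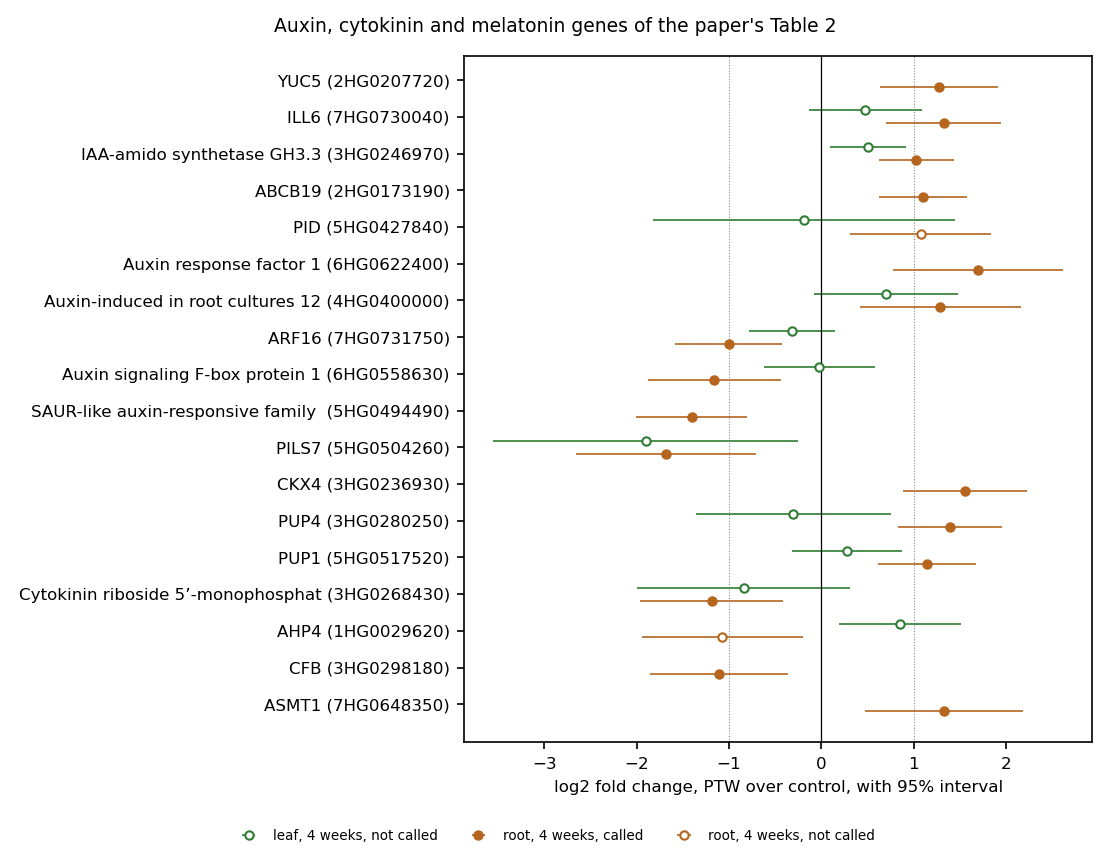
Log2 fold change of PTW over control with its 95% confidence interval for the genes of Table 2, 4 weeks after treatment. In roots, of the 17 auxin and cytokinin genes, 9 were called higher and 6 lower (filled symbols), and 2 did not pass the test (open symbols).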

The influence to auxin downstream signalling was inconsistent: Genes encoding an auxin response factor (ARF) and an auxin-induced in root cultures protein 12 (a cytochrome b561/ferric reductase) were upregulated, while genes encoding a SAUR-like auxin-responsive family protein, an auxin signalling F-box protein and ARF16 were downregulated. 

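Cytokinin genes were split in roots 4 weeks after PTW treatment. LOG (3HG0268430), which activates cytokinins by freeing the base from its riboside monophosphate, fell 2.27-fold (95% CI 1.33 to 3.89, adjusted p = 0.0333), and CFB (3HG0298180), an F-box protein gene induced by cytokinin, fell 2.15-fold (95% CI 1.28 to 3.62, adjusted p = 0.0411). CKX4 (3HG0236930), which degrades cytokinins, rose 2.94-fold (95% CI 1.84 to 4.69, adjusted p = 4.63e-04). AHP4 (1HG0029620), a phosphotransfer protein of the signalling chain, had a ratio of PTW to control of 0.475 (95% CI 0.259 to 0.870, adjusted p = 0.102) and did not pass the test over all genes, and was lower when adjusted over the list alone. Of the 6 cytokinin genes of Table 2, 3 rose, 2 fell and 1 did not pass the test. The counts were 3 and 3 when adjusted over the list alone, and the list, chosen by the study on these samples, is not independent evidence of its direction. Their mean normalized counts were 50.9 to 128 for these 4 genes in the authors' deposited table. As a list, the cytokinin genes that Supplementary Table S1 names did not move together at 1 day in leaves (median log2 fold change 0.28, adjusted p = 0.0935) or roots (median log2 fold change 0.12, adjusted p = 0.270), nor in leaves at 4 weeks without the 1 gene that the study had picked there and that rose (median log2 fold change -0.13, adjusted p = 0.868, 4 members). The effect of 1 of the 4 genes tested in both organs differed between them. 1 of the 5 calls held under a Holm adjustment, 0 with the empirical null and 0 in the test against an absolute log2 fold change of at most 1.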

Cytokinin metabolism tended to be downregulated, as the genes encoding a cytokinin riboside 5’-monophosphate phosphoribohydrolase (cytokinin activation pathway) and a histidine phosphotransfer protein (AHP4, positive regulator of cytokinin signalling) were downregulated, while a gene encoding a cytokinin oxidase (CKX4, cytokinin degradation pathway) was upregulated. A cytokinin-induced F-box protein-like gene *(CFB)* was also downregulated. 

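Purine permeases carry cytokinin bases across membranes, and 2 of their genes were higher in roots 4 weeks after PTW treatment. PUP4 (3HG0280250) rose 2.63-fold (95% CI 1.78 to 3.89, adjusted p = 1.40e-04) and PUP1 (5HG0517520) rose 2.22-fold (95% CI 1.53 to 3.204, adjusted p = 0.00120), at mean normalized counts of 756 and 245 in the authors' deposited table. The effects at 4 weeks and at 1 day did not differ measurably (log2 difference 1.17, adjusted p = 0.0585 for PUP4 and 1.31, adjusted p = 0.222 for PUP1).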

Two genes encoding purine permeases (PUP1, PUP4), which can transport cytokinins across the plasma membrane were upregulated. 

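Several genes of ABA perception and transport were higher in roots 4 weeks after PTW treatment. The receptor genes PYL2 (3HG0248870) and PYL4 (3HG0304260) rose 2.09-fold (95% CI 1.49 to 2.93, adjusted p = 0.00114) and 6.76-fold (95% CI 3.63 to 12.6, adjusted p = 7.52e-07). NRT1.2 (5HG0432940), a nitrate transporter that also imports ABA, rose 33.5-fold (95% CI 8.67 to 129.8, adjusted p = 5.10e-05) from a low mean normalized count of 32.1 in the authors' deposited table. EAR1 (4HG0336550), a repressor of ABA signalling in Arabidopsis, rose 2.59-fold (95% CI 1.96 to 3.42, adjusted p = 1.38e-08), the phytocystatin CYS5 (3HG0287360) rose 2.78-fold (95% CI 1.38 to 5.61, adjusted p = 0.0433) and MATE45 (5HG0531070), of a family of export carriers, rose 2.29-fold (95% CI 1.54 to 3.39, adjusted p = 0.00173). UGT75B1 (1HG0027950), which glucosylates ABA, had a ratio of PTW to control of 2.42 (95% CI 1.21 to 4.83, adjusted p = 0.0859). The other 6 genes had mean normalized counts of 20.9 to 711 in the authors' deposited table. No difference between root and leaf was found for the 11 ABA genes tested in both organs.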

With respect to ABA (Supplementary Table S1), two genes encoding ABA receptors (PYL2, PYL4) were upregulated along with genes encoding NRT1.2, a fantastic four-like protein (EAR1), a cysteine proteinase inhibitor (CYS5, phytocystatin), a glycosyltransferase (UGT75B1) and a detoxification protein (MATE45). NRT1.2 is known as an ABA importer [58]. UGT75B1 modulates ABA activity by glycosylation in response to abiotic stressors [59]. MATE45 controls the content and distribution of ABA in growing tissues [60]. 

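Transcription factors and kinases of the ABA response were lower in roots 4 weeks after PTW treatment. AREB2 (7HG0663690), which activates ABA-responsive genes, fell 2.28-fold (95% CI 1.70 to 3.07, adjusted p = 1.21e-05), GBF3 (1HG0090320), a G-box binding factor, fell 2.23-fold (95% CI 1.64 to 3.04, adjusted p = 5.21e-05), and CBF3 (6HG0603700), a regulator of cold and drought genes, fell 5.41-fold (95% CI 1.96 to 15.0, adjusted p = 0.0185). An abscisic stress ripening gene (3HG0325240) fell 3.29-fold (95% CI 1.91 to 5.67, adjusted p = 0.00105) and a GRAM domain gene (5HG0487770) fell 2.26-fold (95% CI 1.32 to 3.88, adjusted p = 0.0361). Among kinases, the CIPK1 genes 1HG0017930 and 2HG0121170 fell 2.82-fold (95% CI 1.93 to 4.12, adjusted p = 1.67e-05) and 2.38-fold (95% CI 1.63 to 3.46, adjusted p = 4.74e-04), and MAPKKK16 (1HG0079460) fell 2.79-fold (95% CI 1.71 to 4.55, adjusted p = 0.00170). Of all 15 ABA genes listed in Supplementary Table S1 for these roots, 6 rose, 8 fell and 1 did not pass the test. When adjusted over the list alone, 7 members were higher and 8 lower, but a list that the study chose on these samples is not independent evidence. For 4 of 14 genes the effect differed between the harvests, 2 being higher and 2 lower at 4 weeks. The 8 genes that fell had mean normalized counts of 36.6 to 948 in the authors' deposited table. Under a Holm adjustment 6 of the 14 calls stayed, with the empirical null 0, and 0 passed against an absolute log2 fold change of at most 1.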

Genes encoding an ABA-responsive BZIP transcription factor (AREB2), a G-box binding factor (GBF3), an abscisic stress ripening protein, a GRAM-containing/ABA-responsive protein, 2 serine/threonine protein kinases (CIPK1), another protein kinase (MAPKKK16) and a dehydration-responsive element-binding factor 1 (CBF3) were downregulated. ABA has been reported to induce the expression of *GBF3* [61] and *CBF3* [62]. CIPK1 is involved in ABA signalling [63], as is MAPKKK16 [64]. 

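Ethylene synthesis begins with ACC synthase and ends with ACC oxidase. ACO4 (6HG0618650), an ACC oxidase gene, rose 2.22-fold (95% CI 1.39 to 3.56, adjusted p = 0.0159) in roots 4 weeks after PTW treatment. Of 4 ethylene-responsive transcription factor genes, 4HG0405650 rose 2.38-fold (95% CI 1.69 to 3.36, adjusted p = 9.72e-05) and ERF54 (2HG0183670) rose 2.10-fold (95% CI 1.26 to 3.48, adjusted p = 0.0435), 6HG0619310 fell 2.54-fold (95% CI 1.65 to 3.91, adjusted p = 0.00124) and 4HG0352930 had a ratio of PTW to control of 2.23 (95% CI 1.15 to 4.31, adjusted p = 0.107). An adjustment over the list alone gave 4 higher and 1 lower, without being independent evidence, since the study chose the list on these samples. Their mean normalized counts in the authors' deposited table were 31.6 to 5232. No difference between root and leaf was found for the 4 genes tested in both, and the effect of 1 of 5 was lower at 4 weeks than at 1 day. Ethylene genes that the study had not picked in the comparison tested did not move together in roots at 1 day (median log2 fold change 0.30, adjusted p = 0.0833) or in leaves at 4 weeks (median log2 fold change 0.19, adjusted p = 0.812). Stricter settings kept 1 (Holm adjustment), 0 (empirical null) and 0 (null of an absolute log2 fold change of at most 1) of the 4 calls.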

A gene encoding 1-aminocyclopropane-1-carboxylate oxidase (ACO), which is essential for ethylene biosynthesis, was upregulated along with three genes encoding ethylene-responsive transcription factors (ERFs). One *ERF* was downregulated. 

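Genes of brassinosteroid synthesis and perception were higher in roots 4 weeks after PTW treatment. DWF6 (3HG0301780), a steroid reductase of brassinolide synthesis, rose 2.53-fold (95% CI 1.66 to 3.87, adjusted p = 9.43e-04). The receptor genes BRL2 (3HG0235070) and BRL3 (5HG0471560) rose 2.20-fold (95% CI 1.54 to 3.13, adjusted p = 7.98e-04) and 2.16-fold (95% CI 1.52 to 3.07, adjusted p = 0.00102), and NILR1 (2HG0128600), a receptor kinase of nematode-induced immunity, rose 2.60-fold (95% CI 1.85 to 3.65, adjusted p = 9.87e-06). CDL1 (2HG0107690), a cytoplasmic kinase that acts downstream of the receptor BRI1, fell 2.02-fold (95% CI 1.41 to 2.88, adjusted p = 0.00357). Of these genes NILR1 differed between the organs, with a log2 difference of root minus leaf of 1.72 (adjusted p = 0.00857). The authors' deposited table puts the mean normalized counts of the 5 genes at 241 to 2578. The counts were the same when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Of these 5 calls, 1 held under a Holm adjustment, 0 with the empirical null and 0 in the test against an absolute log2 fold change of at most 1.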

Regarding BR signalling genes encoding a steroid 5-alpha-reductase (DWF6, brassinolide biosynthesis), 2 brassinosteroid receptors (BRL2 and BRL3) and another receptor (NILR1) were upregulated and a protein kinase gene *(CDL1)* was downregulated. NILR1 mediates the same cascade as BRI1/BRLs (BRI1-like) and positively regulates cell expansion [65]. CDL1 positively regulates BR signalling and plant growth [66]. 

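Gibberellin perception was represented by GID1A (4HG0344580), the soluble receptor, which rose 2.52-fold (95% CI 1.61 to 3.94, adjusted p = 0.00220) in roots 4 weeks after PTW treatment. SCL18 (7HG0720900), a GRAS factor, rose 5.05-fold (95% CI 2.27 to 11.3, adjusted p = 0.00280). The lectin receptor kinases 2HG0183930 and 2HG0183940, both with the ortholog LecRK-IV.1, rose 2.31-fold (95% CI 1.72 to 3.09, adjusted p = 5.77e-06) and 2.17-fold (95% CI 1.64 to 2.85, adjusted p = 9.90e-06). They are neighbours in the numbering of the genes and may share reads, so it is uncertain whether both changed. Of the other GRAS genes, 3HG0304950 had a ratio of PTW to control of 2.17 (95% CI 1.21 to 3.88, adjusted p = 0.0725) and 4HG0357930 one of 0.491 (95% CI 0.275 to 0.874, adjusted p = 0.101). Taken alone, the list gave 5 higher and 1 lower members, and as the study chose it on these samples it is not independent evidence. GID1A and 2HG0183940 differed between the organs, with log2 differences of root minus leaf of 1.64 (adjusted p = 0.00985) and 1.82 (adjusted p = 0.0212). The authors' deposited table gives the 6 genes mean normalized counts of 39.4 to 1184. A Holm adjustment kept 2 of the 4 calls, the empirical null 0 and the test against an absolute log2 fold change of at most 1 kept 0.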

The genes encoding the gibberellin receptor GID1A, 2 GRAS transcription factors (TF) and 2 lectin receptor kinases (LecRK-IV.1) were upregulated. Another GRAS TF gene was downregulated. 

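The jasmonate genes listed for roots were lower 4 weeks after PTW treatment. A JAZ gene (7HG0669330), of the family of repressors that jasmonate removes, fell 6.91-fold (95% CI 2.73 to 17.5, adjusted p = 0.00192), and MAPKKK14 (4HG0384620), a kinase gene linked to wounding, fell 2.31-fold (95% CI 1.40 to 3.82, adjusted p = 0.0184). The authors' deposited table puts their mean normalized counts at 24.1 and 164. The effect on MAPKKK14 was lower at 4 weeks than at 1 day (log2 difference -1.74, adjusted p = 0.0182). Neither call held under a Holm adjustment or with the empirical null.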

With regard to JA, the genes encoding MAPKKK14 and a jasmonate zim-domain (JAZ) protein were downregulated. MAPKKK14 is involved in plant responses to nitrogen availability [67]. In cucumber, JAZ8 downregulation promoted adventitious root formation [68]. 

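The gene 7HG0648350, whose Arabidopsis ortholog is ASMT1, rose 2.51-fold (95% CI 1.39 to 4.54, adjusted p = 0.0289) in roots 4 weeks after PTW treatment. Its mean normalized count over the 6 root libraries was 94.4 in the authors' deposited table. The log2 difference of its effect between 4 weeks and 1 day was 1.66 (adjusted p = 0.234). Under a Holm adjustment and with the empirical null the call was lost.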

A gene encoding ASMT1 was also upregulated in the roots. These results indicate, that auxin, ethylene, BR and gibberellin signalling tended to be stimulated in barley roots, while cytokinin signalling was inhibited and there was a differential response to ABA and JA.

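Over all hormone groups listed for roots 4 weeks after PTW treatment, 27 of 51 genes rose, 18 fell and 6 did not pass the test. The genes that rose outnumbered those that fell for auxin (6 and 4), cytokinin (3 and 2), ethylene (3 and 1), brassinosteroids (4 and 1) and gibberellins (4 and none, with 2 not passing), while ABA (6 and 8) and jasmonate (none and 2) had more genes that fell. These counts do not weigh what each gene does, so they do not measure signalling. Among the cytokinin genes, CKX4, which degrades cytokinins, rose and LOG, which activates them, fell. Adjusted over the list alone, 31 rose and 20 fell, which is not independent evidence, since the study chose the list on these samples. One day after treatment, a comparison in which the study had not picked them, the same genes were slightly higher as a set in roots (median log2 fold change 0.20, adjusted p = 2.04e-04, and 0.0417 with an inter-gene correlation of 0.05 in place of 0.01). Above 0 in roots at 1 day were 34 of 47 of them, and 319 of 456 genes that the study lists as higher in roots at 4 weeks, so the shift was not particular to hormone genes. In leaves the hormone genes did not move together at 1 day (median log2 fold change -0.09, adjusted p = 0.619). The effect differed between root and leaf for 4 of 36 genes and between the harvests for 6 of 47. With the empirical null 0 of the 45 calls remained, against 12 under a Holm adjustment and 0 in the test against an absolute log2 fold change of at most 1. From the genes of synthesis, transport and signalling that changed, the paper reads a tendency of auxin, ethylene, brassinosteroid and gibberellin signalling to be stimulated in roots and of cytokinin signalling to be inhibited, with different responses of ABA and jasmonate genes.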

**Table 2:** DEGs associated with homeostasis and signalling of auxin, cytokinin and melatonin in barley roots four weeks after PTW treatment

Gene ID	log2FC	Functional protein	Arabidopsis ortholog
Auxin			
HORVU.MOREX.r3.2HG0207720	1.28	Flavin-containing monooxygenase	AT5G43890 (YUC5)
HORVU.MOREX.r3.7HG0730040	1.33	IAA-amino acid hydrolase	AT1G44350 (ILL6)
HORVU.MOREX.r3.3HG0246970	1.04	IAA-amido synthetase GH3.3	
HORVU.MOREX.r3.2HG0173190	1.10	Auxin efflux carrier	AT3G28860 (ABCB19)
HORVU.MOREX.r3.5HG0427840	1.08	Positive regulator of cellular auxin efflux	AT2G34650 (PID)
HORVU.MOREX.r3.6HG0622400	1.70	Auxin response factor 1	
HORVU.MOREX.r3.4HG0400000	1.29	Auxin-induced in root cultures 12	AT5G48750
HORVU.MOREX.r3.7HG0731750	−1.00	Auxin response factor	AT4G30080 (ARF16)
HORVU.MOREX.r3.6HG0558630	−1.15	Auxin signaling F-box protein 1	
HORVU.MOREX.r3.5HG0494490	−1.40	SAUR-like auxin-responsive family protein	
HORVU.MOREX.r3.5HG0504260	−1.67	Auxin efflux carrier	AT5G65980 (PILS7)
Cytokinin			
HORVU.MOREX.r3.3HG0236930	1.56	Cytokinin oxidase/dehydrogenase	AT4G29740 (CKX4)
HORVU.MOREX.r3.3HG0280250	1.40	Purine permease	AT1G30840 (PUP4)
HORVU.MOREX.r3.5HG0517520	1.15	Purine permease-like protein	AT1G28230 (PUP1)
HORVU.MOREX.r3.3HG0268430	−1.18	Cytokinin riboside 5’-monophosphate phosphoribohydrolase	
HORVU.MOREX.r3.1HG0029620	−1.07	Histidine phosphotransfer protein	AT3G16360 (AHP4)
HORVU.MOREX.r3.3HG0298180	−1.10	F-box protein-like	AT2G36090 (CFB)
Melatonin			
HORVU.MOREX.r3.7HG0648350	1.33	O-methyltransferase	AT4G35160 (ASMT1)

Overall, PTW stimulated BR signalling in leaves and roots by upregulating synthesis genes *(CAS1*,* DWF6)* and genes encoding the receptors BRL2 and BRL3. 

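The brassinosteroid genes behind this statement were tested in the organ that the paper names and in the other one. CAS1 was not called in either organ. DWF6, higher in roots, had a ratio of PTW to control of 2.06 (95% CI 0.947 to 4.48, adjusted p = 0.499) in leaves, and its effect did not differ measurably between the organs (log2 difference of root minus leaf 0.30, adjusted p = 0.894). BRL3, also higher in roots, had a ratio of 0.810 (95% CI 0.323 to 2.03, adjusted p = 0.952) in leaves (log2 difference 1.42, adjusted p = 0.365). BRL2 had a mean normalized count of 0.695 in leaves in the authors' deposited table and was not tested there.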

BRs not only regulate vascular development in plants, particularly in controlling xylem differentiation [69], but also control cell proliferation and cell elongation [70]. 

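Different ASMT1 orthologs changed in the organs 4 weeks after PTW treatment. The leaf gene 7HG0747480 had a ratio of PTW to control of 1.02 (95% CI 0.459 to 2.28, adjusted p = 0.982) in roots, and its difference of root minus leaf was -2.73 (adjusted p = 0.0605) on the log2 scale. The root gene 7HG0648350 had a mean normalized count of 0 in leaves in the authors' deposited table, so its effect was compared with no leaf value.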

*ASMT1* was stimulated by PTW in both leaves and roots. Melatonin (N-acetyl-5-methoxytryptamine) is a biostimulant and stress-reducing agent that also promotes root growth and plant development (as reviewed by Sharma et al. [71]). It can activate apoplastic peroxidases to produce hydroxyl radicals, leading to cell wall relaxation and lateral root formation [72]. Melatonin balances redox homeostasis either directly, by scavenging free radicals, or indirectly, by increasing antioxidant enzyme activities and levels of antioxidant compounds (e.g., glutathione, ascorbate, phenolic compounds and carotenoids). 

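Class III peroxidases use or form hydrogen peroxide in the cell wall. In roots 25 of the 26 peroxidase genes and 5 of the 5 L-gulonolactone oxidase genes that the study had picked in this comparison rose 4 weeks after PTW treatment. The effect was higher at 4 weeks than at 1 day for 8 of the 26 peroxidase genes, among them 2HG0215540 (log2 difference 1.99, adjusted p = 8.14e-04) and 1HG0081950 (5.22, adjusted p = 2.24e-04), and for none of the 5 oxidase genes. At 1 day the peroxidases did not move together in roots (median log2 fold change 0.06, adjusted p = 0.198) or leaves (median log2 fold change -0.23, adjusted p = 0.222). In leaves at 4 weeks, 5 of the 26 genes that the study had not picked there were higher as a set (median log2 fold change 1.29, adjusted p = 0.00498), and this call was lost with a mean count of at least 50 (adjusted p = 0.0581).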

Here, peroxidase genes as well as L-gulonolactone oxidase genes were upregulated by PTW in the roots in the long term (Table 4; Fig. 2). The positive influence of PTW on the content of antioxidants and the activity of antioxidant enzymes has already been demonstrated [2].

### Effects of PTW treatment were stronger on roots than on leaves

To validate the influence of PTW on the roots, which had become apparent in the transcriptome analysis, we examined root system architecture in a separate experiment. Leaf treatment with PTW caused long-term changes in root architecture (Fig. 3). The roots of PTW-treated plants grew larger and became sturdier. The change in morphology was subtle but observable (Fig. 3a). PTW treatment significantly increased root biomass (Fig. 3b), while it had no effect on shoot biomass. The increase in root biomass led to a significant decrease in the shoot-to-root ratio at all growth stages. The influence of PTW on root growth was confirmed by analysing the architecture of the root system (Fig. 3c). Root length and root surface area were increased by PTW treatment at all growth stages. Significant changes in root diameter were observed at growth stages BBCH 26 and 28, while the number of root forks was increased at growth stages BBCH 22 and 28.

**Fig. 3:**
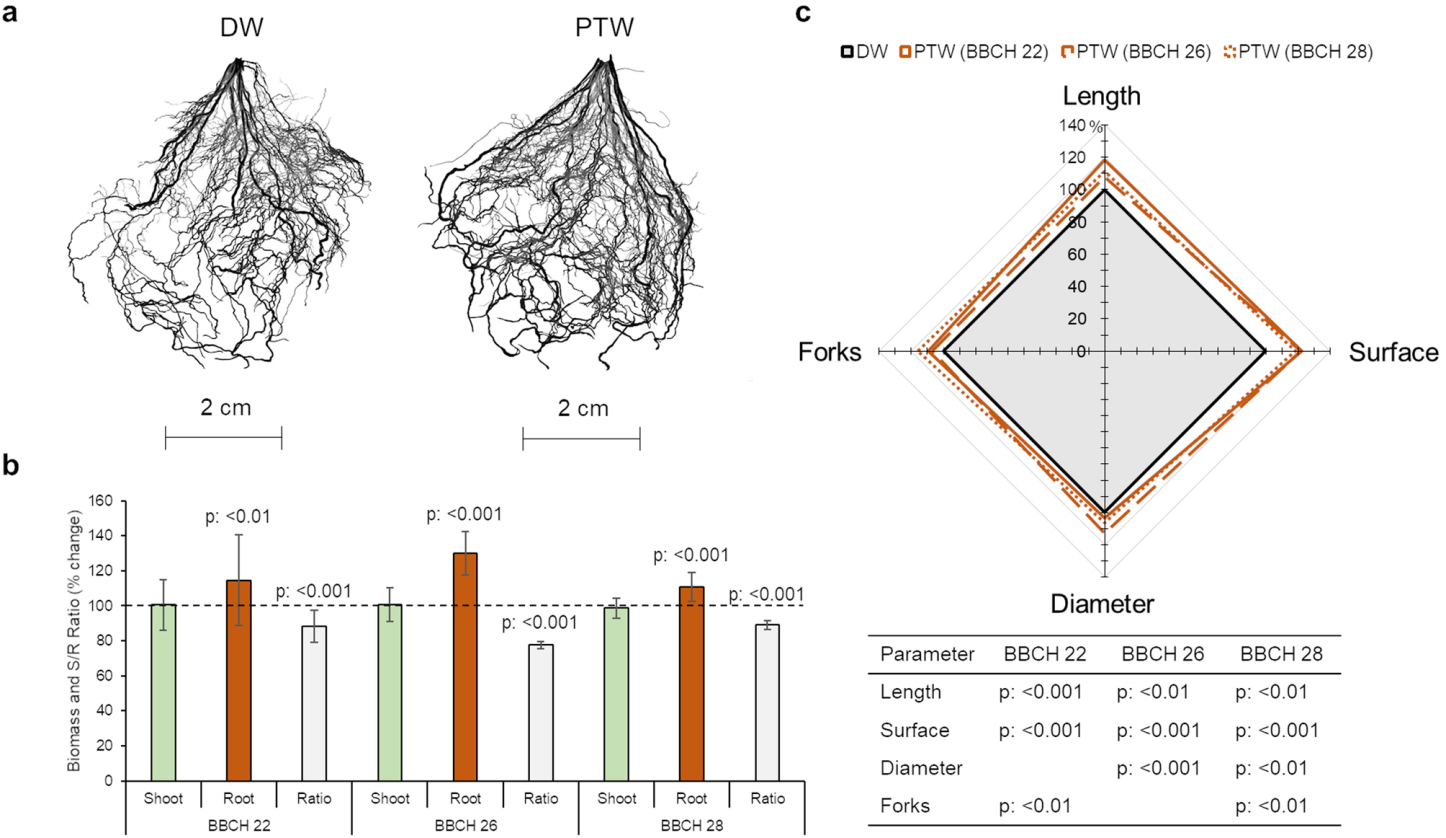
Changes in the root architecture of barley plants due to PTW treatment of leaves. Processed scans of root systems at BBCH 22 (**a**), biomass and shoot-to-root ratio (**b**). Data are shown relative to the control group (symbolized by a dashed line). Radar chart of root parameters combined with a table of statistical significance (**c**). All data shown in **b** and **c** are normalized to the control group treated with deionized water (DW; containing 7.5% (v/v) tap water, see method section). Sample size: BBCH 22 [30], BBCH 26 [10], BBCH 28 [10]. Statistical analysis was performed using student’s t-test.

In supplementary experiments, the content of soluble phenolic compounds and proteins (Supplementary Fig. S7) was determined in leaves and roots, but an influence of PTW was only detected in the roots. PTW treatment increased the content of soluble phenolic compounds in roots at all growth stages studied. Phenolic compounds such as ferulic acid are essential in cell wall biosynthesis [73], with the cell wall being an important site for enzyme activities and protein incorporation [74]. The protein contents were increased by PTW only at the younger growth stages, while in the long term they approached to the values of the control group. As root cells grow, the protein content increases significantly: A threefold increase in protein content has been detected in beans [75]. The increased protein content could also be utilised as a nitrogen storage. Vegetative storage proteins serve as an N pool in the vacuole, are associated with the vascular system and their expression responds to N availability [76].

The transcriptome analysis indicated that these changes in root architecture are related to changes in cell wall processes and phenolic compound synthesis and to signal peptides. For the latter, several DEGs encoding various receptor kinases and NRTs have been identified, indicating processes related to root system architecture (RSA; Table 3).

**Table 3:** DEGs associated with signal peptides and proteins related to nutrient transport in barley roots four weeks after PTW treatment

Gene ID	log2FC	Functional protein	Arabidopsis ortholog
Signalling peptide related proteins			
HORVU.MOREX.r3.3HG0289600	2.05	Clavata3/ESR gene family member	AT2G31085 (CLE6)
HORVU.MOREX.r3.7HG0709200	2.97	Clavata3/ESR (CLE)-related protein 1	
HORVU.MOREX.r3.5HG0421040	1.38	Receptor kinase, perception of CEP	AT5G49660 (CEPR1)
HORVU.MOREX.r3.2HG0157160	1.01	Receptor kinase, perception of PSK	AT5G53890 (PSKR2)
HORVU.MOREX.r3.6HG0561600	1.19	Receptor kinase, perception of PSY1	AT1G72300 (PSY1R)
HORVU.MOREX.r3.2HG0145150	1.25	Receptor-like kinase, localizing CASPs	AT4G20140 (SGN3)
HORVU.MOREX.r3.2HG0097060	1.34	Root growth factor receptor	AT3G24240 (RGFR1)
HORVU.MOREX.r3.5HG0489130	1.01	Root growth factor receptor	AT4G26540 (RGFR3)
HORVU.MOREX.r3.2HG0186650	1.09	Serine/threonine protein kinase, mustaches-like	AT4G36180 (MUL)
Nutrient transport related proteins			
HORVU.MOREX.r3.5HG0432940	5.06	Nitrate transporter 1.2, ABA importer	
HORVU.MOREX.r3.6HG0543560	1.33	High affinity nitrate transporter 2.1	AT1G08090 (NRT2.1)
HORVU.MOREX.r3.6HG0595580	1.30	Ammonium transporter	AT4G13510 (AMT1;1)
HORVU.MOREX.r3.3HG0303830	1.11	Ammonium transporter	AT2G38290 (AMT2;1)
HORVU.MOREX.r3.1HG0041630	1.16	Peptide transporter	AT5G46050 (NPF5.2)
HORVU.MOREX.r3.1HG0075470	1.02	Peptide transporter family	AT1G22540 (NPF5.10)
HORVU.MOREX.r3.7HG0729020	−4.76	High-affinity nitrate transporter 2.2	
HORVU.MOREX.r3.4HG0334610	−1.13	Putative nitrate transporter	AT5G62720 (NITR2.1)
HORVU.MOREX.r3.5HG0529600	1.39	Phosphate transporter	AT5G43350 (PHT1;1)
HORVU.MOREX.r3.5HG0504780	−1.23	Phosphate transporter	AT5G20380 (PHT4;5)
HORVU.MOREX.r3.1HG0090860	1.30	Sulfotransferase	

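Small signal peptides and the receptor kinases that perceive them steer root meristem size and cell expansion. In roots 4 weeks after PTW treatment the peptide genes CLE6 (3HG0289600) and CLE1 (7HG0709200) rose 4.13-fold (95% CI 1.96 to 8.70, adjusted p = 0.00549) and 7.81-fold (95% CI 3.45 to 17.7, adjusted p = 9.99e-05). RGFR1 (2HG0097060) and RGFR3 (5HG0489130), receptors of root growth factors, rose 2.53-fold (95% CI 1.78 to 3.59, adjusted p = 3.24e-05) and 2.00-fold (95% CI 1.45 to 2.77, adjusted p = 0.00130). SGN3 (2HG0145150), which localizes the Casparian strip, rose 2.37-fold (95% CI 1.76 to 3.19, adjusted p = 4.88e-06), and MUL (2HG0186650) rose 2.12-fold (95% CI 1.51 to 2.99, adjusted p = 9.62e-04). PSKR2 (2HG0157160), receptor of phytosulfokine, rose 2.00-fold (95% CI 1.35 to 2.98, adjusted p = 0.0121), CEPR1 (5HG0421040), receptor of the CEP peptides of nitrogen demand, rose 2.60-fold (95% CI 1.85 to 3.67, adjusted p = 1.06e-05), and PSY1R (6HG0561600) rose 2.27-fold (95% CI 1.57 to 3.27, adjusted p = 7.40e-04). The authors' deposited table puts the mean normalized counts of the 9 genes at 29.4 to 1340.4. Over the list alone the counts did not change, and the list, chosen by the study on these samples, is not independent evidence of its direction. The 9 calls came down to 4 under a Holm adjustment, to 0 with the empirical null and to 0 against an absolute log2 fold change of at most 1.

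**Figure D7:**
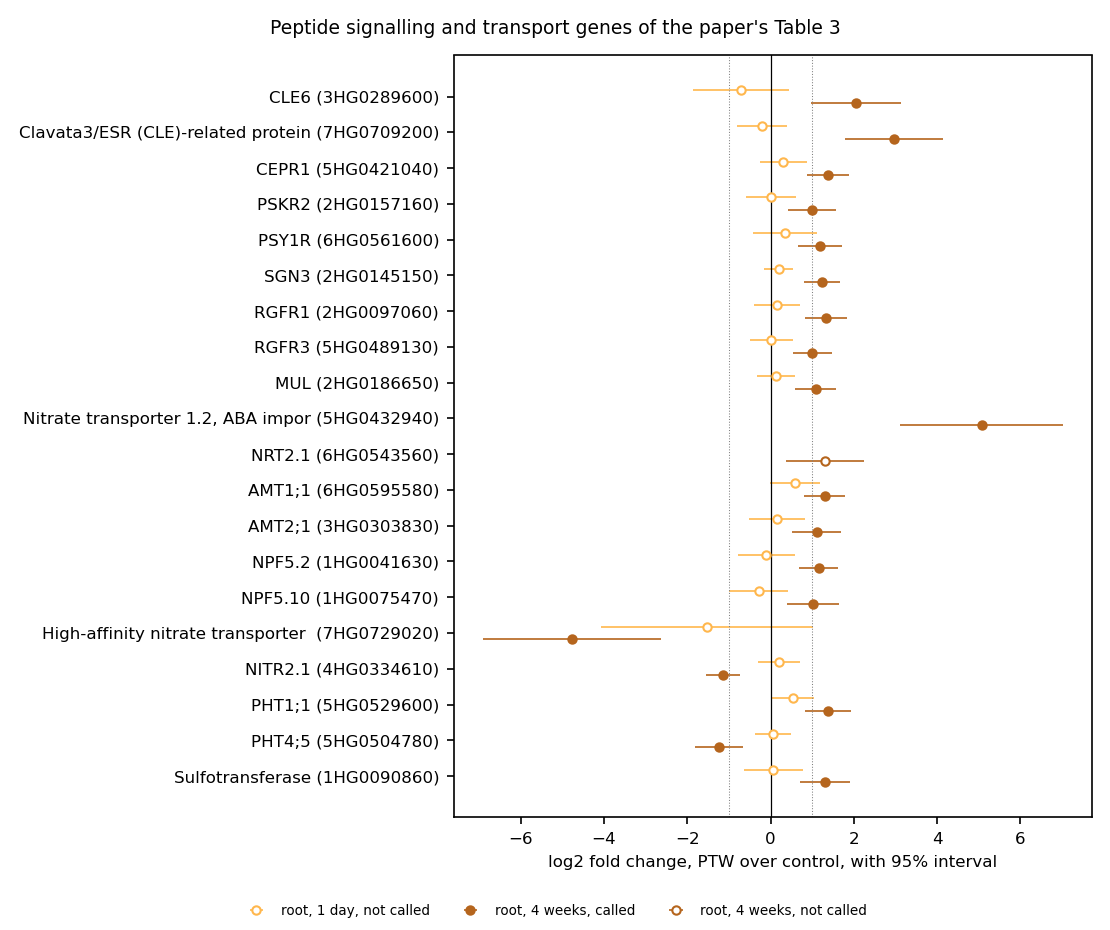
Log2 fold change of PTW over control with its 95% confidence interval for the 20 signal peptide, receptor and nutrient transport genes of Table 3 in roots. At 4 weeks the 9 signalling genes lie above 1, and of the 11 transport genes 7 were called higher and 3 lower (filled symbols).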

Two genes encoding members of the clavata3/embryo surrounding region family (CLE6 and CLE-related) were upregulated along with genes encoding six receptor kinases (PSKR2, PSY1R, RGFR1, RGFR3, SGN3 and CEPR1) and the serine/threonine protein kinase mustaches-like (MUL). CLE6 promotes the proliferation of vascular cells [77]. CLE peptides affect cellular differentiation in a dose-dependent manner. CLE1 ~ 7 are suggested to be functionally semi-redundant, as a major role of CLE3 is to regulate auxin-mediated lateral root formation [78]. MUL is involved in the control of the early development of lateral root primordia (LRP) by regulating cell wall synthesis [79]. The receptor kinases PSKR2 and PSY1R are involved in the perception of the signal peptides phytosulfokine (PSK) and plant peptide containing sulphated tyrosine 1 (PSY1), which promote cellular proliferation and expansion [80]. PSY1 activates the transcripts of genes involved in cell wall modification [81]. PSK signalling through PSKR1 promotes root growth, primarily by increasing the size of mature cells [82]. PSK and PSY1 coordinate cell elongation and expansion in the elongation zone during root growth [83] and, together with root meristem growth factor 1 (RGF1), are required for root meristem development. The root growth factor receptors RGFR1 and RGFR3 bind RGFs, small sulphated signalling peptides that maintain cell proliferation activity in the root apical meristem [84]. Signalling through RGF and RGFR regulates the gradient formation of PLETHORA, the master regulator of root formation. The RGFR1 signalling pathway controls the distribution of RONS along the developmental zones [85]. The LRR receptor kinase SCHENGEN3 (SGN3) is the relevant receptor for Casparian strip integrity factor (CIF) responses in roots [86] and thus, necessary for Casparian strip development. SGN3 and DIR are involved in the formation of the Casparian strip [49]. SGN3 leads to localised production of RONS and lignification and strongly induces peroxidase genes [86]. CEPR1 is the receptor for the C-terminally encoded peptide (CEP), a mobile root-derived signal that is sensed in the shoot. CEP-downstream peptides (CEPDs) are synthesised in the shoot, migrate to the roots and activate the expression of nitrate transporters [87]. Genes for two ammonium transporters (AMT1;1 and AMT2;1), an NRT2.1 and an NRT1.2, two peptide transporters (NPF5.2 and NPF5.10), a sulfotransferase and a phosphate transporter (PHT1;1) were upregulated by PTW in the roots in the long term. 

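Nutrient carriers were mostly higher in roots 4 weeks after PTW treatment. The ammonium transporters AMT1;1 (6HG0595580) and AMT2;1 (3HG0303830) rose 2.47-fold (95% CI 1.75 to 3.48, adjusted p = 3.93e-05) and 2.15-fold (95% CI 1.43 to 3.24, adjusted p = 0.00597). NPF5.2 (1HG0041630) and NPF5.10 (1HG0075470), of the nitrate and peptide transporter family, rose 2.22-fold (95% CI 1.61 to 3.07, adjusted p = 1.45e-04) and 2.02-fold (95% CI 1.31 to 3.12, adjusted p = 0.0213). A sulfotransferase gene (1HG0090860) rose 2.46-fold (95% CI 1.62 to 3.73, adjusted p = 0.00115) and the phosphate transporter PHT1;1 (5HG0529600) rose 2.61-fold (95% CI 1.79 to 3.81, adjusted p = 8.18e-05). NRT2.1 (6HG0543560), of high-affinity nitrate uptake, had a ratio of PTW to control of 2.49 (95% CI 1.30 to 4.77, adjusted p = 0.0546) and did not pass the test over all genes. Of the 11 transport genes of Table 3, 7 rose, 3 fell and 1 did not pass the test. When adjusted over the list alone, 8 members were higher and 3 lower, but a list that the study chose on these samples is not independent evidence. The 7 genes named here had mean normalized counts of 39.9 to 9042 in the authors' deposited table. 5 of the 10 calls held under a Holm adjustment, 0 with the empirical null and 0 in the test against an absolute log2 fold change of at most 1.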

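Nitrate and phosphate carriers were also among the genes that fell in roots 4 weeks after PTW treatment. NRT2.2 (7HG0729020), of high-affinity nitrate uptake, fell 27.2-fold (95% CI 6.15 to 120.3, adjusted p = 8.28e-04). NITR2.1 (4HG0334610), a putative nitrate transporter, fell 2.21-fold (95% CI 1.67 to 2.92, adjusted p = 7.23e-06), and PHT4;5 (5HG0504780), of a family of plastid and Golgi phosphate carriers, fell 2.35-fold (95% CI 1.58 to 3.49, adjusted p = 0.00127). Their mean normalized counts in the authors' deposited table were 898, 2359 and 103. The effect on NITR2.1 was lower in roots than in leaves (log2 difference -1.36, adjusted p = 0.0115) and lower at 4 weeks than at 1 day (-1.36, adjusted p = 0.00844).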

The genes for another phosphate transporter (PHT4;5), an NRT2.2 and a putative NRT (NITR2.1) were downregulated. CEPR1 is involved in cytokinin and auxin signalling [88]. CEP signalling and its interaction with CEPR1 are known to play a role in systemic N demand signalling and root system architecture, integrating various nutrient signals (N, P, S) and coordinating whole plant growth in response to various environmental stimuli [89]. CEPDs are feedback signals between shoot and root that specifically upregulate the expression of *NRT2.1* in roots at high N levels and its post-translational activation at low N levels. CEPR1 has been shown to be a positive regulator of lateral root initiation and development [90] and is negatively regulated by CEP5. Different CEPs have different effects on root growth [91]: CEP3 arrested primary root growth, while CEP4 promoted primary and lateral root growth. RONS (H_2_O_2_ and NO) were necessary for CEP4 to promote primary root growth in cucumber. Nitrate is also involved in the control of long-term responses associated with root growth and development [87]. Nitrate and phytohormones are linked. NRT2.1, a putative nitrate sensor, is associated with ethylene signalling [92] and is involved in a pathway that integrates N and P signalling via NIGT1-clade genes [93]. NRT2.1 coordinates nutritional cues and LRP initiation, but its role is complex. Remans et al. [94] demonstrated an inhibition of LRP initiation in *atnrt2.1* mutants, while Little et al. [95] reported stimulation. The emergence of LRP is also influenced by NRT2.1 activity.

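For the signal peptide and receptor genes, the comparison with the other harvest and organ was as follows. The effect was higher at 4 weeks than at 1 day for 2 of 9 genes in roots, SGN3 (log2 difference 1.05, adjusted p = 0.0258) and CLE1 (3.17, adjusted p = 0.00150). Of the 3 genes with enough counts in leaves, CEPR1 was higher in roots than in leaves (1.21, adjusted p = 0.0211). Together with the transport genes of Table 3 they did not move as a set in roots at 1 day (median log2 fold change 0.09, adjusted p = 0.404) or in leaves at either harvest (median log2 fold change -0.13, adjusted p = 0.385 at 1 day and median log2 fold change -0.07, adjusted p = 0.998 at 4 weeks).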

Overall, 9 genes encoding signal peptides and receptor kinases involved in root growth and cell expansion were upregulated in the roots four weeks after PTW treatment. 

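Nitrate carriers were compared between the organs and harvests. NRT2.2, lower in roots at 4 weeks, had a ratio of PTW to control of 0.347 (95% CI 0.0597 to 2.02, adjusted p = 1.000) in roots 1 day after treatment, and its effect did not differ measurably between the harvests (log2 difference -3.24, adjusted p = 0.438). The leaf gene NRT1/PTR family 1.1 (1HG0064910), lower at 1 day, had a ratio of 1.46 (95% CI 1.06 to 2.00, adjusted p = 0.112) in roots at 4 weeks. NRT1.2, higher in roots at 4 weeks, had a mean count of 0 in roots at 1 day in the authors' deposited table and was not compared. Nitrate and ammonium transporter genes as a list did not move together in roots at 1 day (median log2 fold change 0.18, adjusted p = 0.0948) or in leaves at 4 weeks (median log2 fold change -0.27, adjusted p = 0.661).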

Besides, we detected strong transcriptional regulation of several NRTs in barley roots four weeks after PTW treatment, but one NRT gene was downregulated in the leaves as early as one day after PTW treatment. Most of the contribution of signal peptides was only recognized by identifying the respective receptor kinase. However, most of the kinases in our dataset have not yet been characterized. Among all DEGs that were long-term regulated by PTW treatment, we detected 102 kinases in roots and 13 in leaves.

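Receptor-like kinases carried most of the rise among root kinases 4 weeks after PTW treatment. Of 102 kinase genes listed for roots, 56 rose, 30 fell and 16 did not pass the test. The 51 receptor kinases among them gave 44 that rose and 3 that fell. A leucine-rich repeat receptor-like kinase (2HG0197800) rose 3.66-fold (95% CI 2.33 to 5.76, adjusted p = 5.33e-06) and the receptor-like kinase 2HG0174810 rose 2.66-fold (95% CI 2.06 to 3.43, adjusted p = 1.02e-10). Among those that fell were a kinase family protein (1HG0057490, 2.35-fold, 95% CI 1.84 to 2.99, adjusted p = 6.66e-09 in roots and 2.55-fold, 95% CI 1.85 to 3.51, adjusted p = 6.51e-06 in leaves) and the serine/threonine kinase 1HG0017980 (3.52-fold, 95% CI 2.31 to 5.36, adjusted p = 1.77e-06). Of 13 leaf kinases, 8 rose, 4 fell and 1 was not tested. Those that rose included α-glucan water dikinase (7HG0677380), which opens starch to breakdown (3.68-fold, 95% CI 2.39 to 5.66, adjusted p = 1.91e-06), and a cysteine-rich receptor-kinase-like gene (4HG0387540, 3.17-fold, 95% CI 1.96 to 5.12, adjusted p = 4.68e-04). An adjustment over the list alone gave 63 higher and 39 lower, without being independent evidence, since the study chose the list on these samples. The effect differed between the organs for 5 of 63 root kinases and 5 of 11 leaf kinases. Receptor-like kinases, named in Supplementary Table S1 but none of them picked by the study in roots at 1 day, did not pass as a list in that comparison (median log2 fold change 0.14, adjusted p = 0.0552), but were higher in a rank-based test (adjusted p = 0.0427) and with a mean count of at least 50 (adjusted p = 0.0438). Under a Holm adjustment 21 of the 86 calls stayed, with the empirical null 3, and 1 passed against an absolute log2 fold change of at most 1.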

The other striking effect after PTW treatment could be observed in the modification of cell wall processes in the roots (Table 4). In particular, the cross-linking of phenolic compounds in plant cell walls (26 genes encoding peroxidases were upregulated) affects cell expansion and cell wall strength [96]. 

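Peroxidases were the largest class of cell wall genes that rose in roots 4 weeks after PTW treatment. Of the 26 genes, 25 rose, by 2.02-fold to 41.1-fold, and 7HG0721470 had a ratio of PTW to control of 2.20 (95% CI 1.24 to 3.90, adjusted p = 0.0612). The smallest adjusted p values belonged to 3HG0325250 (3.47-fold, 95% CI 2.49 to 4.83, adjusted p = 2.97e-10), 2HG0215250 (4.63-fold, 95% CI 3.08 to 6.97, adjusted p = 2.97e-10), 2HG0215540 (4.06-fold, 95% CI 2.77 to 5.96, adjusted p = 8.68e-10) and 2HG0112610 (5.17-fold, 95% CI 3.01 to 8.86, adjusted p = 1.10e-06). The largest ratio was that of 1HG0081950 (41.1-fold, 95% CI 11.4 to 148, adjusted p = 4.18e-06), at a mean normalized count of 25.5 in the authors' deposited table, where those of the other called genes were 37.8 to 7820.3. Several of these genes lie side by side (2HG0215250 to 2HG0215610 and 7HG0721450 to 7HG0721470) and may share reads, so how many separate copies rose is uncertain. With this list adjusted by itself, 26 were higher and 0 lower, though the study chose it on these samples and it is not independent evidence. Of the 6 genes tested in both organs, 1 was higher in roots than in leaves. Stricter settings kept 9 (Holm adjustment), 3 (empirical null) and 1 (null of an absolute log2 fold change of at most 1) of the 25 calls.

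**Figure D8:**
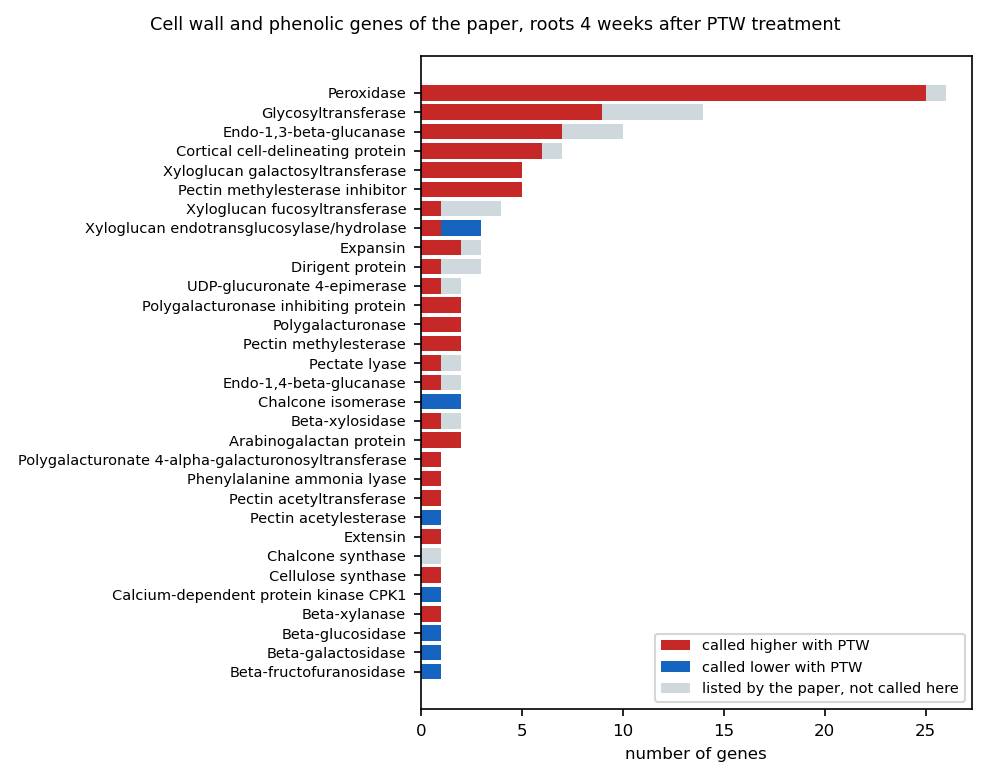
The 110 cell wall and phenolic genes that the paper counts in roots 4 weeks after treatment, by class of protein. Of these genes 80 were called higher and 9 lower with PTW. The others did not pass the test or, for 1 gene, had too few counts to be tested.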

Genes involved in cell elongation were differentially expressed at high levels in the roots (Table 4; Supplementary Table S1). Several genes encoding cell wall related proteins were detected there, most of which were upregulated. Their function [44] includes main processes for cell wall building (one gene encoding cellulose synthase: up) and modification (14 glycosyl transferases, one β-xylanase, 2 β-xylosidases: up; one β-fructofuranosidase, one β-galactosidase, one β-glucosidase: down), which were affected by PTW treatment. 

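Cell wall synthesis was represented by a cellulose synthase-like gene (5HG0526760), which rose 7.46-fold (95% CI 2.76 to 20.2, adjusted p = 0.00285) in roots 4 weeks after PTW treatment. Of 14 glycosyltransferase genes, enzymes that attach sugars to acceptors, 9 rose by 2.06-fold to 2.82-fold and 5 did not pass the test. Among those that rose were UGT88A1 (2HG0096540, 2.61-fold, 95% CI 1.89 to 3.60, adjusted p = 2.03e-06), UGT73B4 (7HG0663550, 2.60-fold, 95% CI 1.81 to 3.73, adjusted p = 3.39e-05) and 1HG0082570 (2.35-fold, 95% CI 1.69 to 3.25, adjusted p = 4.44e-05), and 6HG0552290, with a ratio of PTW to control of 3.31 (95% CI 1.36 to 8.06, adjusted p = 0.0683), was not called. Glycoside hydrolases were among the genes that fell: a β-fructofuranosidase (6HG0548290) by 2.64-fold (95% CI 1.55 to 4.50, adjusted p = 0.00857), the β-galactosidase BGAL16 (3HG0298370) by 2.01-fold (95% CI 1.25 to 3.23, adjusted p = 0.0404) and a β-glucosidase (5HG0495430) by 2.34-fold (95% CI 1.30 to 4.19, adjusted p = 0.0455). Taken alone, the glycosyltransferase list gave 14 higher and 0 lower members, and as the study chose it on these samples it is not independent evidence. In the authors' deposited table the mean normalized counts of the 9 glycosyltransferase genes called were 30.7 to 1517, and of the other 4 genes 64.4 to 267. For 2 of the 14 glycosyltransferases the effect was higher at 4 weeks than at 1 day, and it differed between the organs for 1 of 5. Of these 9 glycosyltransferase calls, 5 held under a Holm adjustment, 0 with the empirical null and 0 in the test against an absolute log2 fold change of at most 1. None of the other 4 calls held under any of these settings.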

Endoglucanases (2 genes encoding endo-1,4-β-glucanases, 10 genes encoding endo-1,3-β-glucanases upregulated) hydrolyse glycosidic bonds in cellulose microfibrils (CMFs) and are involved in cellulose adjustment. 

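Endoglucanases, which open β-glucan chains inside the polymer, were higher in roots 4 weeks after PTW treatment. Of 10 endo-1,3-β-glucanase genes 7 rose, by 2.13-fold to 3.27-fold, among them 2HG0138660 (3.27-fold, 95% CI 1.99 to 5.36, adjusted p = 2.50e-04), 7HG0720980 (2.90-fold, 95% CI 1.99 to 4.23, adjusted p = 7.45e-06) and 3HG0318840 (2.42-fold, 95% CI 1.62 to 3.63, adjusted p = 9.95e-04), and 3 did not pass the test. An endo-1,4-β-glucanase gene (7HG0704950) rose 2.72-fold (95% CI 1.45 to 5.098, adjusted p = 0.0258), and GH9B13 (1HG0080690), of the same class, had a ratio of PTW to control of 2.05 (95% CI 1.17 to 3.57, adjusted p = 0.0845). Adjusted over the endo-1,3-β-glucanase list alone, 10 rose and 0 fell, which is not independent evidence, since the study chose the list on these samples. The authors' deposited table puts the mean normalized counts of the 9 genes at 44.8 to 7159.6. For 2 of the 10 genes the effect was higher at 4 weeks than at 1 day, and none of 5 differed between the organs. At 1 day endoglucanase genes did not move together in roots (median log2 fold change 0.08, adjusted p = 0.998) or leaves (median log2 fold change -0.39, adjusted p = 0.559), nor did those that the study had not picked in leaves at 4 weeks in that comparison (median log2 fold change 0.28, adjusted p = 0.405). A Holm adjustment kept 1 of the 7 endo-1,3-β-glucanase calls, the empirical null 0 and the test against an absolute log2 fold change of at most 1 kept 0. The endo-1,4-β-glucanase call was lost in each of them.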

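Pectin methylesterases remove methyl groups from pectin and so set how firmly calcium can bind it. In roots 4 weeks after PTW treatment PME41 (1HG0060840) rose 3.66-fold (95% CI 2.58 to 5.19, adjusted p = 4.20e-10) and PME12 (7HG0660840) rose 2.74-fold (95% CI 1.43 to 5.25, adjusted p = 0.0310), at mean normalized counts of 876 and 62.6 in the authors' deposited table. The effect on PME41 was higher at 4 weeks than at 1 day, with a log2 difference of 1.87 (adjusted p = 1.27e-05). PME41 remained called with the empirical null and PME12 did not.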

Pectin methylesterases (PMEs, 2 genes upregulated) can add or remove methyl groups and thus reduce or increase the cross-linking of pectins with Ca^2+^, resulting in softening or stiffening of the cell wall. 

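Leucine-rich repeat extensins anchor the wall to its pectin and shape root hairs. LRX3 (3HG0239020) rose 2.16-fold (95% CI 1.44 to 3.24, adjusted p = 0.00530) in roots 4 weeks after PTW treatment, at a mean normalized count of 167 in the authors' deposited table. Its effect did not differ measurably from that at 1 day (log2 difference 0.84, adjusted p = 0.381). The call was lost under a Holm adjustment.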

PMEs also mediate the cross-linking of polysaccharides and extensins (one gene upregulated). 

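Genes for adding and for removing the acetyl groups of pectin changed in opposite directions in roots 4 weeks after PTW treatment. The pectin acetylesterase gene PAE5 (1HG0005620), which removes acetyl groups, fell 2.09-fold (95% CI 1.32 to 3.3003, adjusted p = 0.0247), and the acetyltransferase gene POAT1 (6HG0618100), which adds them, rose 2.31-fold (95% CI 1.64 to 3.26, adjusted p = 1.55e-04). The authors' deposited table puts their mean normalized counts at 191 and 198. The call of POAT1 held under a Holm adjustment and that of PAE5 did not.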

Pectin acetylesterases (one gene downregulated) block the interactions of pectins with Ca^2+^. 

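Enzymes that cleave the pectin backbone were mostly higher in roots 4 weeks after PTW treatment. A pectate lyase gene (2HG0097810) rose 2.07-fold (95% CI 1.27 to 3.37, adjusted p = 0.0379), while another (4HG0343830) had a ratio of PTW to control of 0.363 (95% CI 0.152 to 0.871, adjusted p = 0.128) and did not pass the test. The polygalacturonase genes PG2 (4HG0347230) and PGF9 (7HG0636540) rose 2.66-fold (95% CI 1.48 to 4.78, adjusted p = 0.0177) and 2.45-fold (95% CI 1.70 to 3.54, adjusted p = 1.83e-04). The authors' deposited table gives the 4 genes mean normalized counts of 18.6 to 4910.0. One polygalacturonase call held under a Holm adjustment and none held with the empirical null. Pectin enzyme genes as a list, 15 of them, were slightly higher in roots at 1 day (median log2 fold change 0.27, adjusted p = 0.00328, and 0.0417 with an inter-gene correlation of 0.05). That shift was not particular to them. Above 0 at 1 day were 13 of the 15, but also 319 of 456 genes that the study lists as higher in roots at 4 weeks, and 24 of 28 heat shock and chaperone genes. In leaves the pectin list did not move together (median log2 fold change -0.28, adjusted p = 0.376 at 1 day and median log2 fold change 0.05, adjusted p = 0.0728 at 4 weeks), although with the log2 fold change in place of the Wald statistic it was lower in leaves at 1 day (adjusted p = 0.0220).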

Pectate lyases (one gene up-, one downregulated) and polygalacturonases (PGs, 2 genes upregulated) depolymerize pectic chains, resulting in loosened walls. 

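Pectin synthesis starts from galacturonic acid. A galacturonosyltransferase gene (6HG0615220), of the enzymes that build the pectin chain, rose 2.61-fold (95% CI 1.85 to 3.69, adjusted p = 1.06e-05) in roots 4 weeks after PTW treatment, and GAE6 (5HG0493330), the epimerase that makes its substrate, rose 3.39-fold (95% CI 2.50 to 4.61, adjusted p = 1.61e-11). GAE1 (7HG0659870), with a mean normalized count of 4.70 in the authors' deposited table, was not tested. All 5 genes for inhibitors of pectin methylesterase rose, by 2.19-fold to 2.85-fold and with adjusted p values of 2.80e-07 to 0.00282: 3HG0307540, 7HG0706600, 2HG0100080, 1HG0050140 and 7HG0725310. PGIP1 (1HG0002670) and 3HG0314320, which block polygalacturonases of microbes, rose 3.19-fold (95% CI 2.43 to 4.20, adjusted p = 4.90e-13) and 3.78-fold (95% CI 2.28 to 6.26, adjusted p = 3.80e-05). The effect was higher at 4 weeks than at 1 day for both inhibitors of polygalacturonase, PGIP1 with a log2 difference of 1.57 (adjusted p = 1.24e-05), and for 1 of the 5 methylesterase inhibitors. The 9 genes called had mean normalized counts of 182 to 6628 in the authors' deposited table. With the empirical null 0 of the 5 methylesterase inhibitor calls remained, against 2 under a Holm adjustment and 0 in the test against an absolute log2 fold change of at most 1. Of the other 4 calls, all held under a Holm adjustment, GAE6 and 1 of the 2 polygalacturonase inhibitors with the empirical null, and none against an absolute log2 fold change of at most 1.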

Further genes encoding proteins involved in pectin biosynthesis or modification were also upregulated (one polygalacturonate 4-α-galacturonosyltransferase, 2 UDP-glucuronate 4-epimerases, 5 PME inhibitors and 2 PG inhibitors). 

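Expansins loosen the wall by breaking hydrogen bonds between its polymers. In roots 4 weeks after PTW treatment EXPA17 (5HG0533630) rose 2.05-fold (95% CI 1.45 to 2.91, adjusted p = 0.00223) and another expansin gene (6HG0592640) rose 5.29-fold (95% CI 2.42 to 11.5, adjusted p = 0.00141), while 4HG0401310 had a ratio of PTW to control of 4.37 (95% CI 1.23 to 15.5, adjusted p = 0.125). The arabinogalactan protein genes FLA4 (1HG0073420) and 4HG0410750, surface proteins of growing cells, rose 2.12-fold (95% CI 1.43 to 3.13, adjusted p = 0.00478) and 2.40-fold (95% CI 1.56 to 3.68, adjusted p = 0.00249). Of the 2 arabinogalactan protein genes 1 differed between the organs. The counts were 3 and 0 when adjusted over the expansin list alone, and the list, chosen by the study on these samples, is not independent evidence of its direction. The authors' deposited table puts the mean normalized counts of the 5 genes at 16.6 to 1455. At 1 day expansin genes did not move together in roots (median log2 fold change 0.40, adjusted p = 0.0846, 3 members). The 2 expansin calls came down to 0 under a Holm adjustment, to 0 with the empirical null and to 0 against an absolute log2 fold change of at most 1. Neither arabinogalactan protein call held in any of these.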

Expansins (3 genes upregulated) loosen the non-covalent bonding between CMFs and xyloglucans and, together with arabinogalactan proteins (2 genes upregulated), mediate the expansion of the cell wall. Furthermore, xyloglucan metabolism encoding genes were influenced by PTW treatment (4 xyloglucan fucosyltransferases, 5 xyloglucan galactosyltransferases, one xyloglucan endotransglucosylase/hydrolase (XTHs) upregulated; two XTHs downregulated). 

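Xyloglucan side chains are added by galactosyltransferases and fucosyltransferases. All 5 galactosyltransferase genes rose in roots 4 weeks after PTW treatment, by 2.15-fold to 3.12-fold, with the smallest adjusted p for 3HG0221030 (3.12-fold, 95% CI 1.95 to 4.99, adjusted p = 1.92e-04). Their neighbours in numbering, such as 3HG0221010 and 3HG0221030 or 4HG0407290 and 4HG0407300, may share reads, so it is uncertain how many copies rose. Of the fucosyltransferases 7HG0663790 rose 2.89-fold (95% CI 1.78 to 4.69, adjusted p = 0.00102), and 7HG0655280, 6HG0617710 and 5HG0486560 had ratios of PTW to control of 2.00 (95% CI 1.12 to 3.58, adjusted p = 0.117), 2.22 (95% CI 1.24 to 3.98, adjusted p = 0.0631) and 2.29 (95% CI 1.19 to 4.39, adjusted p = 0.0894). Among the enzymes that graft and trim xyloglucan, the XTH gene 5HG0536200 rose 2.18-fold (95% CI 1.62 to 2.95, adjusted p = 4.79e-05), and 6HG0605940 and 7HG0728810 fell 2.45-fold (95% CI 1.32 to 4.55, adjusted p = 0.0457) and 3.40-fold (95% CI 2.06 to 5.62, adjusted p = 1.69e-04). At 1 day the 3 XTH genes, which the study had not picked in that comparison, were higher as a set in roots (median log2 fold change 0.58, adjusted p = 1.56e-04, and 0.00120 with an inter-gene correlation of 0.05). Their log2 fold changes there ran from 0.175 to 1.93, and adjusted over the list alone 1 of the 3 was called, so the set result may rest largely on 1 gene. In leaves the XTH genes did not move together (median log2 fold change 0.00, adjusted p = 0.587 at 1 day and median log2 fold change -0.24, adjusted p = 0.943 at 4 weeks). For 2 of the 3 XTH genes the effect was lower at 4 weeks than at 1 day, 7HG0728810 with a log2 difference of -3.69 (adjusted p = 2.34e-05). When adjusted over the fucosyltransferase list alone, 3 members were higher and 0 lower, but a list that the study chose on these samples is not independent evidence. The authors' deposited table gives the 12 genes mean normalized counts of 29.5 to 1148. 1 of the 5 galactosyltransferase calls held under a Holm adjustment, 0 with the empirical null and 0 in the test against an absolute log2 fold change of at most 1. A Holm adjustment kept 2 of the 3 XTH calls and not the fucosyltransferase call, and none of these 4 held in the other 2 settings.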

XTHs catalyse either the linkage of xyloglucans to cellulose (strengthening of the wall) or hydrolyse the breaking of the bonds (loosening of the wall). It has been shown that root hair density and length were positively regulated by increased expression of root developmental-related genes including XTHs in *Arabidopsis* seedlings grown in PTW [97]. These XTHs act as positive regulators of root growth through cell expansion. The authors suggested that PTW mediates root architecture and is involved in the root auxin transporter signalling system. 

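Phenylalanine ammonia lyase opens the phenylpropanoid pathway and chalcone synthase its flavonoid branch. In roots 4 weeks after PTW treatment PAL1 (6HG0596580) rose 2.02-fold (95% CI 1.40 to 2.90, adjusted p = 0.00484), and the effect was higher in roots than in leaves (log2 difference 1.25, adjusted p = 0.0185). The chalcone synthase gene 6HG0613330 had a ratio of PTW to control of 2.00 (95% CI 1.21 to 3.31, adjusted p = 0.0585), against the paper's adjusted p of 0.0383 in Supplementary Table S1. It was higher only when adjusted over its own list of 1 gene, which leaves the p-value unadjusted and which the study chose on these samples. Of 3 dirigent protein genes, which guide the coupling of lignin units, 4HG0345560 was called and 5HG0480940 (ratio 2.92, 95% CI 1.30 to 6.54, adjusted p = 0.0733) and 7HG0748530 (ratio 2.76, 95% CI 1.14 to 6.70, adjusted p = 0.133) were not. The authors' deposited table gives PAL1 and 6HG0613330 mean normalized counts of 88184 and 61.6. As a list, phenylpropanoid enzyme genes did not move together in roots at 1 day (median log2 fold change -0.10, adjusted p = 0.270) or in leaves (median log2 fold change 0.08, adjusted p = 0.118 at 1 day and median log2 fold change -0.62, adjusted p = 0.0998 at 4 weeks), nor did dirigent proteins in roots at 1 day (median log2 fold change 0.27, adjusted p = 0.165). With a mean count of at least 50, which left 4 members, the phenylpropanoid list was lower in leaves at 1 day (adjusted p = 0.0418). The call of PAL1 was lost under a Holm adjustment and with the empirical null.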

Genes encoding proteins related to phenolic compounds, such as PAL, chalcone synthase (CHS) and 3 DIR, were upregulated in the roots. 

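Chalcone isomerase closes the ring of flavanones. Its genes 6HG0620340 and 7HG0662560 fell 2.06-fold (95% CI 1.43 to 2.95, adjusted p = 0.00324) and 2.14-fold (95% CI 1.43 to 3.202, adjusted p = 0.00593) in roots 4 weeks after PTW treatment. The calcium-dependent protein kinase gene CPK1 (5HG0517140) fell 2.21-fold (95% CI 1.37 to 3.59, adjusted p = 0.0199) in roots and 2.83-fold (95% CI 1.53 to 5.26, adjusted p = 0.0388) in leaves. In leaves its effect was lower at 4 weeks than at 1 day (log2 difference -2.54, adjusted p = 0.0251), and it did not differ between the organs (0.36, adjusted p = 0.843). The 3 genes in roots had mean normalized counts of 188 to 3475 in the authors' deposited table. None of the 3 root calls held under a Holm adjustment or with the empirical null.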

Genes encoding two chalcone isomerases (CHI) and the Ca^2+^-dependent protein kinase CPK1 were downregulated. CPK1 can phosphorylate PAL [98] and increase the activity of NADPH oxidase at the plasma membrane [99]. PAL redirects carbon flux from primary to secondary metabolism and is known to be transcriptionally regulated in response to environmental stimuli and developmental cues [100]. It has been shown in *Arabidopsis* that *PAL* transcript levels correlated with PAL activity and the accumulation of soluble phenolic compounds [101]. The total phenolic content in the roots was increased at all growth stages examined in this study (Supplementary Fig. S7).

**Table 4:** Regulation of functional proteins related to cell wall and phenolic compounds encoded by DEGs in barley roots four weeks after PTW treatment

Functional protein	up	down
Cell wall related proteins		
Arabinogalactan protein	2	
β-fructofuranosidase		1
β-galactosidase		1
β-glucosidase		1
β-xylanase	1	
β-xylosidase	2	
Cellulose synthase	1	
Cortical cell-delineating protein	7	
Endo-1,4-β-glucanase	2	
Endo-1,3-β-glucanase	10	
Expansin	3	
Extensin	1	
Glycosyl transferase	14	
Pectin acetylesterase		1
Pectin acetyltransferase	1	
Pectin methylesterase	2	
Pectin methylesterase inhibitor	5	
Pectate lyase	1	1
Peroxidase	26	
Polygalacturonase	2	
Polygalacturonase inhibiting protein	2	
Polygalacturonate 4-α-galacturonosyltransferase	1	
UDP-glucuronate 4-epimerase	2	
Xyloglucan endotransglucosylase/hydrolase	1	2
Xyloglucan fucosyltransferase	4	
Xyloglucan galactosyltransferase	5	
Phenolic compound related proteins		
Calcium-dependent protein kinase CPK1		1
Chalcone synthase	1	
Chalcone isomerase		2
Dirigent protein	3	
Phenylalanine ammonia lyase	1	

In the leaves cell elongation was only slightly regulated compared to the roots. 

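Compared gene by gene, the 110 cell wall and phenolic genes listed for roots gave 80 that rose and 9 that fell in roots and, among the 43 with enough counts in leaves, 4 that rose and 1 that fell there 4 weeks after PTW treatment. Those that rose in both organs were the endo-1,3-β-glucanase gene 1HG0059470, the peroxidase genes 2HG0112640 (2.45-fold, 95% CI 1.45 to 4.14, adjusted p = 0.0345 in leaves) and 2HG0215280, and the pectin methylesterase inhibitor gene 7HG0725310 (3.495-fold, 95% CI 1.73 to 7.08, adjusted p = 0.0258 in leaves), and CPK1 fell in both. The effect was higher in roots for 4 of these 43 genes and lower for none. The 4 were UGT88A1 (2HG0096540, log2 difference of root minus leaf 1.36, adjusted p = 0.00694), the peroxidase gene 2HG0215610 (1.32, adjusted p = 0.0336), the arabinogalactan protein gene 4HG0410750 (2.19, adjusted p = 0.0107) and PAL1. In roots 18 of 109 genes were higher and 2 lower at 4 weeks than at 1 day.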

Among the cell wall proteins in leaves (Table 5), genes encoding an α-galactosidase, a β-glucosidase, a cortical cell-delineating protein, two endo-1,3-β-glucanases, a GDP-mannose transporter and a peroxidase were upregulated. 

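Genes of wall sugars were among those that rose in leaves. AGAL2 (1HG0046150), an α-galactosidase, rose 3.00-fold (95% CI 1.98 to 4.52, adjusted p = 6.19e-05) and the β-glucosidase BGLU11 (3HG0312760) rose 3.73-fold (95% CI 2.52 to 5.50, adjusted p = 7.87e-08) in leaves 4 weeks after PTW treatment. The endo-1,3-β-glucanase gene 1HG0059470 rose 2.92-fold (95% CI 2.02 to 4.22, adjusted p = 6.64e-06), GONST1 (7HG0706690), which carries GDP-mannose into the Golgi, rose 127-fold (95% CI 18.6 to 871, adjusted p = 2.04e-04), and the peroxidase gene 2HG0215280 rose 11.6-fold (95% CI 3.01 to 45.0, adjusted p = 0.0208). The authors' deposited table puts their mean normalized counts at 21.9 to 3490.3. The cortical cell-delineating protein gene 4HG0415520, at a mean normalized count of 8.23 there, was not tested, and neither was the endo-1,3-β-glucanase gene 5HG0501500, which has no p-value in that table. AGAL2 and GONST1 were higher in leaves than in roots (log2 differences of root minus leaf -1.37, adjusted p = 0.0295 and -7.15, adjusted p = 5.92e-04). Of the 11 leaf genes in the paper's table of cell wall proteins and phenolic compounds, 6 rose, 1 fell, 2 did not pass the test and 2 were not tested, and the peroxidase call was lost under a Holm adjustment.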

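Inhibitors of pectinesterase went in opposite directions in leaves 4 weeks after PTW treatment. The gene 7HG0701610 rose 3.88-fold (95% CI 2.14 to 7.05, adjusted p = 0.00114) and 2HG0155760 fell 5.78-fold (95% CI 2.30 to 14.5, adjusted p = 0.0129), at mean normalized counts of 55.5 and 28.2 in the authors' deposited table. The glycosyltransferase gene MGP4 (4HG0357740), a xylosyltransferase of pectin in Arabidopsis, had a ratio of PTW to control of 0.452 (95% CI 0.272 to 0.751, adjusted p = 0.0685). Neither inhibitor gene had enough counts in roots to be compared between the organs, and both calls were lost under a Holm adjustment.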

One pectinesterase inhibitor gene was upregulated and another was downregulated together with a glycosyltransferase gene. With regard to the synthesis of phenolic compounds, *CHS* was downregulated. 

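The leaf chalcone synthase gene 2HG0099970, of the entry step to flavonoids, had a ratio of PTW to control of 0.0869 (95% CI 0.0106 to 0.714, adjusted p = 0.286) in leaves 4 weeks after treatment. It did not pass the test over all genes, while Supplementary Table S1 gives it the paper's adjusted p of 0.00475. The deposited 4-week values do not give the paper's adjusted p values, and the cause of that gap stays open. The gene was lower only when adjusted over its own list of 1 gene, which leaves the p-value unadjusted and which the study chose on these samples. Its mean normalized count was 54.5 in the authors' deposited table, and its log2 difference between 4 weeks and 1 day was -2.71 (adjusted p = 0.726).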

CHS may be involved in the regulation of auxin transport [102]: Plants with a *tt4* mutation (CHS gene) exhibited an elevated auxin transport and showed enhanced development of secondary roots. Therefore, *CHS* expression in the leaves could be involved in the stimulated auxin response in the roots and might represent a link to improved root architecture by PTW (Figs. 3 and 4).

**Table 5:** Regulation of functional proteins related to cell wall and phenolic compounds encoded by DEGs in barley leaves four weeks after PTW treatment

Functional protein	up	down
Cell wall related proteins		
α-galactosidase	1	
β-glucosidase	1	
Cortical cell-delineating protein	1	
Endo-1,3-β-glucanase	2	
GDP-mannose transporter	1	
Glycosyltransferase		1
Peroxidase	1	
Pectinesterase inhibitor	1	1
Phenolic compound related proteins		
Chalcone synthase		1

Genes encoding cortical cell-delineating proteins were upregulated in the leaves (one) and in the roots [7] by PTW treatment. 

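Cortical cell-delineating proteins mark the ground tissue behind the root tip. In roots 4 weeks after PTW treatment 6 of 7 genes rose, by 2.02-fold to 2.64-fold and with adjusted p values of 5.55e-04 to 0.0303: 7HG0738410, 7HG0738430, 7HG0738440, 7HG0738500, 7HG0738510 and 7HG0738530. The other, 7HG0738480, had a ratio of PTW to control of 2.11 (95% CI 1.11 to 4.01, adjusted p = 0.125). All 7 lie in one stretch of the numbering and may share reads, so the number of separate copies that rose is uncertain. The authors' deposited table puts their mean normalized counts at 43.1 to 8632. At 1 day, where the study had not picked them, the 7 genes were slightly higher as a set in roots (median log2 fold change 0.45, adjusted p = 5.36e-09; adjusted p = 2.93e-07 with an inter-gene correlation of 0.05), and none of the 7 differed between the harvests. Neighbours that share reads would repeat the same signal, which the set test does not allow for, so these p-values may be far too small. Adjusted over the list alone, 0 of the 7 were called at 1 day. Under a Holm adjustment 0 of the 6 calls stayed, with the empirical null 0, and 0 passed against an absolute log2 fold change of at most 1.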

Cortical cell-delineating proteins are known to be expressed in the cortical ground meristem of maize roots [103] and accumulate near the region of fastest cellular elongation. The expression of a gene encoding a cortical cell-delineating protein increased after low dose (eustress) gamma irradiation of barley seeds, which also showed an increase in root and shoot lengths [104]. Ascorbate regulated the accumulation of mRNAs for PAL, CHS and CHI in *Arabidopsis* [105]. Here, *CHS* was downregulated in leaves, but upregulated in roots while *CHI* (2 genes) was downregulated in roots. Treatments that increase the cellular ascorbate content promote cell elongation and have an influence on the structure of the cell wall [106]. In a previous study, PTW increased the content of total and reduced ascorbate in leaves as well as the content of reduced ascorbate in roots four weeks after treatment [2]. Here, PTW treatment influenced root growth possibly by promoting cell elongation.

### Synopsis of the various effects of PTW on signalling processes in the roots

The plants treated with PTW exhibited an enlarged root surface area, which was reflected in an increase in root length and diameter (Fig. 3). Root branching also increased at later growth stages. Since we did not distinguish between different root types or developmental zones, the transcriptomic data only allow conclusions to be drawn about the entire root system, which includes both adventitious and lateral roots. It has already been proposed that the development of lateral and adventitious roots is jointly regulated [24, 107]. Recently, Omary et al. [108] discovered a conserved superlocus for root meristem initiation in the formation of adventitious and lateral roots in tomato. There is a transition state, in which a LOB-domain transcription factor named SHOOT BORNE ROOTLESS (SBRL) is transiently expressed. SBRL genes have two deeply conserved subclasses, one of which acts in the initiation of lateral roots and the other in the initiation of adventitious roots. The developmental processes of both root types are controlled by a genetic programme that determines cell fate acquisition, cell division and primordia initiation, emergence and elongation. Specific regulators that activate the common transition state create the plasticity of plant root systems.

Adventitious roots always develop from cells adjacent to vascular tissue [24]. IAA probably induces adventitious root initiation via an auxin signalling network similar to that involved in lateral root initiation as demonstrated in *Arabidopsis* [109]. Genes involved in auxin synthesis, transport and signalling were upregulated by PTW treatment in this study. Transcript accumulation and increased synthesis of the auxin transport protein ABCB19 led to elevated transport and local levels of auxin, and thus promoted adventitious root initiation in *Arabidopsis* [110]. The effect on genes involved in ethylene signalling observed in this study could possibly be due to auxin, as has been reported for rice [111]. There, auxin signalling induced ethylene biosynthesis proteins (ACO1 and ACO2) during adventitious root development by regulating the cytokinin response. This led to differential phosphorylation of cell wall proteins (cellulose synthase, UDP-glucosyltransferase). By modulating the expression of the UDP-glucosyltransferase *UGT75B1*, which was upregulated in this study and encodes the enzyme that can glucosylate and thereby inactivate PABA, the level of endogenous free PABA was manipulated and the root gravitropic response was affected [112].

The emergence of LRP depends on auxin derived from the first true leaves in *Arabidopsis* [113]. If the first leaves are also the auxin source for the adventitious and lateral roots in barley, it was these leaves that were treated with PTW in our study. The formation of a local auxin maximum leads to the initiation of LRP in the pericycle and thus, to root branching [114]. The serine/threonine protein kinase MUL, whose gene was upregulated by PTW, is involved in the control of LRP development by regulating cell wall biosynthesis and gene remodelling. *XTH*, the expansin gene *EXPA17* and *PG* were influenced by MUL [79] and upregulated by PTW in this study. The emergence of LRP is also under the control of auxin and is associated with the upregulation of genes encoding cell wall modifying enzymes such as PG and PME, as reported in this study. The same is true for the accumulation of extensins and/or arabinogalactans, which facilitate controlled cell separation in the primordium overlying cortical cells [115] and were upregulated in the long term by PTW.

Root elongation is associated with cell wall biosynthesis. Auxin stimulates cell elongation by causing cell wall loosening. The expression of genes encoding cell wall modifying enzymes is upregulated leading to the sliding of CMFs [44]. Endo-1,4-β-glucanase is necessary for root elongation in rice [107]. In this study, we found a strong upregulation of genes encoding cell wall modifying enzymes (PG, PME, XTH) and proteins by PTW treatment in the roots, which is consistent with the stimulation of auxin signalling in the long-term. CEPRs positively regulate root growth and root architecture by modulating auxin and cytokinin signalling [88] (Fig. 4).

Cytokinins negatively regulate root growth and root meristem activity. The decrease in active cytokinins as evidenced by the increased expression of *CKX4* could lead to a larger root system, probably through adventitious roots. A significant increase in the formation of adventitious roots, but not lateral roots, was observed in *CKX4* overexpression lines in *Arabidopsis* [116]. In rice, *CKX4* also positively regulated the initiation and development of adventitious roots, but had no effect on the development of lateral roots [117]. The balance between antagonistic auxin and cytokinin activities ensures proper root development by regulating cell division and differentiation in the root meristem of rice plants [118]. That was also reflected in the data of this study, where spraying the leaves with PTW stimulated the expression of genes involved in the long-term signalling of auxin (ILL6, GH3.3, YUC5, ABCB19), ethylene (ACO4) and BR (DWF6) in the roots. Genes involved in the activation and degradation of cytokinin were affected differently, indicating an attenuation of cytokinin signalling (AHP4, CKX4). Increased auxin content and decreased cytokinin content lead to a longer primary root and an increased number of lateral roots [88]. Genes encoding CEPR1 and other receptor kinases (PSKR2, PSY1R, RGFR1, RGFR3, SGN3) were upregulated in the roots four weeks after PTW treatment indicating the growth promoting effect of PTW (Fig. 4).

**Fig. 4:**
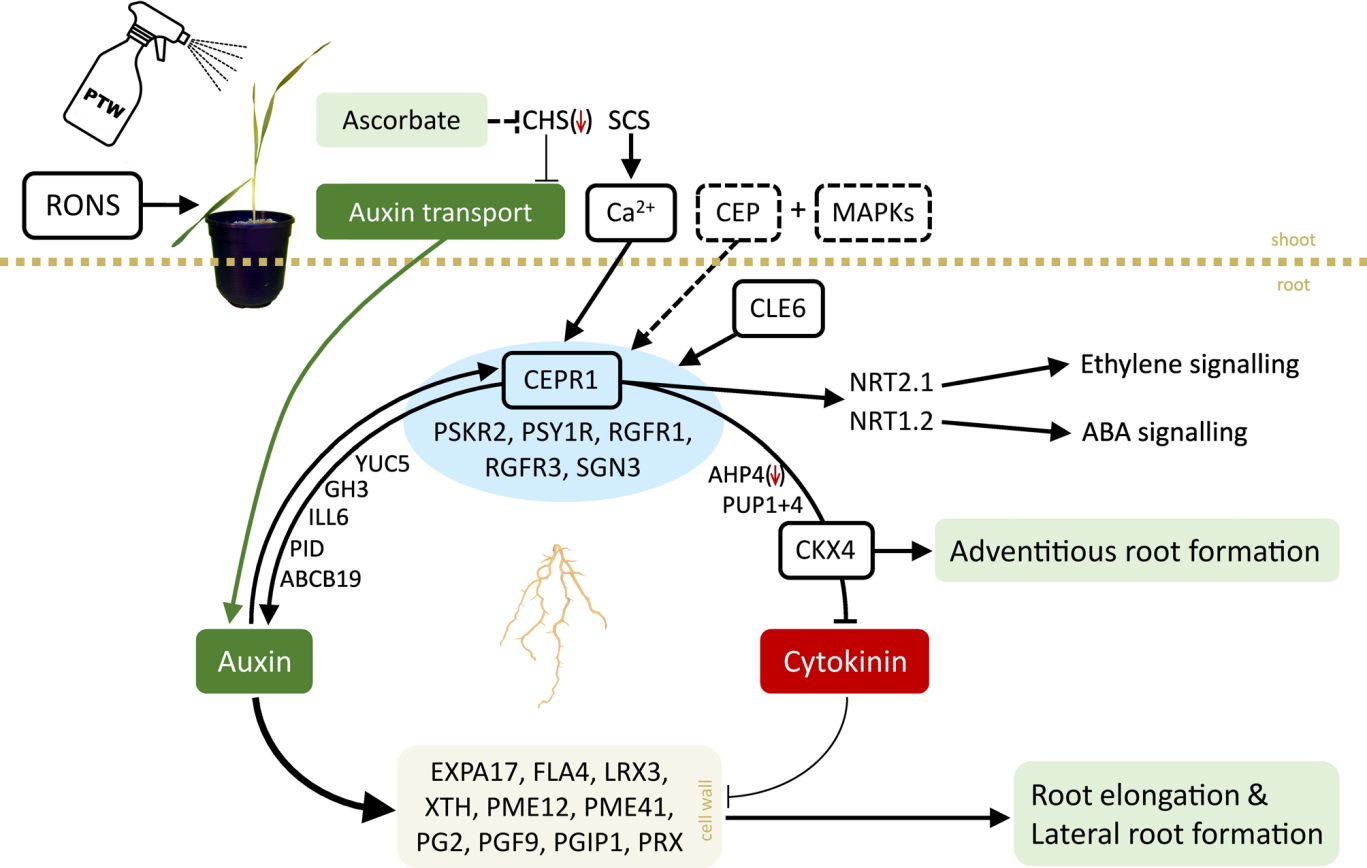
Schematic representation of the various processes regulated by PTW in barley leaves and roots as indicated by altered gene regulation, based on the model of Zhang et al. [88]. In the leaves, 3 processes could be identified converging in a concerted effect in the roots: (1) When barley leaves are sprayed with PTW (RONS), physiological processes are triggered that lead to an elevated ascorbate content in the long term. Ascorbate regulates the mRNA of CHS and probably lowers its content. CHS inhibits auxin transport to the roots, but to a lesser extent due to inactivation by ascorbate. Therefore, more auxin might be released to the root system. (2) The gene encoding SCS is upregulated, indicating calcium signalling that may be systemic. (3) MAPKs may be involved as well as CEP, which then may transmit the signal to the root. In the root, *CEPR1* is upregulated together with genes encoding other receptor kinases. CEPR1 stimulates nitrate transporters that are involved in various phytohormone signalling processes. Genes involved in auxin signalling are upregulated (transport, synthesis and deconjugation) and cytokinin signalling might be inhibited by cytokinin oxidation (upregulation of *CKX4*). In this way, genes encoding various cell wall-related enzymes and proteins are upregulated, leading to increased root growth and lateral root formation. CKX4 stimulates the formation of adventitious roots. All genes were upregulated by PTW treatment unless marked with a red arrow indicating downregulation. References are included within the text.

## Conclusion

Mild lipid peroxidation by PTW treatment as a foliar spray was accompanied by systemic transcriptional changes leading to a long-term improvement in root architecture. Root length, surface area, diameter and the number of branches increased. RNA sequencing provided evidence, that the observed changes in the root system were presumably modulated by altered concentrations and fluxes of the phytohormones auxin and cytokinin. In addition, the transcription of receptor genes for signal peptides involved in root development was affected by PTW treatment. Apparently, root growth was enhanced by transcriptomic changes in cell wall biosynthesis related proteins that mediate cell elongation.

Although our study demonstrated the systemic response of barley plants to PTW as a foliar spray, the exact details of PTW signalling are not yet clear. Future studies should investigate the influence of PTW on different root developmental zones and root types separately. Tissue-specific examinations of cuticle, endodermis and mesophyll cells after PTW application to plant leaves could also provide information on PTW signalling. PTW treatment increased the content of soluble proteins and phenolic compounds in roots, which offers an interesting perspective for further investigation. The actual influence of PTW on auxin signalling remains to be demonstrated.

## Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Figures

## Data Availability

The underlying transcriptome data are available in the National Center for Biotechnology Information (NCBI) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294408. Datasets supporting the conclusions of this article are included within the additional files: Supplementary_Figures.pdf (RNA gels; TBARS; PCAs; Volcano plots; GSOA for cellular compartment of the root samples; phenolic and protein contents of the root samples), Supplementary_Table_S1.xlsx (readmapping table; all DEGs short-term and long-term; GO terms; additional phytohormones regulated in the root; DEGs encoding functional proteins related to cell wall and phenolic compounds), Supplementary_Table_S2.xlsx (TBARS; biomass; RSA; phenolic and protein contents in roots).

# Supplementary material for: Plasma-treated water applied as a foliar spray promotes root growth in barley
**Source:** BMC Plant Biol. 2025 Sep 22;25:1210. doi: 10.1186/s12870-025-07394-w
**Supplement:** Supplementary file 3 — Supplementary Figures

Supplementary Figures to:

Plasma-treated water applied as a foliar spray promotes root growth in barley

Andrea Krüger, Stefan Schlömer, Stefan Simm, Jessica Bold, Christine Stöhr

Supplementary Figure S1: RNA gel (harvest one day after treatment)

Supplementary Figure S2: RNA gel (harvest four weeks after treatment)

Supplementary Figure S3: Lipid peroxidation

Supplementary Figure S4: PCAs

Supplementary Figure S5: Volcano plots

Supplementary Figure S6: GSOA – cellular compartment (root)

Supplementary Figure S7: Phenolic and protein contents (root)

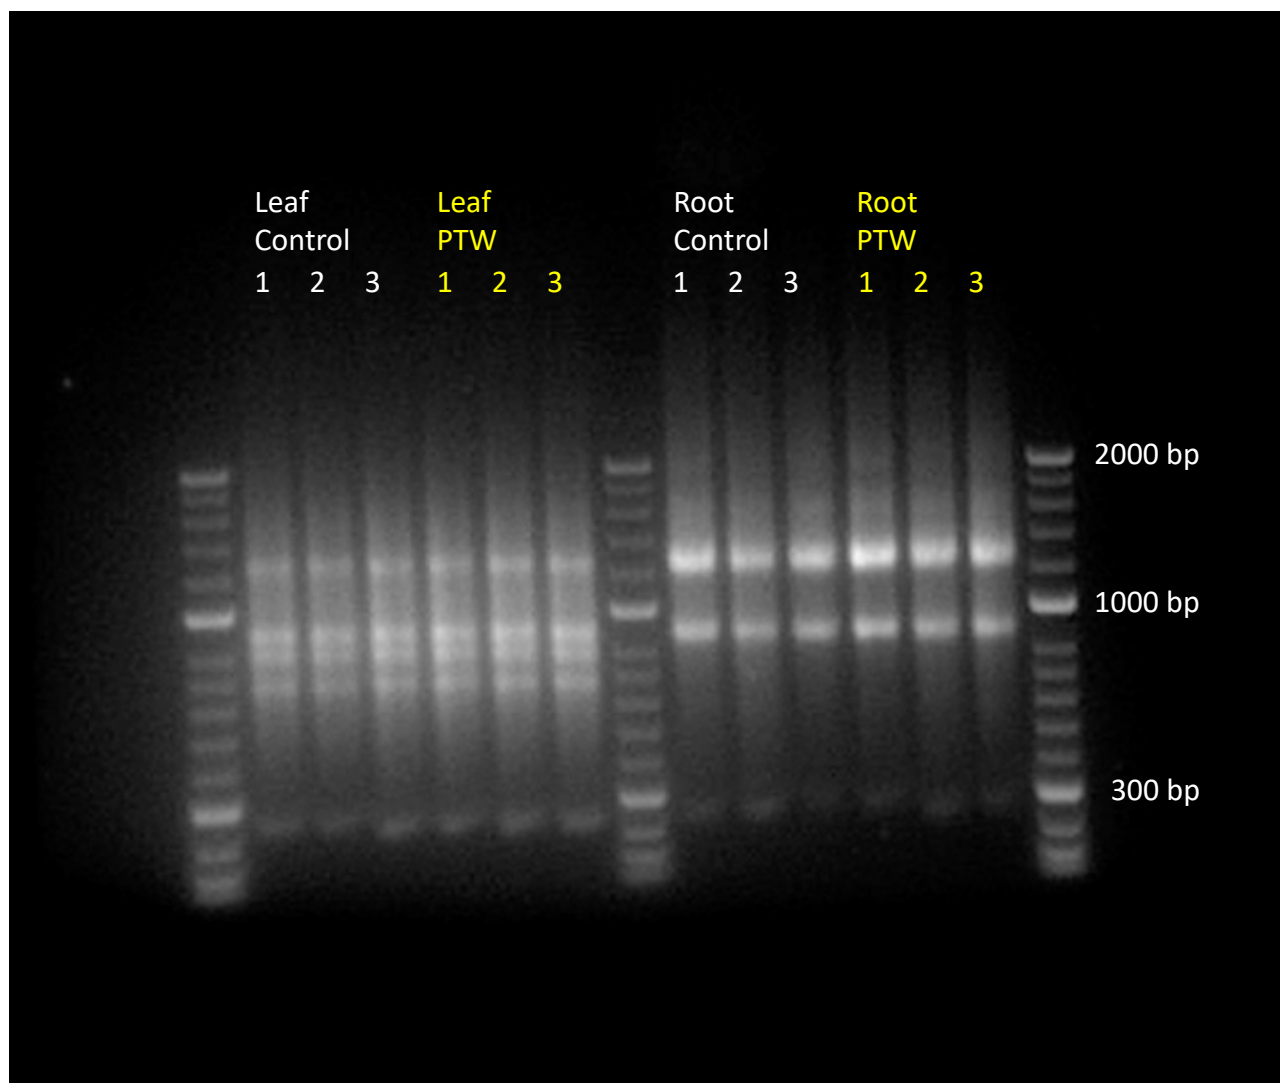

Supplementary Figure S1: RNA gel of samples harvested one day after PTW or control treatment (1 μ g of total RNA per lane) and HyperLadder 50 bp (Meridian Life Science Inc., USA) on each side and in the middle lane.

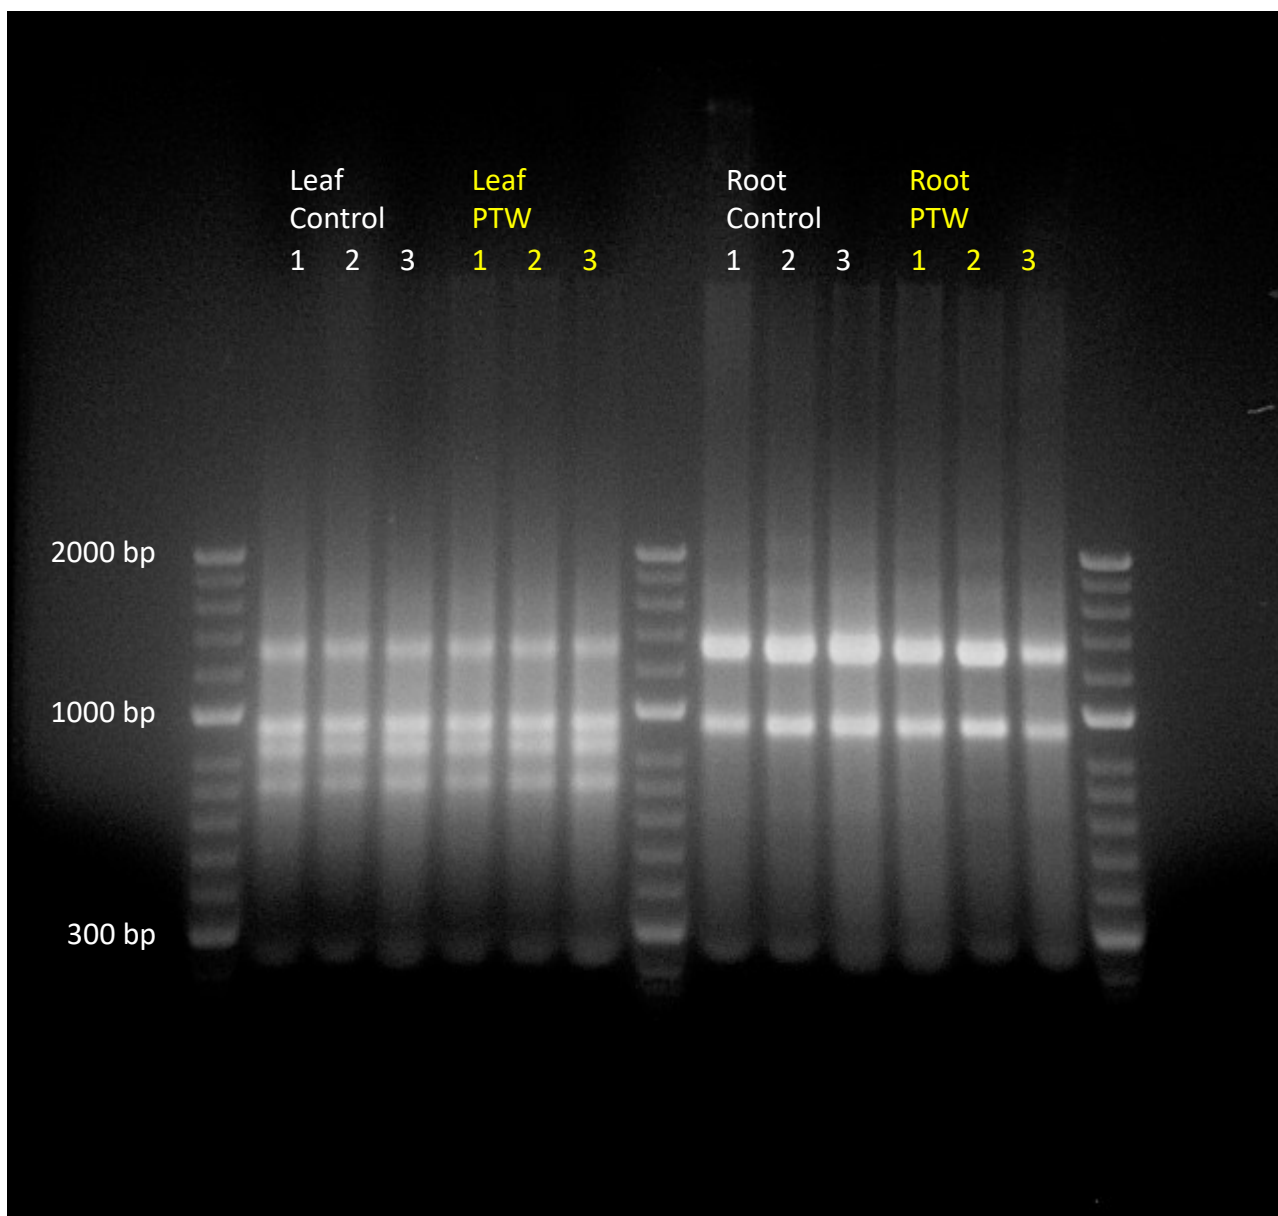

Supplementary Figure S2: RNA gel of samples harvested four weeks after PTW or control treatment (2 μ g of total RNA per lane) and HyperLadder 50 bp (Meridian Life Science Inc., USA) on each side and in the middle lane.

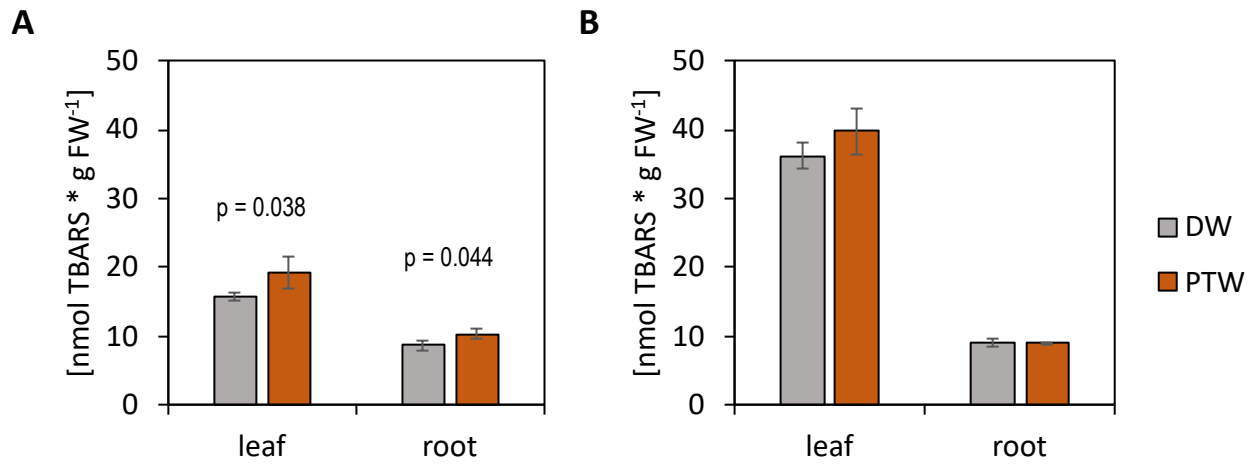

Supplementary Figure S3: Effect of PTW treatment on lipid peroxidation in barley leaves and roots. TBARS were measured one day (A) or four weeks (B) after treatment with deionized water (DW; containing 7.5% (v/v) tap water, see method section) or with plasma-treated water (PTW). Mean values ($\pm$ SD) were calculated from four replicates of each treatment. Statistical analysis was performed using student's t-test.

A PCA all samples

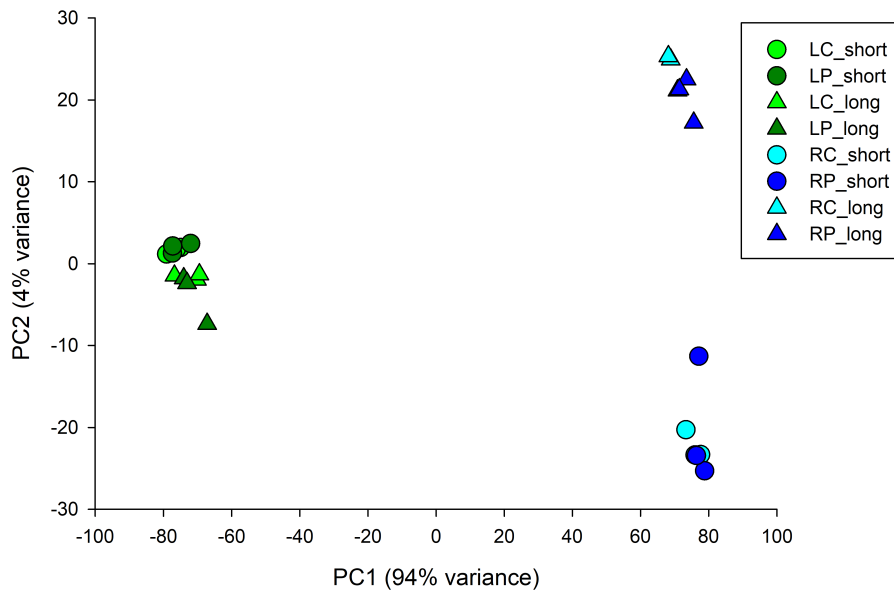

B PCA leaf short-term

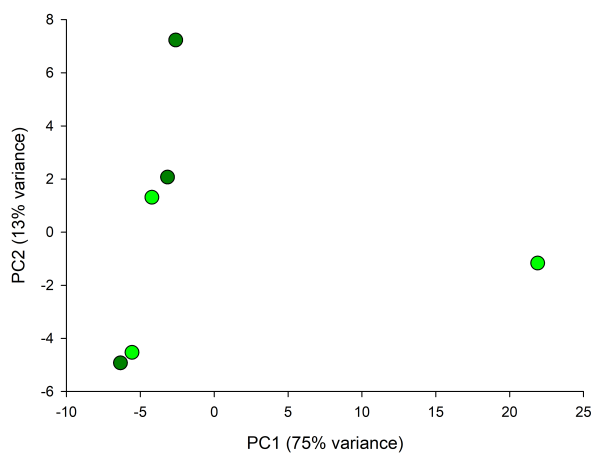

C PCA root short-term

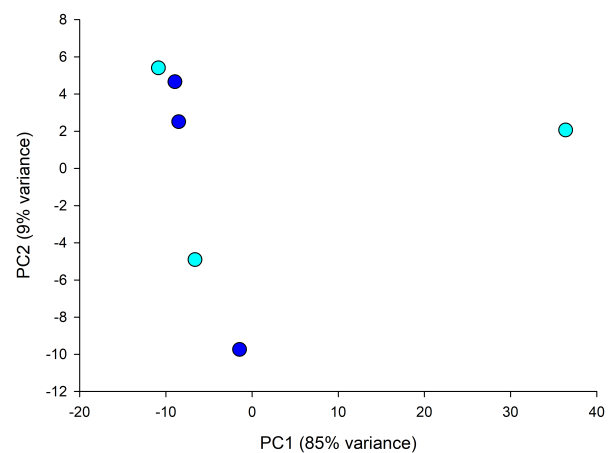

D PCA leaf long-term

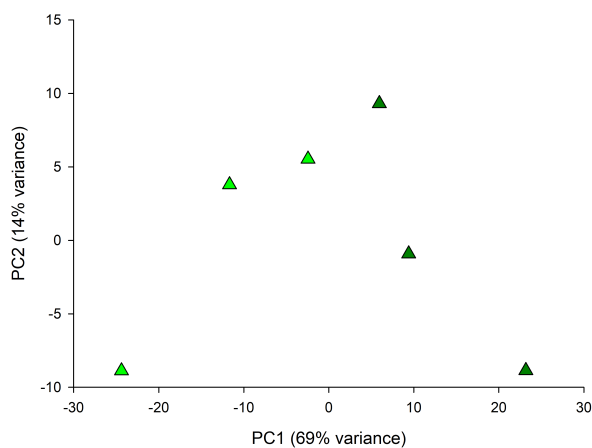

E PCA root long-term

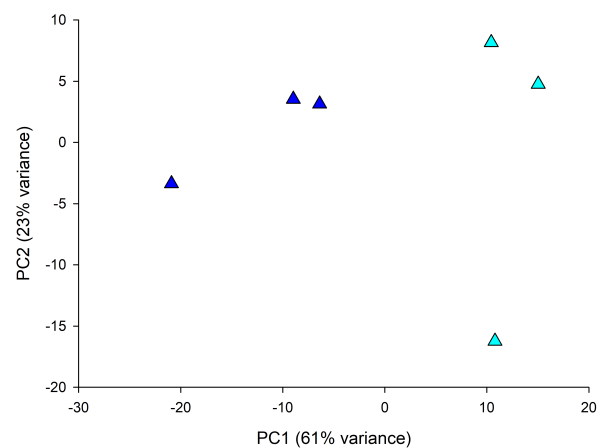

Supplementary Figure S4: Principal component analysis (PCA) of the RNA-seq data. **A** PCA of all samples. **B** PCA of the leaf samples after short-term response. **C** PCA of the root samples after short-term response. **D** PCA of the leaf samples after long-term response. **E** PCA of the root samples after long-term response. Green stands for leaf and blue for root samples with control (lighter colour) and PTW treated samples (darker colour). Circle designates short-term effects and triangle long-term effects of the respective treatment.

A Leaf short-term

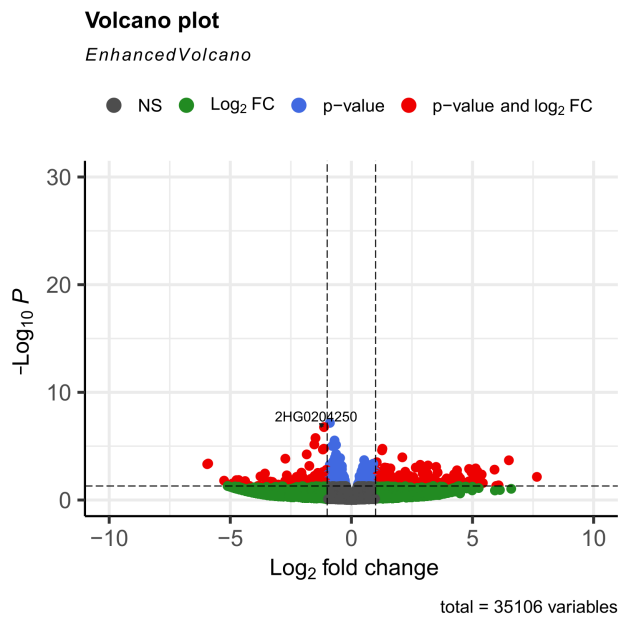

B Root short-term

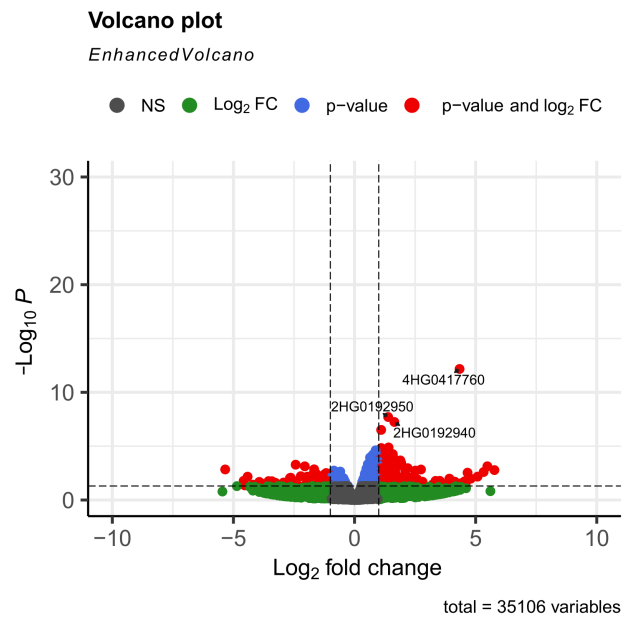

C Leaf long-term

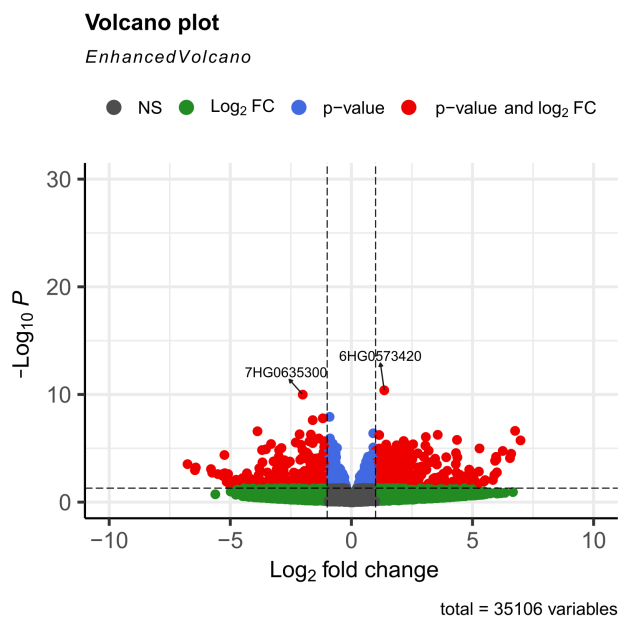

D Root long-term

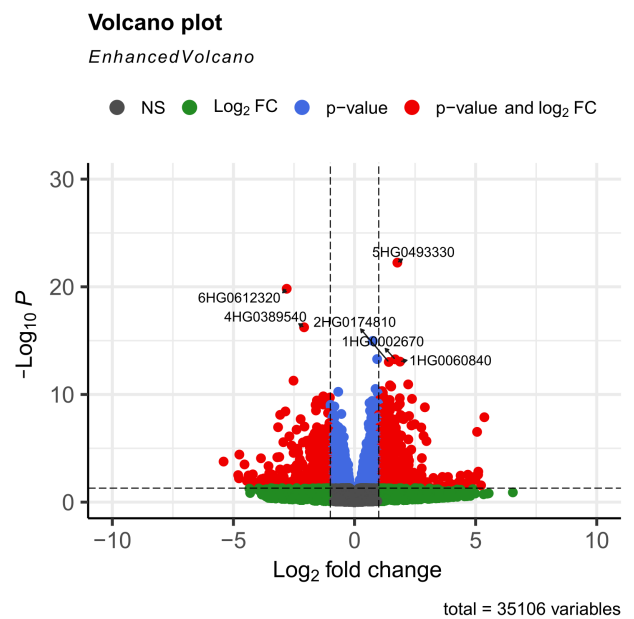

Supplementary Figure S5: Volcano plots of the differentially expressed genes between PTW-treated and control samples in **A** leaf samples and **B** root samples after short-term response, and **C** leaf samples and **D** root samples after long-term response to the treatment. The p-value threshold is 0.05 and the Log₂FC is $\geq |1|$.

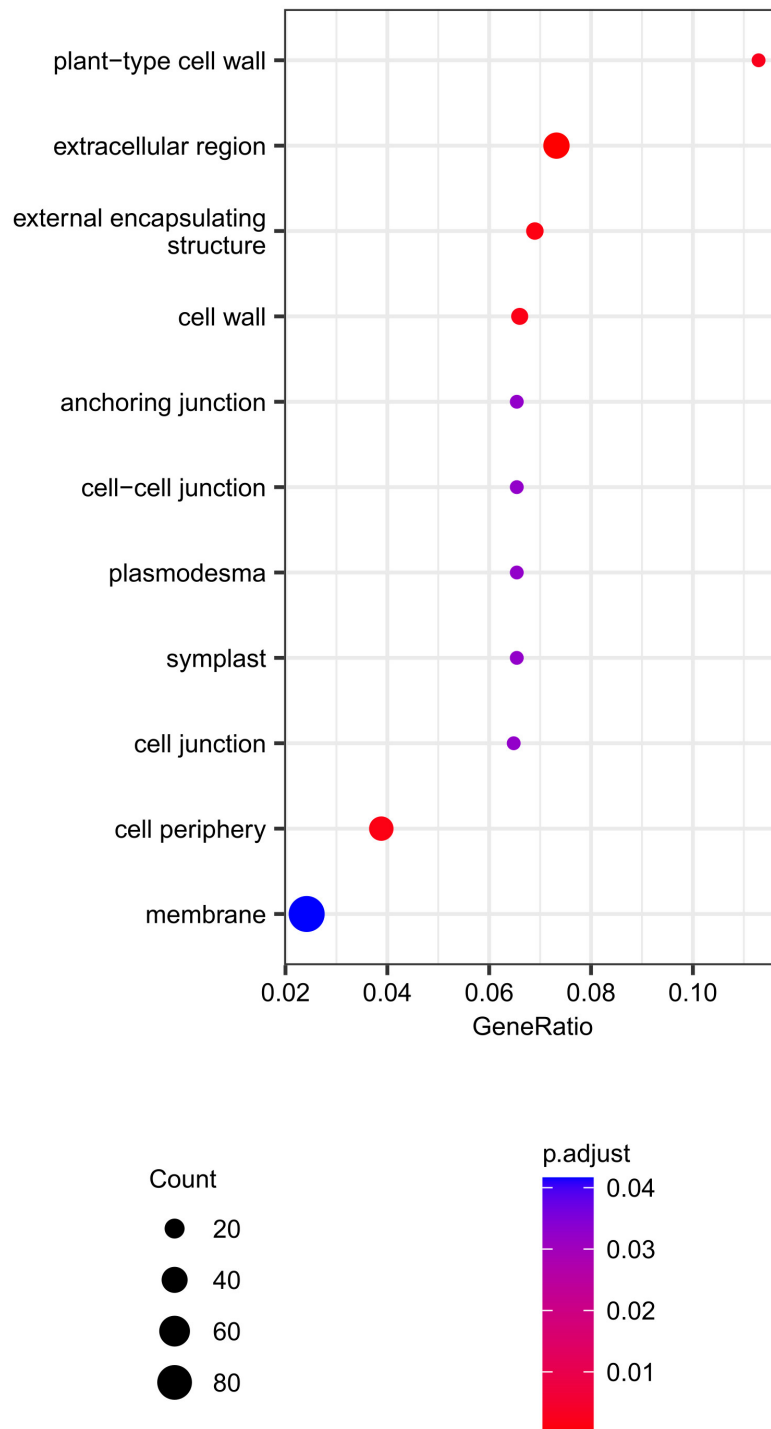

Supplementary Figure S6: Main GO terms associated with cellular compartment in barley roots upregulated four weeks after spraying the leaves with plasma-treated water (PTW). The GO terms are based on the DEGs of PTW-treated samples compared to control samples under the premise of $|\text{Log2FC}| \geq 1$ and adjusted p-value < 0.05 .

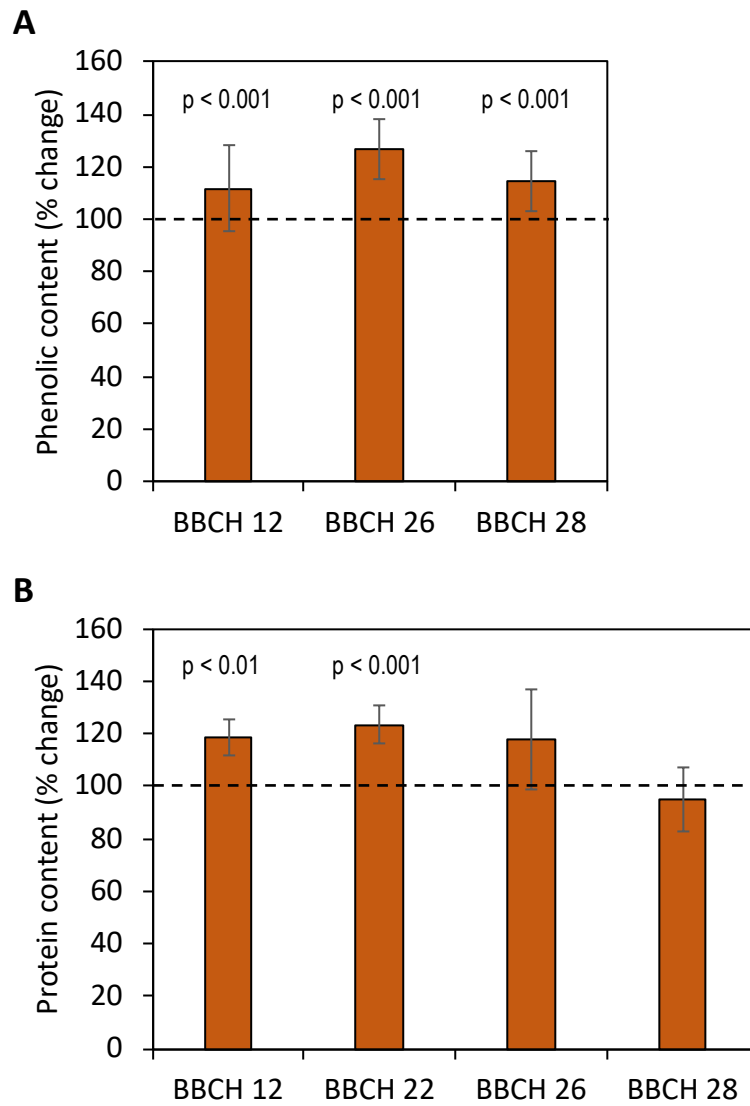

Supplementary Figure S7: Effect of PTW treatment on phenolic content (A) and protein content (B) in barley roots. All data are normalized to the control group, which is symbolized by a dashed line. Statistical analysis was performed using student's t-test.

How the deposited data were processed for this re-analysis (not part of the article)

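RNA was measured in 24 libraries of barley leaves and roots, 3 per group, each pooled from 5 plants. The groups are the 8 combinations of organ, spray (control water or PTW) and harvest at 22 or 49 days after sowing. The authors mapped the read pairs to the MorexV3 genome with NextGenMap and counted them per gene with featureCounts 2.0.4, without regard to strand. The authors then compared PTW with control by DESeq2 with its standard parameters, separately for each organ and harvest. The 4 deposited tables that were used here hold the results of these comparisons, each over 6 libraries and for 35106 genes.

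The signal column of the authors' deposited tables is the mean over both groups of the counts divided by the authors' DESeq2 size factors, one value per gene. The authors' log2 values are the log2 fold change of PTW over control, a maximum likelihood estimate without shrinkage, and its standard error. The score in the authors' tables is the Wald statistic, which was checked to equal the log2 fold change divided by its standard error. Each p-value is the authors' two-sided Wald p, given as deposited both unadjusted and adjusted by Benjamini-Hochberg after DESeq2's independent filtering. Genes without counts, or with an extreme count in one library, carry no p-value in the authors' tables. A fold change from an authors' table depends on the size factors, which assume that most genes do not change, and reads that map to several related genes enter it as the authors' mapper and counter placed them.

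Depth per library is taken from the paper's Supplementary Table S1. Raw read pairs ranged from 39.2 to 56.7 M, and pairs assigned to genes from 14.4 to 22.0 M (median 16.9 M). Mapped pairs were 49.1 to 49.7% of the raw pairs in every library, as this table lists them, and of the mapped pairs 69.9 to 75.0% were assigned in leaf and 85.1 to 87.5% in root libraries, and 18051 to 23444 genes had reads. At this depth and with 3 libraries per group the median standard error of a log2 fold change was 0.247 and 0.244 in leaf and root 1 day after treatment and 0.283 and 0.251 at 4 weeks. Genes with few reads have wider intervals, so mean normalized counts are given beside the named genes.

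From the tables, the p-values were adjusted again by Benjamini-Hochberg over the genes with a p-value and a mean normalized count of at least 10. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Confidence intervals of 95% are the log2 fold change ± 1.96 standard errors. Differences of the treatment effect between organs or harvests were tested as the difference of the log2 fold changes divided by the root of the sum of their squared standard errors, with a normal p, over genes with a mean count of at least 10 in both tables. This treats the 2 tables as independent, which separate libraries do not ensure where leaf and root came from the same plants. Overlaps of called lists were tested by Fisher's exact test (12 tests, Benjamini-Hochberg), and the agreement of fold changes by Pearson's r, Spearman's rho and the share of equal signs for 6 pairs of comparisons.

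Gene lists were tested with cameraPR of limma 3.58.1 on the Wald statistic at an inter-gene correlation of 0.01, and at 0.05 as an alternative, since the correlation cannot be estimated without libraries. There were 24 lists defined by keywords in the gene names that Supplementary Table S1 gives and 8 lists taken from the study, which made 70 list tests after leaving out members chosen by the study in the same comparison and lists with under 3 tested members. For the lists taken from the study this exclusion was set after their results had been seen. The keyword lists were class III peroxidases, expansins, xyloglucan endotransglucosylase/hydrolases, the cellulose synthase family, endo-β-glucanases, pectin enzymes, dirigent proteins, phenylpropanoid enzymes, auxin response, cytokinin, ethylene, heat shock proteins and chaperones, nitrate and ammonium transporters, aquaporins, glutathione S-transferases, receptor-like kinases, WRKY factors, lipoxygenases, senescence and late embryogenesis proteins, iron handling, and markers of green tissue (photosynthesis), of dividing cells (histones), of translation (cytosolic ribosomal proteins) and of root ground tissue (casparian strip and cortical cell proteins). The lists of the study were its root hormone, root cell wall and root signal and transport genes, its called root and leaf genes by direction, and its leaf heat shock genes. Cellulose synthases, cytosolic ribosomal proteins, glutathione S-transferases, histones and photosynthesis genes had under 3 such members in every comparison and were not tested as lists. Because names exist only for genes in Supplementary Table S1, the keyword lists hold genes that the study called in some comparison.

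Named genes were taken by rule: every gene the paper names in its text, in Tables 1 to 3 or in the lists of Supplementary Table S1 that it discusses; in each comparison the 10 called genes with the largest rise and the 10 with the largest fall at a mean count of at least 50; up to 4 members of each list with the smallest p; and 5 genes for each direction of each difference test. The paper's own values for its tables had been seen by then. Names and Arabidopsis orthologs are those of Supplementary Table S1, and no gene coordinates were used.

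Principal components were computed on the means of the 8 groups, recovered from the mean counts and log2 fold changes, on the scale log2 of the mean plus 1. They were added after the tables had been seen, and carry no spread between libraries.

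Calls and difference tests were tested on simulated data made with the standard errors of the tables, and list tests on simulated standard normal statistics. Each simulation held 16310 (leaf, 1 day), 19875 (root, 1 day), 17052 (leaf, 4 weeks) and 20180 genes (root, 4 weeks), of which 67, 67 and 66 were changed by 1, 2 and 3 on the log2 scale. Recovered were 25, 61 and 63 genes in leaf and 20, 60 and 66 in root at 1 day, and 23, 58 and 61 in leaf and 24, 58 and 66 in root at 4 weeks, with 3, 6, 6 and 4 unchanged genes called. The organ difference test recovered 14, 51 and 64 genes at 4 weeks and 18, 52 and 65 at 1 day, and the harvest difference test 14, 55 and 64 in root and 20, 50 and 62 in leaf. A list shifted in the simulation was recovered in each comparison, and of the unshifted lists 0 of 5, 0 of 3, 0 of 3 and 0 of 1 were called. Noise was drawn independently for each gene and with the spread that the tests assume, so few false calls were built in. The error rate in the deposited data can therefore not be read from these counts. There the Wald statistics of roots at 4 weeks were spread 1.71 times as wide as the standard normal.

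Alternatives were the adjusted p as the authors deposited it, no minimum count, a minimum of 50, a Holm adjustment, no fold threshold, an absolute log2 fold change of at least 1.5, a test against an absolute log2 fold change of at most 1, and an empirical null in which the Wald statistics are centred and scaled by their own median and interquartile range. For lists they were the higher correlation, ranks, a minimum count of 50 and the log2 fold change in place of the Wald statistic. For the agreement of fold changes the Wald statistics took the place of the log2 fold changes, and for principal components the untransformed means were used. Analyses that need values per library were not done. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used.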

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

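The values below were noted because the treatment effect differed between organs or harvests, or because genes were called that the paper does not list. The difference tests were set before the results were seen, and the genes named follow from their rank in them. The comparison with the genes listed in the paper, and the principal components, were chosen after the tables had been seen.

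Between the organs 277 genes differed in their treatment effect at 4 weeks, of 15796 tested, and 1 at 1 day, of 15094. Root minus leaf, the largest ranks at 4 weeks went to genes that fell in leaves: an FtsH zinc metalloprotease (7HG0728580, log2 difference 2.70), acid invertase 1 (7HG0635300, 2.04), a peptidylprolyl isomerase (2HG0160560, 2.99), a patatin (1HG0012620, 3.77) and 2HG0182090 (2.30), which has no name in Supplementary Table S1. On the other side were a ubiquinol oxidase (2HG0213170, -2.01) and an F-box gene (5HG0489060, -2.14), both lower in roots, and the unnamed genes 6HG0600460 (-1.40), 1HG0072060 (-2.27) and 5HG0527250 (-2.14). The single gene at 1 day was 2HG0105020 (1.18).

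Between the harvests 217 genes differed in roots and 99 in leaves. In roots the effect was higher at 4 weeks for PGIP1 (1HG0002670, 1.57), PME41 (1HG0060840, 1.87), PDX1.3 (2HG0158270, 1.80) and the peroxidases 1HG0081950 (5.22) and 2HG0215540 (1.99). It was lower for an RCC1 family gene (3HG0302120, -3.21), SR45A (4HG0389540, -2.04), a heat shock transcription factor (5HG0509970, -3.52), the Agamous-type MADS-box gene (6HG0612320, -2.73) and a phosphatidyltransferase (7HG0668040, -2.02). Leaf genes with a higher effect at 4 weeks were an endo-1,3-β-glucanase (1HG0059470, 1.94), GRP7 (4HG0333810, 2.31), an α-glucan water dikinase (7HG0677380, 2.24), a peptidylprolyl isomerase (4HG0336820, 2.49) and BGLU11 (3HG0312760, 1.87). Those with a lower effect were another peptidylprolyl isomerase (7HG0682910, -1.78), a 70 kDa heat shock protein (1HG0028320, -1.63), HSA32 (7HG0732330, -2.47) and the unnamed genes 6HG0545620 (-1.54) and 7HG0746770 (-1.29).

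Called here and not listed in Supplementary Table S1 were 152 genes in leaves at 4 weeks (101 higher, 51 lower) and 82 in roots (18 higher, 64 lower).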

How the results depend on the processing

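The calls rest on 3 pooled libraries per group, on the authors' size factors and on standard errors that could not be estimated again. No paired analysis was possible because the tables give one value per comparison and none per library, so replicate numbers could not enter a model. For the same reason the count-based alternatives were not run: another tool, no count filter before the fit, another normalization, leaving out each replicate, and an interaction model. The Wald statistics of roots at 4 weeks were 1.71 times as wide as the standard normal, and with the empirical null, which both centres the statistics at their median and divides them by that width, the calls fell from 739 to 21 (9 higher and 12 lower) and the share of higher genes from 55.2% to 42.9%. No setting separates these 2 steps. Whether that width is a wide treatment effect or spread between pots cannot be read from the tables, and the cause was not tested. No list call changed direction under the settings that were run.

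In leaves 1 day after treatment the 7 calls were 2 under a Holm adjustment, 12 with no threshold on the fold change, 1 at an absolute log2 fold change of at least 1.5 and 0 in the test against at most 1, where 866 genes had an unadjusted p under 0.05 in the authors' Wald test. In roots at 1 day the 6 calls were 2 at 1.5 or more, 1 against at most 1 and 21 with the empirical null. Leaves at 4 weeks gave 316 calls, and 93 under Holm, 159 at 1.5 or more, 11 against at most 1 and 175 with the empirical null. Roots at 4 weeks gave 193 under Holm, 2086 with no threshold, 201 at 1.5 or more and 10 against at most 1. For all of these the adjusted p as deposited, no filter and a minimum count of 50 moved the count by at most 1.5 times. Holm left 28 of the 277 organ differences at 4 weeks, 35 of the 217 harvest differences in root and 24 of the 99 in leaf. The overlap of leaf and root at 4 weeks was 32 genes and 70 with no threshold on the fold change, and under settings chosen for it after seeing the files 4 (Holm), 8 (1.5 or more), 0 (against at most 1) and 1 (empirical null). The correlation of leaf at 1 day with root at 4 weeks was -0.210 and -0.0559 with no filter, where genes with few reads enter. Of 19 list calls 11 held with an inter-gene correlation of 0.05, which widens the null by construction. Of the named genes called in roots at 4 weeks, 87 of 235 held under Holm and 18 with the empirical null, and of those in leaves 49 and 68 of 98.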

Differences from the paper's values

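The paper's counts use an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds used here, on its own DESeq2 output. In leaves at 4 weeks the paper gives 232 genes with an adjusted p under 0.05, against 465 here. Of the alternatives set before the data were examined, the empirical null (210) falls within 1.5 times of the paper's count, and the deposited adjusted p (464), no filter (429), a minimum count of 50 (464), Holm (100) and the test against an absolute log2 fold change of at most 1 (11) do not. For roots at 4 weeks the paper gives 3460 such genes, against 2086 here, and no alternative comes within 1.5 times of it: deposited adjusted p 2116, no filter 1863, minimum count of 50 2188, Holm 223, test against at most 1 10, empirical null 21.

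The paper counts 181 differentially expressed genes in leaves at 4 weeks (the paper's 114 higher and 67 lower), against 316 here (205 and 111). An absolute log2 fold change of at least 1.5 (159, with 107 and 52) and the empirical null (175, with 119 and 56) fall within 1.5 times of the paper's. The deposited adjusted p (316, with 205 and 111), no filter (311, with 202 and 109), a minimum count of 50 (295, with 194 and 101), Holm (93, with 60 and 33), no fold threshold (465, with 280 and 185) and the test against at most 1 (11, with 7 and 4) do not.

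The paper counts 15 genes shared by leaf and root at 4 weeks (the paper's 6 higher and 9 lower), against 32 here (13 and 19). The deposited adjusted p (32), no filter (28), a minimum count of 50 (23) and no fold threshold (70) all stay outside 1.5 times of the paper's total. For shared higher genes a minimum count of 50 gives 7, within that range, while the deposited adjusted p (13), no filter (11) and no fold threshold (29) do not. For shared lower genes none of these does (19, 17, 16 and 41, for deposited, no filter, minimum of 50 and no fold threshold). Of the settings chosen for the shared genes after seeing the files, an absolute log2 fold change of at least 1.5 gives 6 shared lower genes, within that range, but 2 higher genes and a total of 8, outside it. Holm (4, with 2 and 2), the test against at most 1 (0) and the empirical null (1, with 0 and 1) stay outside for all of them.

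For plant age the paper gives 4% of the variance. Here the second principal component, which followed age, held 7.23% on group means, which the paper used too. The third component, which also followed age, held 5.31%. For the second component the untransformed means, chosen after seeing the values, give 8.69%, also outside the range. No alternative for the principal components was set before the data were examined.

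In the leaf classes of cell wall proteins and phenolic compounds the paper has 1 higher cortical cell-delineating protein gene and none was called here, where no filter gives 1. It has 2 higher endo-1,3-β-glucanase genes, against 1 here, the paper's 1 lower glycosyltransferase gene against 0 here, and the paper's 1 lower chalcone synthase gene against 0 here. None of the alternatives reaches these. In the root classes the paper has 2 higher β-xylosidase genes, against 1 here and 2 with a minimum count of 50. For the other root classes no alternative reaches the paper's counts: the paper's 2 endo-1,4-β-glucanase genes against 1 here, the paper's 14 glycosyltransferase genes against 9 here, the paper's 1 lower pectate lyase gene against 0 here, the paper's 2 UDP-glucuronate 4-epimerase genes against 1 here, the paper's 4 xyloglucan fucosyltransferase genes against 1 here, the paper's 1 higher chalcone synthase gene against 0 here, and the paper's 3 dirigent protein genes against 1 here. Among hormone genes the paper has 2 higher leaf genes for abscisic acid and 1 for brassinosteroids, against 1 and 0 here, and 1 lower root gene for gibberellins, against 0 here, and no alternative reaches these.

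Of the genes that the paper lists and that were not called here, no filter calls 4 of 17 in leaves. In roots 10 of 155 are called with a minimum count of 50, 3 with no filter, 2 with the deposited adjusted p and 2 with no fold threshold. All of the paper's listed genes have the paper's direction here. Genes that the paper names as higher or lower in leaves at 4 weeks and that were not called are 6HG0597780, CAS1 (6HG0557230), SR45A (4HG0389540), 4HG0415520 (called with no filter), 5HG0501500, MGP4 (4HG0357740) and the chalcone synthase gene 2HG0099970. In roots at 4 weeks they are PID (5HG0427840, called with a minimum count of 50), AHP4 (1HG0029620), NRT2.1 (6HG0543560), UGT75B1 (1HG0027950), 6HG0600480 (called with a minimum count of 50), 4HG0352930, 3HG0304950, 4HG0357930, 7HG0721470, 7HG0738480, 1HG0080690, 5HG0498960, 4HG0383950, 2HG0191320, 4HG0401310, 6HG0552290, 7HG0703190, 1HG0008140, 6HG0621930, 4HG0343830, 7HG0659870, 7HG0655280, 6HG0617710, 5HG0486560, 6HG0613330, 7HG0748530 and 5HG0480940. Most of their ratios and adjusted p values stand beside the statements in the text. Supplementary Table S1 gives each of them an adjusted p under 0.05, from 4-week values that the deposited tables do not reproduce.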

Other observations

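Heat shock transcription factors, which switch on chaperone genes, fell together in the roots of PTW plants 4 weeks after treatment. All 6 that Supplementary Table S1 names for roots were lower, by 2.29-fold to 7.26-fold, with the smallest adjusted p for 5HG0497990 (2.29-fold, 95% CI 1.85 to 2.85, adjusted p = 1.02e-10), and 5 of them had a lower effect at 4 weeks than at 1 day. Of the 12 other heat shock and chaperone genes named for roots 10 fell, among them 3HG0237580 (4.53-fold, 95% CI 2.66 to 7.72, adjusted p = 7.11e-06) and the DNAJ gene 7HG0661570 (2.99-fold, 95% CI 1.94 to 4.60, adjusted p = 8.42e-05), while 6HG0552250 rose (2.01-fold, 95% CI 1.44 to 2.81, adjusted p = 0.00179) and 1 did not pass the test. Splicing factor genes fell as well: a U2AF small subunit gene (5HG0491070, 2.71-fold, 95% CI 1.74 to 4.20, adjusted p = 6.22e-04), 3HG0281700 (2.74-fold, 95% CI 1.95 to 3.86, adjusted p = 2.53e-06) and 4HG0381990 (5.27-fold, 95% CI 2.68 to 10.4, adjusted p = 1.55e-04). The authors' deposited table puts the mean normalized counts of these 12 genes at 60.2 to 1019. These genes were named by the study because they changed in these samples, so their shared direction is not independent evidence. With the empirical null 3 of the 6 transcription factors, 1 of the 11 other heat shock and chaperone genes and 0 of the 3 splicing factors remained called.

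The Myb genes that Supplementary Table S1 names for roots, of a large family of transcription factors, mostly fell at 4 weeks. Of these 18 genes, 1 rose, 15 fell and 2 did not pass the test, where 331 of all 739 root calls fell. The study named them because they changed in these samples, so their shared direction is not independent evidence and does not speak for the family. Their effect was higher in leaves than in roots for 4 of the 16 tested in both organs. Regulators of the response regulator and CONSTANS families moved both ways, with the response regulators 2HG0155540 (2.04-fold, 95% CI 1.47 to 2.84, adjusted p = 0.00118) and 5HG0438620 (2.33-fold, 95% CI 1.59 to 3.41, adjusted p = 9.05e-04) and the CONSTANS-like gene 7HG0656470 (2.43-fold, 95% CI 1.65 to 3.57, adjusted p = 4.63e-04) lower. The RNA-binding protein gene SR45A (4HG0389540) fell 4.26-fold (95% CI 3.10 to 5.85, adjusted p = 4.86e-15). Under a Holm adjustment 5 of the 16 Myb calls held, and 1 with the empirical null.

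Of the tests below, the comparison of signs between the organs that bears on heat shock genes was chosen after the result was seen. Heat shock and chaperone genes as a list of keywords, without those the study picked in the same comparison, were lower in roots at 4 weeks (median -0.56, adjusted p = 0.0373), a call lost at an inter-gene correlation of 0.05 (adjusted p = 0.158) and with a mean count of at least 50 (adjusted p = 0.0622). The study named the genes left in this test because they changed in leaves at the same harvest. At 1 day the list was higher in roots (median 0.19, adjusted p = 1.29e-04; adjusted p = 0.0242 at a correlation of 0.05), and in leaves it did not pass (median 0.13, adjusted p = 0.118) except with the log2 fold change in place of the Wald statistic, where it was higher (adjusted p = 0.0170).

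For the lower heat shock genes a candidate explanation is that leaves and roots of the PTW plants shared a state at harvest, such as temperature or hour, that the controls did not. Of the genes that the paper lists in leaves and not in roots, 71.0% (98 of 138, 95% CI 63.0 to 77.9%) had their leaf direction in roots, 12 of 15 heat shock and chaperone genes and 86 of 123 others. A treatment effect that spreads through the plant predicts the same, so this value does not separate them, and genes do not respond independently.

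The age of the plants was tested as an explanation of the 4-week effects, with bounds set before the result was seen. If PTW plants had been at another developmental age, the effect of PTW would follow the change from 22 to 49 days across genes. Spearman's rho was -0.0841 in roots, inside the bound of 0.1, and 0.101 in leaves, between 0.1 and 0.2. The mean count at 49 days averages the same PTW and control libraries that give the fold change, which can build a positive rho in. With the control means alone, a ratio added after the result was seen that builds a negative rho in, rho was -0.354 in roots and -0.115 in leaves, and over the called genes (681 in roots and 288 in leaves) the mean of both groups gave -0.234 and 0.209 and the control means -0.556 and -0.374. In roots rho was negative with both ratios, so a positive rho built in does not account for its sign there. Over the called root genes the effect of PTW thus ran against the change from 22 to 49 days. Whether that is another age or a treatment effect on genes that change with age cannot be told, because each harvest holds one age. In leaves the sign turned between the ratios, and both share libraries with the fold change, so no direction can be read there.

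The 4-week values in the paper's Supplementary Table S1 have nearly the log2 fold changes of the deposited tables (median absolute gap 0.00869 in leaves and 0.00449 in roots) but other mean counts (median absolute log2 gap 0.268 and 0.184), while the 1-day values match. A fit over both harvests of an organ was tested as a possible explanation. The paper's mean counts lay 0.471 in leaves and 0.297 in roots from the mean of the 1-day and 4-week tables, over the bound of 0.1. A fit over all 24 libraries lay further off, with 0.820 and 0.864 from the mean of the 4 tables. What made the paper's 4-week mean counts stays open, and no biological explanation was tested.

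Across genes, the effect in leaves at 1 day ran against the effect in roots at 4 weeks. Pearson's r was -0.210 and Spearman's rho -0.285 over 15170 genes (-0.0559 and -0.156 with no filter), and of 428 genes called in roots at 4 weeks 116 (27.1%) had the same sign in leaves at 1 day. Leaves and roots at 4 weeks went the same way (r 0.195 and rho 0.154, 0.116 and 0.116 with no filter), with 69.4% of the root calls and 70.9% of the leaf calls sharing their sign in the other organ. Genes are not independent replicates, and the paper does not report these comparisons. Root genes listed in the study as lower were higher in leaves at 1 day (median 0.20, adjusted p = 2.46e-06, 0.0417 at 0.05) and lower in leaves at 4 weeks (median -0.22, adjusted p = 9.76e-05, 0.122 at 0.05), and did not pass in roots at 1 day (median -0.02, adjusted p = 0.553). Root genes listed as higher were lower in leaves at 1 day (median -0.17, adjusted p = 1.29e-04, 0.122 at 0.05), higher in leaves at 4 weeks (median 0.18, adjusted p = 0.0103, 0.260 at 0.05) and higher in roots at 1 day (median 0.15, adjusted p = 6.06e-06, 0.0736 at 0.05), where the value at 0.05 is the adjusted p with that inter-gene correlation.

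In each of these list tests, genes that the study had also picked in the comparison tested were left out. Leaf genes listed as lower fell as a set in roots at 4 weeks (median -0.52, adjusted p = 1.29e-04, 0.0417 at 0.05) and did not pass at 1 day in leaves (median 0.04, adjusted p = 0.632) or roots (median 0.03, adjusted p = 0.766). Leaf genes listed as higher were higher in roots at 4 weeks (median 0.22, adjusted p = 0.0403, 0.284 at 0.05, a call lost with the log2 fold change in place of the Wald statistic, adjusted p = 0.0841) and at 1 day (median 0.16, adjusted p = 0.0167, 0.231 at 0.05), and did not pass in leaves at 1 day (median 0.11, adjusted p = 0.0577), where a rank-based test called them higher (adjusted p = 0.0440). The heat shock and protein folding genes listed for leaves were higher in roots at 1 day (median 0.23, adjusted p = 0.00750, 0.0417 at 0.05), with no call in leaves at 1 day (median 0.33, adjusted p = 0.0998) or in roots at 4 weeks (median -0.56, adjusted p = 0.0846), where a rank-based test (adjusted p = 0.0359) and the log2 fold change (adjusted p = 0.0308) called them lower. With a mean count of at least 50 their call in roots at 1 day was lost (adjusted p = 0.106), and with the log2 fold change in place of the Wald statistic they were higher in leaves at 1 day (adjusted p = 0.0103).

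Several keyword lists gave no call. WRKY factors had adjusted p values of 0.585 in leaves and 0.998 in roots at 1 day and 0.660 in leaves at 4 weeks, with medians of 0.28, -0.02 and -0.13. Receptor-like kinases had 0.587 in leaves at 1 day and 0.619 at 4 weeks, and senescence and late embryogenesis proteins 0.943 in leaves and 0.369 in roots at 1 day. In leaves at 1 day aquaporins (median 0.11, adjusted p = 0.495) and ethylene genes (median -0.06, adjusted p = 0.938) were not called either. The list test weighs the Wald statistic, so its direction and the sign of the median log2 fold change differed for ethylene genes, phenylpropanoid enzymes and nitrate transporters in leaves at 1 day, for endo-β-glucanases in roots at 1 day, and for xyloglucan endotransglucosylases and cytokinin genes in leaves at 4 weeks, and none of these 6 was called in the main test.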
